# Distinct defects in early innate and late adaptive immune responses typify impaired fracture healing in diet-induced obesity

**DOI:** 10.3389/fimmu.2023.1250309

**Published:** 2023-10-03

**Authors:** Deepak Kumar Khajuria, Irene Reider, Fadia Kamal, Christopher C. Norbury, Reyad A. Elbarbary

**Keywords:** innate, adaptive, immunity, obesity, diabetes, bone, fracture, healing

## Abstract

Bone fractures, the most common musculoskeletal injuries, heal through three main phases: inflammatory, repair, and remodeling. Around 10% of fracture patients suffer from impaired healing that requires surgical intervention, a huge burden on the healthcare system. The rate of impaired healing increases with metabolic diseases such as obesity-associated hyperglycemia/type 2 diabetes (T2D), an increasing concern given the growing incidence of obesity/T2D. Immune cells play pivotal roles in fracture healing, and obesity/T2D is associated with defective immune-cell functions. However, there is a gap in knowledge regarding the stoichiometry of immune cells that populate the callus and how that population changes during different phases of healing. Here, we used complementary global and single-cell techniques to characterize the repertoire of immune cells in the fracture callus and to identify populations specifically enriched in the fracture callus relative to the unfractured bone or bone marrow. Our analyses identified two clear waves of immune-cell infiltration into the callus: the first wave occurs during the early inflammatory phase of fracture healing, while the second takes place during the late repair/early remodeling phase, which is consistent with previous publications. Comprehensive analysis of each wave revealed that innate immune cells were activated during the early inflammatory phase, but in later phases they returned to homeostatic numbers and activation levels. Of the innate immune cells, distinct subsets of activated dendritic cells were particularly enriched in the inflammatory healing hematoma. In contrast to innate cells, lymphocytes, including B and T cells, were enriched and activated in the callus primarily during the late repair phase. The Diet-Induced Obesity (DIO) mouse, an established model of obesity-associated hyperglycemia and insulin resistance, suffers from multiple healing defects. Our data demonstrate that DIO mice exhibit dysregulated innate immune responses during the inflammatory phase, and defects in all lymphocyte compartments during the late repair phase. Taken together, our data characterize, for the first time, immune populations that are enriched/activated in the callus during two distinct phases of fracture healing and identify defects in the healing-associated immune response in DIO mice, which will facilitate future development of immunomodulatory therapeutics for impaired fracture healing.

## Introduction

Bone fracture healing is a complex regenerative process that involve numerous cell types. Most cortical bone fractures heal through endochondral ossification. The healing process proceeds via 3 main overlapping phases: inflammatory, repair, and remodeling (1). During the initial inflammatory phase, immune cells are recruited to the healing hematoma and secrete various cytokines and growth factors that regulate recruitment, proliferation, and differentiation of stem cells and progenitors, setting the stage for the repair phase (1, 2). During the early repair phase, the progenitors differentiate into chondrocytes that initially proliferate to form a dense fibrocartilaginous callus across the fracture gap (1–3). The chondrocytes then undergo hypertrophy and mineralization, which hardens the fracture gap, allowing the formation of new blood vessels across the fracture site (1–3). The fibrocartilaginous callus is then gradually replaced by newly formed woven bone, which ensues the remodeling phase to re-establish the characteristic laminar structure of cortical bone (1–3).

The inflammatory phase is integral to the healing process, and although it is short lived, the impact of immune cells on fracture healing is thought to extend beyond the early phases of healing (2). Recent studies have identified a role for both innate and adaptive immune cell populations in fracture healing. In the innate compartment, neutrophils remove tissue debris during the early phase of healing and secrete cytokines that recruit monocytes to the callus (1, 4–6). Monocytes differentiate into macrophages, which are enriched in the hematoma of day 3 post-fracture (d3) (7) and whose role in fracture healing is still being investigated. Depletion of macrophages during fracture healing results in impaired bone formation and delayed union (8, 9). The function of macrophages in fracture healing depends on whether they are classically activated M1 or alternatively activated M2 macrophages. M1 macrophages secret inflammatory cytokines that attract more monocytes to the fracture callus (10). In contrast, M2 macrophages secrete anti-inflammatory cytokines during the later inflammatory stages that induce angiogenesis and recruit and stimulate the differentiation of mesenchymal progenitors (11–13). In the adaptive immune compartment, roles for both B and T lymphocytes have been reported, although they are far less studied than macrophages. Depletion of B cells or T cells delays fracture healing (14–16). B cells and T cells secrete factors that co-regulate osteoclast differentiation and activity (17–19), and B cells also suppress some pro-inflammatory signals (17). Current studies aim to better understand the roles of the immune system in bone regeneration in an effort to develop immunomodulatory therapeutics that enhance bone fracture healing.

Dysfunction of immune cells due to aging or metabolic diseases results in impaired bone healing, which can be ameliorated by parabiosis or bone marrow (BM) transplantation (20, 21). For example, diabetic patients suffer from higher rates of nonunion (22). Studies in different diabetic mouse models also revealed several abnormalities in the healing callus and delayed fracture healing (22). The Diet-Induced Obesity (DIO) mouse is an established model for obesity and its accompanying hyperglycemia, glucose intolerance, and insulin insensitivity (3). DIO mice exhibit impaired fracture healing, a phenotype that has been attributed to several underlying mechanisms, including defective functions of bone progenitors, premature resorption of the fibrocartilaginous callus, defective bone formation, and abnormal structure of collagen fibers (3, 23, 24). Given the reported roles of immune cells in the recruitment and osteogenic differentiation of bone progenitors (2), it is possible that the defects observed in the fracture healing of DIO mice is, at least in part, the outcome of a defective immune response. Generally, obesity and diabetes are associated with mild systemic inflammation and immune dysfunction (25). However, the impact of systemic immune dysfunction upon the immune response during bone fracture healing in the DIO mice has never been investigated.

Despite the growing evidence of the central roles that the immune system plays in fracture healing, there is dearth of information regarding the composition/stoichiometry of the immune cells in the fracture callus and how that composition changes during different phases of healing. In this study, we use complementary methods, which include global and single-cell analyses, to comprehensively analyze the immune cells that populate the healing callus during the inflammatory phase and the late repair phase of fracture healing. We also compare the composition of immune cells in the callus of lean mice to that of the DIO mice to identify novel targets for immunomodulatory therapeutic agents.

## Results

### The infiltration of immune cells into the fracture callus peaks during the early inflammatory phase and the late repair/remodeling phase

We used an open tibial mid-diaphyseal murine fracture model, which is an established model for endochondral bone healing (3, 23, 26). We and others have published extensive analysis of the healing time course in this model (3, 23, 26), and select immunofluorescence (IF) staining and histological analyses of the healing callus at different post-fracture timepoints are shown in **Figures 1A-D**; **S1A-D**. On d7 post-fracture in this model, the areas within and immediately surrounding the fracture gap were filled with chondrocytes that formed a dense fibrocartilaginous area (soft callus) (3, 26) (**Figures 1A**, **S1A**). As healing proceeded to days 10 and 14, soft-callus chondrocytes underwent hypertrophic differentiation as indicated by expression of the hypertrophy markers (3, 26) (Collagen 10 [Col X] staining is shown in **Figures 1B, C**). The callus areas distal to the fracture gap were composed of newly formed woven bone (**Figures 1A-C**; **S1A-C**). As healing further progressed to d21, there was complete replacement of the soft callus with woven bone, resulting in bony bridging of the fracture gap and re-establishment of the intramedullary cavity and bone marrow (BM) elements (**Figures 1D**, **S1D**).

**Figure 1:**
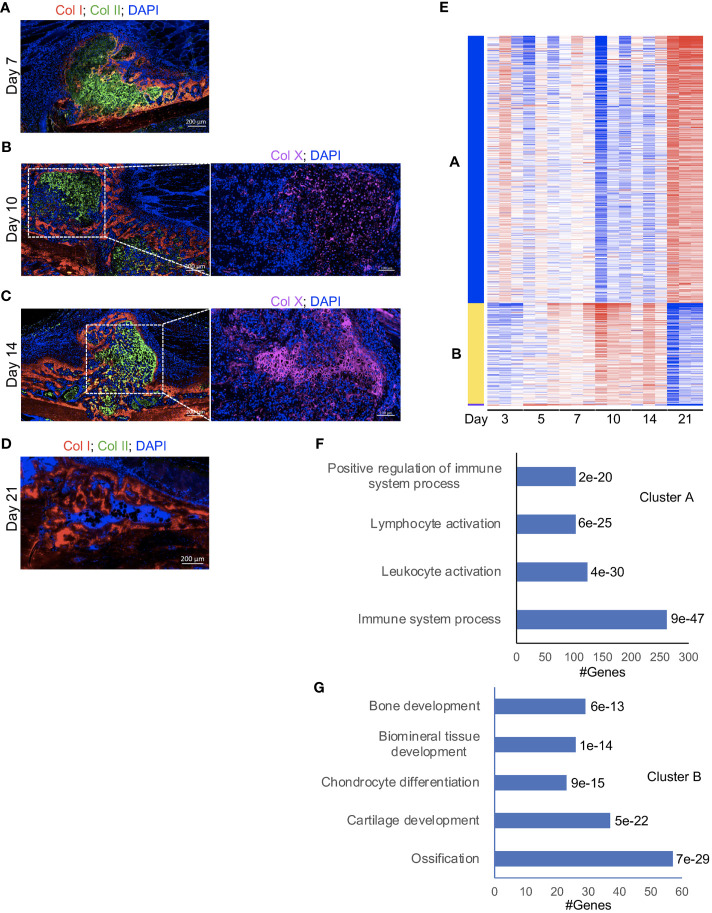
A strong influx of immune cells into the callus during the late phases of fracture healing. (**A-D**, left) IF co-staining of Col I (red) and Col II (green) in callus tissues harvested at the indicated timepoints. Between days 7 and 14 post-fracture, Col II marks the soft-callus chondrocytes, which occupy the fracture gap, while red staining marks the newly formed bone, which occupies callus areas distal to the fracture line. On day 21 post-fracture, Col II (green staining) is absent, indicating resorption of the soft callus, and the fracture gap is completely bridged by the newly formed woven bone. (**B, C**, right) IF staining of the chondrocyte hypertrophy marker Col X (magenta). The images were taken in the soft-callus regions marked by the white boxes on the left panels. DAPI stains nuclei (blue). The scale bar = 200 μm in the left panels and 100 μm in the right panels. All images are representative of 5 callus tissues [see also **Figure S1** and (3)]. **(E)** A heatmap of K-means clustering of the differentially expressed genes on the indicated post-fracture days (see also **Table S1**). Genes were grouped in 2 clusters **(A, B)** based on the pattern of gene expression among different days. **(F, G)** Representative pathways in which genes in cluster A **(F)** and cluster B **(G)** were enriched. The *P_adj_* of enrichment for each pathway is given (see also **Table S6**). RNA-seq was performed on 3 mice at each timepoint.

In a recently published work (26), we comprehensively analysed days 14 and 21 post-fracture of the same fracture model using RNA-seq, reverse transcriptase- quantitative polymerase chain reaction (RT-qPCR), and IF staining, and we showed a strong influx of immune cells to the healing callus between days 14 and 21. 

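Callus RNA of lean mice was sequenced on d3, d5, d7 and d10 after tibial fracture, with 3 mice on each day. The paper's methods describe stranded libraries, trimming of the reads with BBDuk, alignment to the mouse genome GRCm38 with HISAT2 and counting of the reads on genes with HTSeq. The authors deposited these read counts per gene, without normalization, for 43629 genes listed by Ensembl identifier. Of these genes, 27445 had at least 1 count in the 30 libraries of lean and DIO mice, and 42548 identifiers were matched to the GENCODE M21 annotation, from which symbols and positions on GRCm38 were taken. Between 15777919 and 26365620 reads per lean mouse were counted on genes, with medians of 19136619 on d3, 16057968 on d5, 16790713 on d7 and 18075869 on d10. Lean libraries of d14 and d21 were not used here. Counts were scaled to library size, as CPM, with edgeR's TMM factors, and the 12 lean libraries were fitted with edgeR's quasi-likelihood method over the 16471 genes that passed its filter on low counts. A gene was counted as changed at a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were derived from the fold change and the F statistic of the test. On simulated counts in which 200 genes differed between 2 of the days, the fit found 165 of them and called 6 genes that did not differ. Expression was also summarized over 16 lists of genes for cell types and tissues, written by hand, such as 49 expressed leukocyte genes. For each list, the median log2 fold change of its genes was taken, and the mean log2 CPM of its genes in each mouse was compared between days by a two-sided exact permutation test, whose smallest p for 3 mice against 3 is 0.1. A camera test of the lists, with an assumed correlation between genes of 0.01, put 7 to 13 of the 16 lists past an adjusted p of 0.05 in the comparisons of lean days. When mice with the same replicate number were exchanged between the days, 1 to 15 lists passed, so that no p from this test is given beside the lists.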

In this current study, we expanded our RNA-seq experiments to include days 3, 5, 7, 10, 14, and 21 to provide an overarching insight into the progression of the immune response as well as the formation of osseous elements during the healing process. 

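Over log2 CPM of the 12 lean libraries, the first principal component held 44.4% of the variance and the second 13.7%. Scores on the first component lay between -61.9 and -32.9 on d3, between -31.9 and 2.39 on d5, between -11.5 and 0.258 on d7, and between 37.5 and 116 on d10. The scores of d5 and d7 overlapped, those of d3 lay below them without overlap, and those of d10 lay apart from the other days. The distance between the d10 libraries and those of d3, d5 and d7 gave a pseudo-F of 5.01 over all components, which was the largest of the 220 ways to choose 3 of the 12 libraries (one-sided exact permutation test, p = 0.00455, the smallest that 220 ways allow). Restricting the genes to the 1000 most variable gave a pseudo-F of 5.86. Leaving out the first d10 mouse, whose score was 116, moved it most, to 3.08. The test asks only whether d10 differs from the other days. It cannot tell whether d3, d5 and d7 form a single group, and the paper drew that grouping from data that include these mice.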

Principal Component Analysis (PCA) indicated clustering of the timepoints into 3 main groups: days 3, 5, and 7 in the first group, days 10 and 14 in the second group, and d21 in the third group (**Figure S2**). Analysis of individual days indicated that, as expected, the expression of genes associated with the immune/inflammatory response were readily detectable and highly expressed in the d3 callus (**Tables S1**, **S2**). 

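In the lean callus on d3, the 49 expressed genes of the leukocyte list had a median of 129 CPM, and all 49 had at least 1 CPM. Their median percentile among all expressed genes was 92. The 40 genes of the monocyte and macrophage list had a median of 96.5 CPM, with a median percentile of 88.1, and the 50 genes of the neutrophil and inflammatory list a median of 44.5 CPM, with a median percentile of 70.9. The list of 38 interferon response genes had a median of 18.5 CPM, and that of 28 dendritic cell and MHC class II genes 14.1 CPM. Genes of lymphocytes were lower on this day, with a median of 4.44 CPM over 30 B cell genes and of 1.62 CPM over 36 T and NK cell genes, of which 27 reached 1 CPM. Leaving out the second d3 mouse moved these levels most, to medians of 115 CPM for leukocyte, 91.4 CPM for monocyte and macrophage and 36.1 CPM for neutrophil and inflammatory genes.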

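Between d3 and d5, 74 of the 16471 genes changed in the lean callus, 73 higher and 1 lower on d5, and 2430 genes had an unadjusted p under 0.05. DESeq2 in place of edgeR counted 596 genes, and leaving out each mouse in turn gave 9 to 129. Across genes, deviations from the mean of the day correlated at 0.17 between mice with the same replicate number. The value for other mice follows from this, since deviations of 3 mice sum to 0, and it is not given. With the replicate number added to the fit, 199 genes changed. This number labels different mice, and no pairing of mice by it is described. Of the 41 chondrocyte and cartilage genes, 38 had a higher mean on d5, with a median log2 fold change of 1.68. Their mean log2 CPM was 5.53 ± 0.87 (SD, n = 3 mice) on d5 and 3.80 ± 0.26 (SD, n = 3) on d3, without overlap between the days (two-sided exact permutation test, p = 0.1). Past the threshold were Col9a2 (ENSMUSG00000028626, chromosome 4 from 121039385 to 121055322) with 254 ± 225 CPM (SD, n = 3) on d5 against 10.5 ± 1.10 on d3, a log2 fold change of 4.60 (standard error 0.85, edgeR adjusted p = 0.0411), and Cnmd (ENSMUSG00000022025, chromosome 14 from 79637690 to 79662170), with a log2 fold change of 4.96 (standard error 0.95, edgeR adjusted p = 0.0488). Col2a1 had a log2 fold change of 4.50 (edgeR adjusted p = 0.0596) and Acan one of 1.68 (edgeR adjusted p = 0.309), each without overlap between the days. The largest increases past the threshold with at least 1 CPM were those of the myosin gene Myh8 (5.96 on the log2 scale), which shares 2.26% of its transcript with Myhas, of Chga (5.29) and of 6330403K07Rik (4.99). The 1 gene that was lower on d5 was Card14, which fell by 2.89 on the log2 scale (edgeR adjusted p = 0.0397) and shares 22.7% of its transcript with Sgsh on the opposite strand. Of the 49 leukocyte genes, 46 had a lower mean on d5, with a median log2 fold change of -0.38, and 0 passed the threshold. The means of this list in each mouse overlapped, with 6.57 ± 0.28 (SD, n = 3) log2 CPM on d5 and 6.96 ± 0.30 (SD, n = 3) on d3 (two-sided exact permutation test, p = 0.3). A Reactome pathway in place of the hand-written leukocyte list gave the median that lay farthest away, -0.053. Each Reactome alternative given here is a pathway matched to a list, whose genes need not be markers of the same cells.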

Progression of the healing response to d5 was accompanied by an increase in the expression of genes associated with cartilage and connective tissue development (**Figures S3A, B**; **Tables S1**, **S2**), but the overall pattern of expression of immune-response-associated genes was comparable to that of d3 (**Figures S3A, B**; **Tables S1**, **S2**). 

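Between d5 and d7, 0 genes changed in the lean callus at an adjusted p under 0.05, and 926 had an unadjusted p under 0.05. Of 39 ossification and mineralization genes, 38 had a higher mean on d7, with a median log2 fold change of 0.52, and of 41 chondrocyte and cartilage genes 33, with a median of 0.58. Means of the lists in each mouse overlapped between the days, with differences of 0.65 and 0.76 log2 CPM (two-sided exact permutation tests, p = 0.3 for each). The Reactome pathways in place of the ossification and chondrocyte lists gave negative medians of -0.10 and -0.046. Deviations of mice with the same replicate number correlated at 0.29. With the replicate number in the fit 0 genes changed, and the medians of the lists were 0.59 and 0.62. Spp1 rose by 1.01 on the log2 scale (standard error 0.25, edgeR adjusted p = 0.637), Bmp3 by 1.01 (standard error 0.26, edgeR adjusted p = 0.637) and Mmp13 by 1.19 (standard error 0.35, edgeR adjusted p = 0.637). Against d3, 275 genes changed on d7, 217 higher and 58 lower. These included 18 of the 41 chondrocyte and cartilage genes, of which 17 were higher, and 2 of the 39 ossification genes, both higher. The lists' median log2 fold changes were 1.99 and 0.78, and their means in each mouse rose by 2.49 and 0.90 log2 CPM without overlap (two-sided exact permutation tests, p = 0.1 for each). The largest increase past the threshold was that of Col10a1 (ENSMUSG00000039462, chromosome 10 from 34389981 to 34397085, overlapped by Nt5dc1 on the opposite strand). It went from 7.98 ± 11.5 CPM (SD, n = 3) on d3 to 1330 ± 951 (SD, n = 3) on d7, a log2 fold change of 7.40 (standard error 1.45, edgeR adjusted p = 0.0262). Col2a1 rose by 5.29 on the log2 scale (standard error 0.96, edgeR adjusted p = 0.019), and Phex, within which 2 small genes lie on the same strand, by 2.08 (standard error 0.47, edgeR adjusted p = 0.0484). Bglap, which shares 99.8% of its transcript with Bglap2, rose by 3.15 (standard error 0.70, edgeR adjusted p = 0.0471). Foxa3 and Ppp1r1b, which 1700003D09Rik overlaps on the opposite strand, rose by 7.23 and 7.18 on the log2 scale, while Arg1 fell by 4.81, Il11 by 3.69 and Serpina3m, which overlaps Serpina3k on the same strand, by 4.15. From d7 to d10, 450 genes changed, 179 higher and 271 lower on d10. Ossification genes rose further, with a median log2 fold change of 0.56 and 33 of 39 higher, and their mean log2 CPM of 8.72 ± 0.14 (SD, n = 3) on d10 did not overlap that of 8.12 ± 0.052 (SD, n = 3) on d7 (two-sided exact permutation test, p = 0.1). The chondrocyte and cartilage genes had a median of 1.03, with 35 of 41 higher, while their means in each mouse overlapped (7.39 ± 0.87 log2 CPM on d10 and 6.29 ± 0.70 on d7, SD, n = 3, two-sided exact permutation test, p = 0.3). Chad, overlapped by Acsf2 on the opposite strand, rose by 2.65 (standard error 0.60, edgeR adjusted p = 0.0437), Fam20c by 2.10 (standard error 0.40, edgeR adjusted p = 0.0296), and Spp1, which shares 12.0% of its transcript with another annotated gene, by 1.43 (standard error 0.25, edgeR adjusted p = 0.0225). The largest increases past the threshold were those of Epyc (3.59 on the log2 scale), Gdf5 (2.92) and Kirrel3 (2.77). Epyc shares 41.0% of its transcript with Gm10754 and Gdf5 40.5% with Gm15557, both on the opposite strand, and 2 small genes lie within Kirrel3 on the same strand. Same-numbered mice of d7 and d10 correlated at 0.14 in their deviations. With the replicate number in the fit 1479 genes changed, with medians of 0.58 for ossification and 1.33 for chondrocyte genes.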

As healing proceeded beyond this initial inflammatory phase to the cartilaginous callus repair phase (days 7 to 14), there was a marked increase in the expression of genes involved in chondrocyte differentiation, cartilage and bone development, and ossification (**Figures S4-S6**; **Tables S3**-**S5**). 

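A test of any difference between the 4 lean days found 3132 genes at an adjusted p under 0.05, and k-means clustering of their standardized log2 CPM gave a cluster of 1595 genes that rose towards d10 and one of 1537 genes that fell. Mean standardized expression in the rising cluster was -0.935 on d3, -0.275 on d5, 0.0464 on d7 and 1.16 on d10. Of the clustered genes, 26 of 27 chondrocyte and cartilage genes, 22 of 22 ossification and mineralization genes and 20 of 20 osteoclast and resorption genes were in the rising cluster. Two-sided Fisher's exact tests, adjusted over the 16 lists, gave p = 1.1e-06, p = 1.1e-06 and p = 3.8e-06 for them, with genes as the units, which are not independent replicates. The falling cluster held 30 of 30 leukocyte genes, 26 of 27 monocyte and macrophage genes, 24 of 24 interferon response genes and 36 of 36 cell cycle genes. Clustering the 2000 most variable genes instead moved the split most, to 534 rising and 1466 falling genes, with 27 of 28 chondrocyte and cartilage genes and 16 of 16 ossification genes rising.

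**Figure D1:**
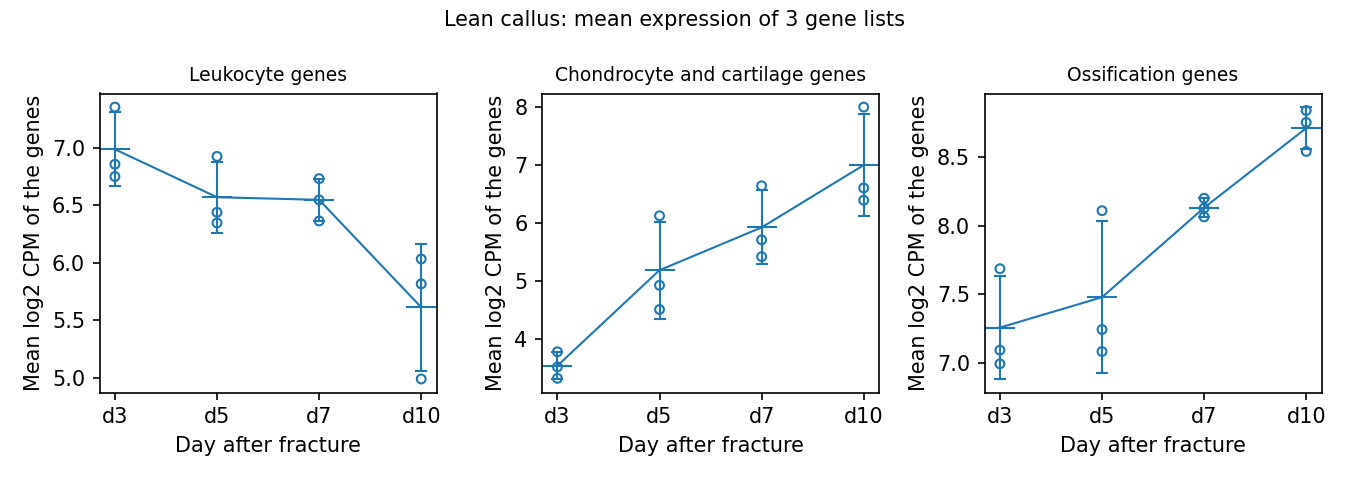
Mean log2 CPM of the leukocyte, chondrocyte and cartilage, and ossification lists in each lean mouse (circles) by day after fracture, with the mean of 3 mice (horizontal bars) and SD (error bars). Leukocyte genes are lowest on d10, and ossification genes are highest on d10, without overlap with d7; chondrocyte and cartilage genes on d10 overlap those on d7.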

Consistently, k-Means clustering indicated clustering of genes involved in cartilage and bone development into a group that shows the peak expression between days 7 and 14 (**Figures 1E** “cluster B”, **G**; **Table S6**). These data are consistent with our histological analysis and IF staining (**Figures 1A-D**, **S1A-D**) as well as published data (3, 26). Progression into this cartilaginous callus phase was also accompanied by a marked decrease in the expression of genes associated with immune and inflammatory response, leukocyte migration and activation, and cytokine production (**Figures 1E** “cluster A”, **F**; **S4-S6**; **Tables S3**-**S6**), indicating that the early immune response was partially resolved. 

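Immune genes were lower in the lean callus on d10 than on d7. Of the 49 leukocyte genes, 46 had a lower mean on d10, 5 of them past the threshold, with a median log2 fold change of -0.79. The mean log2 CPM of the list was 5.62 ± 0.55 (SD, n = 3 mice) on d10 and 6.54 ± 0.16 (SD, n = 3) on d7, without overlap (two-sided exact permutation test, p = 0.1). Adding the replicate number to the fit gave a median of -0.83. Neutrophil and inflammatory genes fell by a median of 1.66 on the log2 scale, monocyte and macrophage genes by 1.02, interferon response genes by 0.97, and dendritic cell and MHC class II genes by 0.83, each without overlap between the days (two-sided exact permutation tests, p = 0.1 for each list). T and NK cell genes had a median of -0.46 and B cell genes one of -0.25, with overlap between the days (two-sided exact permutation tests, p = 0.7 and p = 0.8). The Reactome pathway in place of the B cell list had a median of 0.020. Among the leukocyte genes, Inpp5d (ENSMUSG00000026288, chromosome 1 from 87620312 to 87720507) went from 83.9 ± 2.57 CPM (SD, n = 3) on d7 to 52.4 ± 4.65 (SD, n = 3) on d10 (log2 fold change -0.68, standard error 0.13, edgeR adjusted p = 0.0286) and Fgr (ENSMUSG00000028874, chromosome 4 from 132974095 to 133001910) from 68.7 ± 3.18 to 20.9 ± 10.8 (log2 fold change -1.72, standard error 0.33, edgeR adjusted p = 0.0296). Itgam, 73.8% of whose transcript is shared with another annotated gene, had a log2 fold change of -1.81 (edgeR adjusted p = 0.0419). Il1rn fell by 1.54 on the log2 scale (edgeR adjusted p = 0.00738), Oas2 by 2.10 (edgeR adjusted p = 0.00738) and Slfn4, which shares 29.6% of its transcript with Slfn3, by 2.85 (edgeR adjusted p = 0.0207). The largest decreases over all genes past the threshold with at least 1 CPM were those of Chga (4.80), Acod1 (3.38) and Mrgpra2b (3.22), which shares 97.7% of its transcript with Mrgpra2a. Ptprc (ENSMUSG00000026395, chromosome 1 from 138062861 to 138175708), which encodes the leukocyte antigen CD45 and overlaps A130071D04Rik on the same strand, had 179 ± 67.1 CPM (SD, n = 3) on d3, 143 ± 27.8 on d5, 140 ± 24.0 on d7 and 46.8 ± 25.0 on d10. Its fall from d7 to d10 was 1.56 on the log2 scale (standard error 0.39, edgeR adjusted p = 0.054), without overlap between the days. The mean on d10 was 26.1% of that on d3 (two-sided exact permutation test, p = 0.1). The mean of the erythroid list was also lower on d10, with 3.89 ± 2.2 log2 CPM against 6.27 ± 0.6 on d7 (SD, n = 3), with overlap. A smaller amount of blood or marrow in the d10 samples was not tested as an explanation of the lower immune genes. From the decrease of immune genes in the cartilaginous callus, the paper concludes that the early immune response was partially resolved.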

Importantly, as we recently reported (26), the expression of genes associated with immune cells and immune response peaked again on d21 (**Figures 1E** “cluster A”, **F**; **S7A, B**; **Tables S6**, **S7**), which was further confirmed by analyzing the expression of the general immune-cell marker Cd45 (**Figure S7C**). This biphasic pattern of immune cell infiltration in the callus is interesting; while the early infiltration wave during the initial inflammatory phase is well established, the observed late infiltration phase is uninvestigated. From these data, it remains unclear whether the observed late increase in immune activity was due to re-establishment of BM elements in the d21 callus (**Figures 1D**; **S1D**), or due to active recruitment of immune cells to the healing callus.

### The repertoire of myeloid cells in the fracture callus, unfractured bone, and bone marrow

Our RNA-seq data indicated that immune infiltration peaked twice in the healing callus: during the initial inflammatory phase and on d21 post-fracture (**Figures 1E, F**; **S3-7**; **Tables S1**-**S7**). However, the principal pathways identified by the RNA-seq data revealed only a high-level view of changes in the immune and inflammatory responses during the healing process. To investigate the detailed cellular composition of the immune cells within the callus at each peak of immune activation, we analyzed the callus during the initial inflammatory phase and on d21 post-fracture using multiparameter flow cytometry (FC). We chose to analyze day 5 during the initial inflammatory phase because we could isolate 5-10 times more total cells, and thus many more CD45^+^ immune cells, from the d5 callus than the d3 callus. Furthermore, the expression of genes associated with general immune and inflammatory response was comparable on days 3 and 5 (**Figures S3A, B**; **Tables S1**, **S2**). 

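By type of immune cell, the direction of the difference between d5 and d3 varied in the lean callus. Of 50 neutrophil and inflammatory genes, 46 had a lower mean on d5, with a median log2 fold change of -0.67, and the list's mean log2 CPM of 4.82 ± 0.51 (SD, n = 3 mice) on d5 lay below that of 5.60 ± 0.32 (SD, n = 3) on d3 without overlap (two-sided exact permutation test, p = 0.1). Monocyte and macrophage genes had a median of 0.14, with 28 of 40 higher on d5, and their means differed by 0.0029 log2 CPM (two-sided exact permutation test, p = 1). T and NK cell genes had a median of 0.42, with 30 of 36 higher on d5, and B cell genes one of -0.16, with 19 of 29 lower, both with overlap (two-sided exact permutation tests, p = 0.3 and p = 0.6). Interferon response genes had a median of 0.47, with 34 of 38 higher on d5, and the list's mean of 4.80 ± 0.15 log2 CPM (SD, n = 3) on d5 lay above that of 4.24 ± 0.38 (SD, n = 3) on d3 without overlap (two-sided exact permutation test, p = 0.1). Dendritic cell and MHC class II genes had a median of 0.17, with 18 of 28 higher, and their means overlapped (two-sided exact permutation test, p = 0.3). The Reactome pathway in place of the T and NK cell list had a median of -0.025. With the replicate number in the fit, the medians were -0.76 for neutrophil, 0.14 for monocyte, 0.50 for T and NK cell and -0.096 for B cell genes, and -0.39 for leukocyte genes. None of the 49 leukocyte, 50 neutrophil, 40 monocyte, 36 T and NK cell and 29 B cell genes passed the threshold. Of the leukocyte genes, Vav1 (ENSMUSG00000034116, chromosome 17 from 57279100 to 57328031) had the smallest edgeR adjusted p, 0.223, with 71.0 ± 11.7 CPM (SD, n = 3) on d5 and 109 ± 18.1 on d3.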

We also compared the cells present in the callus at these time points to those in the contralateral unfractured bone (thoroughly washed out to remove BM) or in the BM isolated from the contralateral unfractured bone. In this way we were able to identify changes that were specific to the callus, and to assess whether the immune-cell infiltration we observed on d21 (**Figures 1E, F**; **S7**, **Tables S1**, **S6**, **S7**) was due to re-establishment of the normal BM microenvironment, or to active recruitment of specific immune cells to the callus. Lastly, although the d5 callus consists of an inflammatory hematoma and does not contain bone marrow, we surmised that a comparison of the cellular composition of the d5 callus to that of bone and BM would provide a strong indication of cell types that may play a requisite role in efficient initiation of fracture healing during the initial inflammatory phase.

The overall cellularity of callus vs. bone vs. bone marrow differs widely with the tissue being examined, with the BM being the tissue with the highest cellularity among the three. Therefore, a direct comparison of the cell numbers within individual populations among different tissues is not informative. Rather, we portrayed our results as % of single cells to allow comparison between tissues and to ascertain the proportion and relative enrichment of any individual cell type and, thus, the contribution of individual cell populations to each tissue.

Initially we examined the proportion of myeloid cells within d5 or d21 callus vs. bone and BM using FC. The staining panel used in the analysis is shown in **Table S8**. Myeloid cells, such as neutrophils, monocytes and macrophages, are a large constituent of the BM and play well-described roles in fracture healing (2, 5, 27–33). FC analysis distinguishing polymorphonuclear granulocytes (PMNs) from monocytes within an F4/80^-^ population is shown in **Figure 2A**, but PMNs could not be distinguished from myeloid cell precursors using this staining panel. PMNs, potentially including neutrophils, eosinophils and basophils, were the largest single population within bone, BM and the calli on d5 and d21. Unfractured bone contained a slightly higher proportion of PMNs than BM, and this proportion was further increased in the d5 callus (**Figure 2B**). However, by d21 there was a marked reduction in the proportion of PMNs to levels significantly below those found in BM (**Figure 2B**). There was no significant increase in the proportion of bulk monocytes in the callus (either d5 or d21) vs. BM, and an unexpected reduction in both the calli of d5 and d21 compared to the unfractured bone (**Figure S8A**).

**Figure 2:**
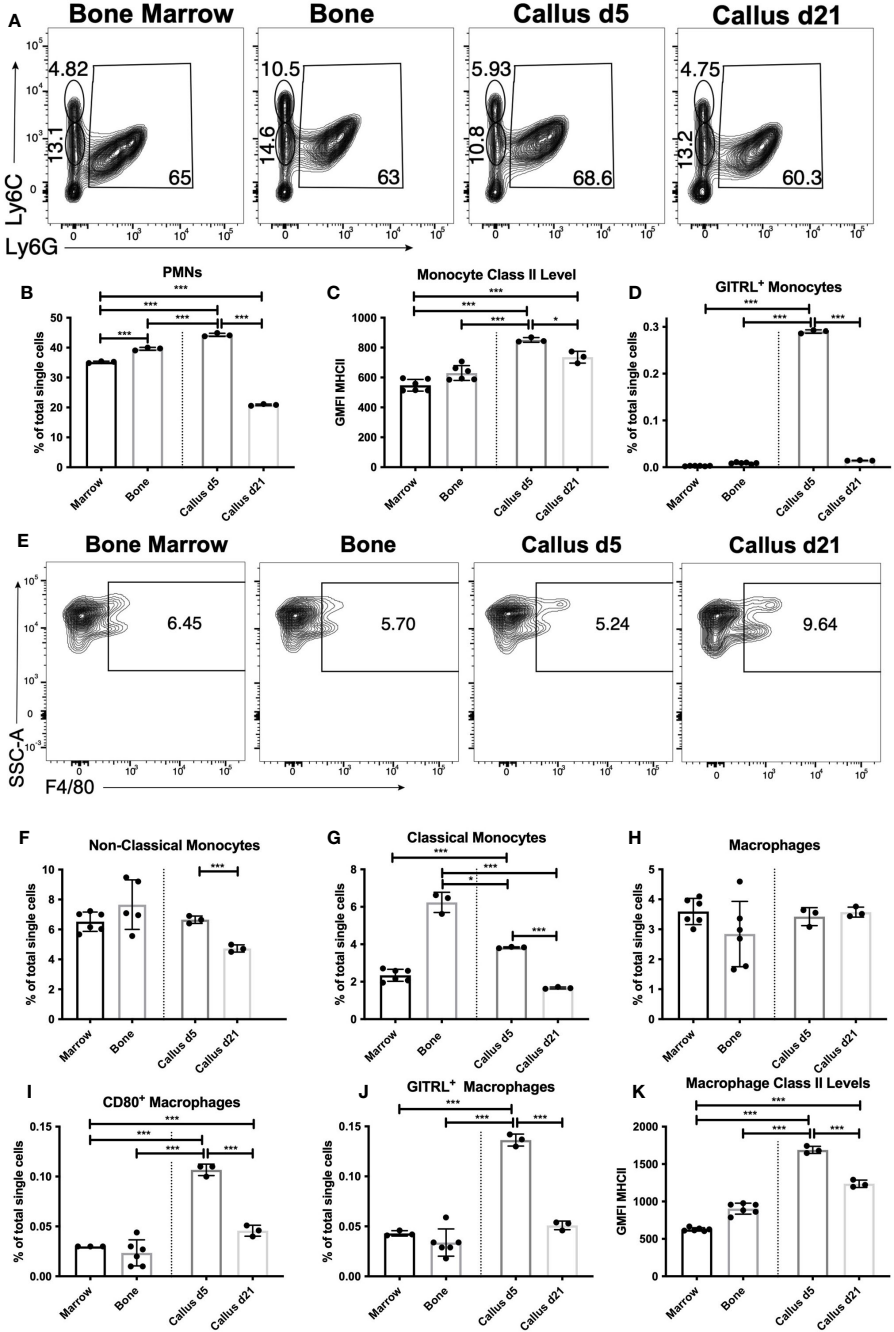
Recruitment and activation of innate immune populations during the early inflammatory phase of healing. Single cell populations liberated from marrow, bone or callus on day 5 (d5) or d21 post-fracture were analyzed by FC using the gating strategies outlined in **Table S8** and shown in **(A)** (PMNs, classical and non-classical monocytes) and **(E)** (macrophages). Quantification of **(B)** PMNs and PMN precursors, **(F)** non-classical monocytes, **(G)** classical monocytes, and **(H)** macrophages as a proportion of total single cells in each population. Activation of myeloid cell populations was assessed by measuring cell surface levels of MHC Class II **(C, K)** or the proportion of singlets expressing the costimulatory molecules GITRL **(D, J)** or CD80 **(I)**. N = 3 for callus tissues (5 calli were pooled in each replicate); N = 3 – 6 for bone and BM. The bar graphs present average ± SEM. (*) *P* < 0.05, and (***) *P* < 0.001 using one-way analysis of variance (ANOVA) followed by Tukey’s *post hoc* test.

We also analyzed the activation of monocytes by measuring the cell surface expression of costimulatory molecules, including CD86, GITRL, and cell surface major histocompatibility complex (MHC) Class II. CD86 levels in bulk monocytes were higher in bone than in BM, with levels in the callus of d5 sitting in between the two, and levels in the callus of d21 comparable to those in BM (**Figure S8B**). The number of MHC Class II-expressing monocytes were similar in all tissues (**Figure S8C**), but the cell surface levels of MHC II were higher in the monocytes of d5 callus than in either bone or BM (**Figure 2C**), indicating activation of some monocytes in the d5 callus. This was further confirmed by a marked upregulation in the expression of GITRL in a small proportion of monocytes in the d5 callus (**Figure 2D**). Monocytes can be phenotypically and functionally separated into classical (Ly6C^Hi^) and non-classical (Ly6C^Lo^) ( (34) and **Figure 2A**). The proportion of Ly6C^Lo^ non-classical monocytes was comparable in BM, unfractured bone, and d5 callus, and significantly reduced in d21 callus (**Figure 2F**). On the other hand, there was marked enrichment of the classical monocytes in both unfractured bone and d5 callus relative to BM or d21 callus (**Figure 2G**).

Macrophages are typically produced from two sources: yolk sac or liver progenitors during embryonic development, or following differentiation from monocytes. The F4/80^+^ macrophages in the calli of d5 or d21 were present at proportions indistinguishable from those found in unfractured bone or BM (**Figures 2E, H**). When we examined the proportion of activated callus macrophages, using MHC Class II and costimulatory molecules as a measure of activation, we found that the proportion of MHC Class II^+^ macrophages in the d5 and d21 callus was substantially below that found in BM, and similar to that found in bone (**Figure S9A**). However, the proportion of macrophages expressing the costimulatory molecules CD80 (**Figure 2I**), GITRL (**Figure 2J**), CD40 (**Figure S9B**) and CD86 (**Figure S9C**), as well as the expression levels of MHC Class II (**Figure 2K**), were all higher in macrophages that populated the d5 callus as compared to those that populated unfractured bone and BM, indicating that macrophages become activated during the inflammatory phase of fracture healing. Expression of MHC Class II and all the costimulatory molecules were significantly reduced on d21 vs d5, but the proportion of CD80^+^ (**Figure 2I**) and CD40^+^ (**Figure S9B**) macrophages, as well as levels of MHC Class II (**Figure 2K**), remained higher on d21 relative to BM.

### Specific dendritic cell subpopulations are enriched and activated in the healing callus during the early inflammatory phase

We expanded our analysis to dendritic cells (DC), which are the most closely related populations to the monocyte/macrophage axis. DC act as a crucial linkage between the innate and adaptive immune response (35). DC sense tissue damage, become activated, and either present antigen to T lymphocytes (which subsequently aid in B lymphocyte responses) or mediate DC-specific effector functions (35). As DC are a heterogenous cell population, we analyzed bulk DC as well as subpopulations (defined in **Table S8**). We found that bulk DC constitute ~1% of the BM single cell population (**Figures 3A, B**) a proportion consistent with DC in secondary lymphoid organs such as spleen or lymph node (36). Interestingly, bulk (i.e. CD11c^+^) DC were enriched in bone vs. BM, and further enriched in the d5 callus (~2.5-fold higher in the d5 callus than in the BM) (**Figures 3A, B**). However, by d21 the proportion of DC in the callus fell significantly relative to d5 (**Figure 3B**).

**Figure 3:**
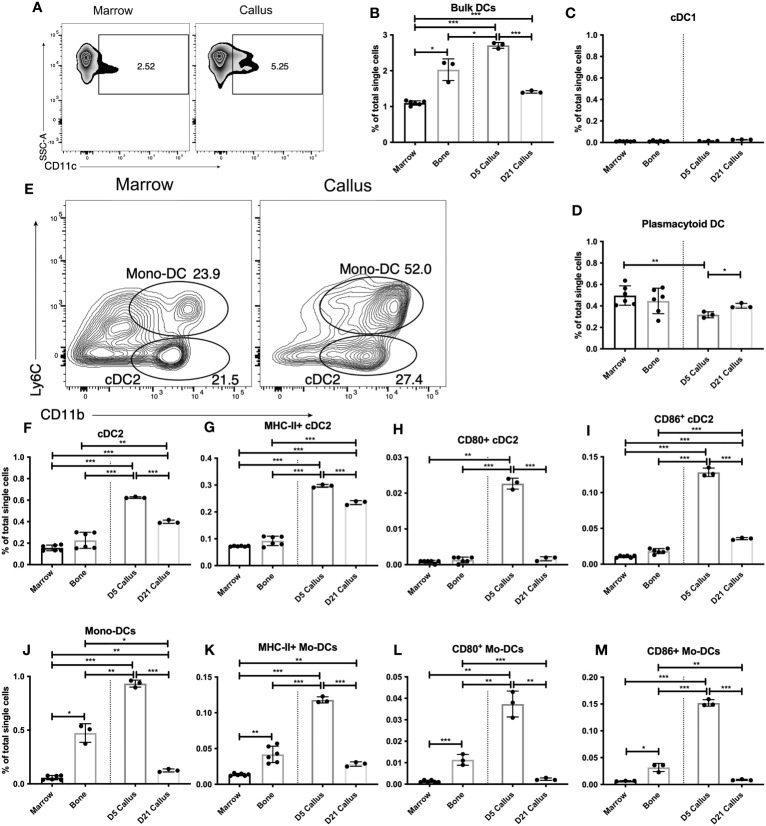
Distinct dendritic-cell subsets are enriched and activated in the early healing callus. Single cell populations liberated from marrow, bone or callus on day 5 (d5) or d21 post-fracture were analyzed by FC using the gating strategies outlined in **Table S8** and shown in **(A, E)** Quantification of **(B)** bulk DCs, **(C)** cDC1, **(D)** pDC, **(F)** cDC2, and **(J)** Mono-DCs as a proportion of total single cells in each population. Activation of DC populations was assessed by the proportion of singlets expressing MHC Class II **(G, K)** or the costimulatory molecules CD80 **(H, L)** or CD86 **(I, M)**. N = 3 for callus tissues (5 calli were pooled in each replicate); N = 3 – 6 for bone and BM. The bar graphs present average ± SEM. (*) *P* < 0.05, (**) *P* < 0.01, and (***) *P* < 0.001 using one-way ANOVA followed by Tukey’s *post hoc* test.

We then analyzed conventional and effector DC subpopulations. Within the conventional DC (cDC) population, cDC1 are primarily resident within secondary lymphoid organs and are important in initiating CD8^+^ T cell responses (37). As expected, we found few cDC1 in BM, bone or the callus (**Figure 3C**). Plasmacytoid DC (pDC) are effector DC that are primed to rapidly produce Type I interferons (38), which can play an important role in bone biology (39). We observed no enrichment of pDC in the fracture callus vs BM or bone (**Figure 3D**). An analysis of the proportion of pDC that express MHC Class II revealed no discernable increase in the d5 or d21 callus over unfractured bone, but showed a mild, yet statistically significant, increase in d21 callus over BM and d5 callus (**Figure S10A**). We also observed a mild yet significant increase in the levels of MHC Class II on the surface of pDC in the calli of d5 and d21 relative to either BM or unfractured bone (**Figure S10B**). In contrast, the proportion of PDCs expressing the costimulatory molecules (**Figure S10C** for CD40; data not shown for other costimulatory molecules) was comparable in unfractured bone, d5 callus, and d21 callus, and was substantially higher in the 3 tissues than in BM. Therefore, given the inconsistent expression patterns of the markers of DC activation, there is no evidence of enrichment or activation of pDC during fracture healing vs normal homeostatic conditions.

To explore the DC subpopulations that are responsible for the increased bulk DC infiltration we observed on d5, we examined the cDC2 (**Figures 3E, F**) and the monocyte-derived DC (Mo-DC) (**Figures 3E, J**) subpopulations. cDC2 migrate between peripheral tissues and secondary lymphoid organs and are important players in the initiation of CD4^+^ T cell responses (40, 41). There was a marked enrichment of cDC2 in the d5 callus (**Figure 3F**). The proportion of cDC2 was reduced in the d21 callus but remained substantially higher than that in the BM or bone (**Figure 3F**). On d5 and d21, a higher proportion of cDC2 in the callus than in the BM or bone expressed MHC Class II (**Figure 3G**) at elevated levels (**Figure S11A**). The proportion of CD80^+^ (**Figure 3H**), CD86^+^ (**Figure 3I**), CD40^+^ (**Figure S11B**), and GITRL^+^ (**Figure S11C**) cDC2 was substantially higher in the callus of d5 than in BM or unfractured bone. Meanwhile, the proportion of cDC2 that expressed most of these costimulatory molecules decreased on d21 to the background levels detected in BM and bone (**Figures 3H, I**, **S11B, C**), indicating recruitment and activation of cDC2 during the initial inflammatory phase of healing, which then reduced to background levels during the later phases.

Mo-DC (**Figures 3E, J**) are effector DC that differentiate from inflammatory monocytes. They produce TNFα and reactive nitrogen species (42) and can also alter functional differentiation of T lymphocytes locally (43, 44). The proportion of Mo-DC in the d5 callus was markedly higher than that in bone, which in turn was substantially higher than that in the BM (**Figure 3J**). Indeed, the increased proportion of cDC2 and Mo-DC cumulatively accounted for almost all the increase in the bulk DC population that we detected in d5 callus (**Figure 3B**). There was also a marked increase in the proportion of MHC Class II^+^ (**Figure 3K**), CD80^+^ (**Figure 3L**), CD86^+^ (**Figure 3M**), CD40^+^ (**Figure S12A**), and GITRL^+^ (**Figure S12B**) Mo-DC, as well as the levels of MHC Class II (**Figure S12C**), in the d5, but not in the d21, callus relative to bone or BM. Interestingly, the proportion of Mo-DC expressing MHC Class II and all the aforementioned co-stimulatory molecules was substantially higher in unfractured bone than in the BM (**Figures 3K-M**, **S12A, B**). Therefore, similar to cDC2, Mo-DC are recruited and activated during the early phases of healing. It is noteworthy that the proportion of MHC Class II^+^ Mo-DC in the d5 callus was ~40% of that in the cDC2 population (**Figures 3G, K**), but the number of Mo-DC was larger than that of cDC2 population (**Figures 3F, J**). Taken together, our results demonstrate that innate immune cells, primarily monocytes, macrophages, and DC, are activated during the inflammatory phase of fracture healing and return to close to near-homeostatic numbers and activation status during the later phases. To corroborate these results, we used RT-qPCR to measure the expression level of (C-X-C motif) ligand 16 (Cxcl16), a chemokine secreted at high levels by activated macrophages and DC. Cxcl16 expression on days 10 and 21 was 3-4-fold less than its expression on days 3 and 5 (**Figure S12D**), confirming that recruitment and activation of innate immune cells occur mainly during the early repair phases.

### The lymphoid response in the fracture callus, unfractured bone, and bone marrow

Because myeloid and DC responses shape the subsequent lymphoid response, in which Natural Killer (NK) cells (45–48), T cells (14–16, 49) and B cells (16, 17) are known to impact fracture healing, we investigated the proportion of lymphoid cells in the fracture callus (phenotypes are outlined in **Table S8** and shown in **Figures 4A, D, G**). We started with the analysis of d5 callus and found no significance difference in the proportion of NK cells there vs. in either bone or BM (**Figures 4A, B**), which indicates re-establishment of the normal proportion of NK cells found in bone/BM in the healing hematoma. The proportion of NK T cells, a heterogenous population of cells that share a number of properties of both T cells and NK cells, in the callus was comparable to that in bone and significantly less than the proportion in BM (**Figure S13A**). On the other hand, the proportion of bulk T cells was slightly, but significantly, higher in the d5 callus than in the BM (**Figures 4A, C**). The T cell population is generally composed of CD4^+^ and CD8^+^ T cells, but bone marrow is enriched in a CD4^-^ CD8^-^ T cell subpopulation (50, 51). Analysis of these T-cell subpopulations indicated comparable proportions of CD4^+^ and CD8^+^ T cells in the d5 callus vs bone or BM (**Figures 4D-F**). The only T-cell subpopulation whose proportion was higher in the callus than in the BM or bone was the CD4^-^ CD8^-^ T cells (**Figure S13B**), which might account for the small increase in the bulk T cells observed in the d5 callus relative to the BM (**Figure 4C**). Analysis of B cells indicated comparable proportions of bulk B cells in d5 callus, bone, and BM (**Figures 4G, H**). We also analyzed the B-cell subpopulation B1b B cells, a subset of innate lymphoid cells that displays a wider specificity and responds earlier after insult than conventional B cells. We observed a small, yet significant, increase in the proportion of this subpopulation in the d5 callus vs. bone and bone marrow (**Figure 4I**). Collectively, these results indicate that the normal proportions of lymphocytes that exist in unfractured bone/BM are re-established in the healing hematoma of d5.

**Figure 4:**
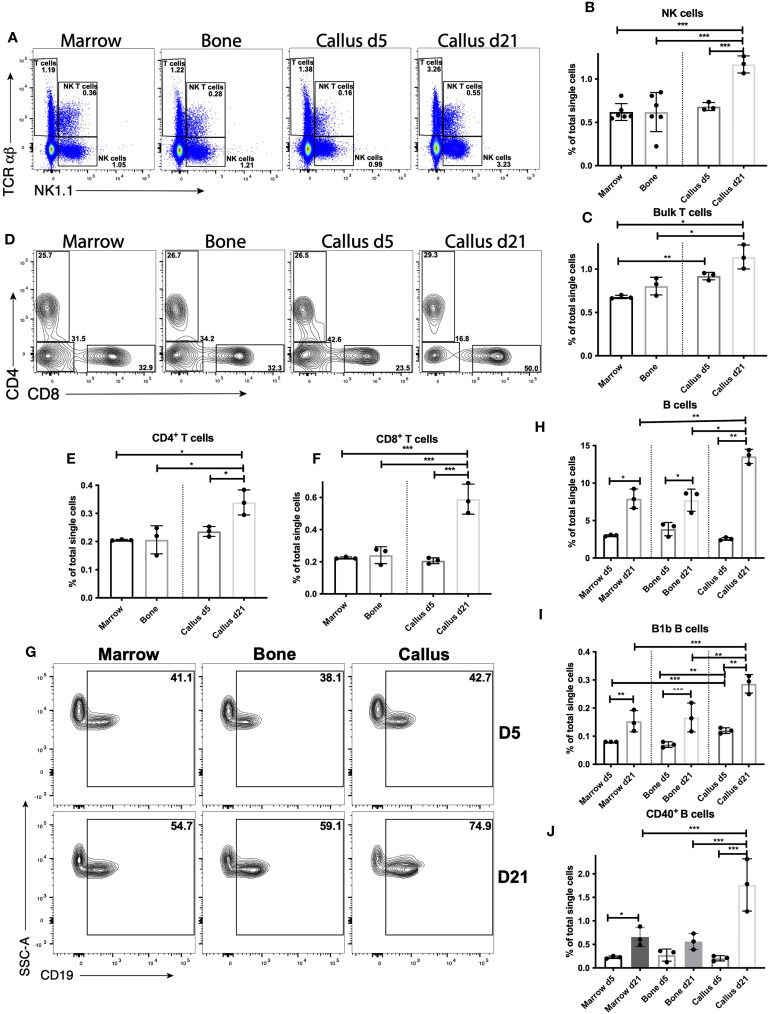
Lymphocyte response peaks during the late repair phase of fracture healing. Single cell populations liberated from marrow, bone or callus on day 5 (d5) or d21 post-fracture were analyzed by FC using the gating strategies outlined in **Table S8** and shown in **(A)** (NK cells, NK T cells and T cells), **(D)** (CD4^+^ and CD8^+^ T cells) and **(G)** (B cells). Quantification of **(B)** NK cells, **(C)** bulk T cells, **(E)** CD4^+^ T cells, **(F)** CD8^+^ T cells, **(H)** B cells, and **(I)** B1b B cells as a proportion of total single cells in each population. Activation of B cells was assessed by measuring the proportion of singlets expressing the costimulatory molecule CD40 **(J)**. N = 3 for callus tissues (5 calli were pooled in each replicate); N = 3 – 6 for bone and BM. The bar graphs present average ± SEM. (*) *P* < 0.05, (**) *P* < 0.01, and (***) *P* < 0.001 using one-way ANOVA followed by Tukey’s *post hoc* test.

In contrast to the myeloid and DC response, which was increased on d5 and reduced on d21, the proportions of NK (**Figures 4A, B**) and bulk T cells (**Figures 4A, C**) increased on d21 relative to d5, and the proportions of both populations were substantially higher in d21 callus than in BM or bone (**Figures 4A-C**). Unlike on d5, the increase observed in the proportion of bulk T cells on d21 could be accounted for by an increase in CD4^+^ (**Figure 4E**) and CD8^+^ (**Figure 4F**) T cells, whereas the proportion of CD4^-^ CD8^-^ T cells was reduced on d21 vs d5 (**Figure S13B**). Interestingly, the proportion of B cells was dramatically (~450%) increased in the d21 callus relative to the d5 callus, but also increased in the BM (~ 260%) and bone (~200%) harvested from d21 mice as compared to those harvested from d5 mice (**Figures 4G, H**). Notably, the proportion of B cells in d21 callus remains significantly higher than their proportions in bone or BM (**Figures 4G, H**). In addition, B1b B cells expanded with similar kinetics in all tissues analyzed (**Figure 4I**). Therefore, these data suggest that there is a systemic conventional B cell response triggered by bone fracture. We also examined activation of B cells, measured by upregulation of the costimulatory molecules CD40 and CD86. In doing so, we detected upregulation of CD40 expression in (~13%) of B cells in the d21 callus, which was ~150-fold higher than the proportion of CD40^+^ B cells in BM (~0.08%) or bone (~0.07%) (**Figure 4J**). A much smaller proportion of B cells upregulated CD86 (**Figure S13C**) and other costimulatory molecules (not shown). In summary, our data support a strong lymphoid response in the NK and T cell compartment in the d21 callus, with a much smaller response in any lymphoid compartment during the early inflammatory phase. Consistently, RT-qPCR analysis showed 4- to 9-fold increase in the expression of C-C motif chemokine ligand 5 (Ccl5) and interferon gamma (Ifng), both of which are highy produced by activated T cells, on d21 relative to days 3, 5, and 10 (**Figures S13D, E**). Notably, the expression of tumor necrosis factor (Tnf) also increased 2 to 6 fold on d21 relative to days 3, 5, and 10 (**Figure S13F**). Importantly, the lymphoid response observed on d21 cannot be attributed to re-establishment of BM elements at this timepoint, as the callus contained cells that were highly enriched compared to the BM. The B cell response on d21 becomes systemic but is greatly enhanced in the callus at this timepoint.

### Defective healing in DIO mice is accompanied by a dysregulated pattern of immune response

We reported previously that DIO mice exhibit defective fracture healing that is typified by accelerated/pre-mature resorption of the soft callus (3). Accelerated soft callus resorption can be observed by comparing representative images of lean callus (**Figures 1A-C**; **S1A-C**) and DIO callus (**Figures 5A-C**; **S14A-C**). DIO mice also show reduced bone formation (compare **Figures 1D**; **S1D** to **Figures 5D**; **S14D**) and aberrant structure of collagen fibers (3). 

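Callus RNA of DIO mice was sequenced on d3, d5, d7, d10, d14 and d21, with 3 mice on each day, and read counts per gene were deposited in the same form as for lean mice. Between 13247122 and 22743115 reads per DIO mouse were counted on genes, with medians of 15776712 on d3, 17336879 on d5, 15818002 on d7, 14880393 on d10, 17109203 on d14 and 17164634 on d21. The 6 libraries of lean and DIO mice of one day were normalized and fitted together, over 15772 genes on d3, 15722 on d5, 15753 on d7 and 15341 on d10. On simulated counts of 3 mice against 3 with 200 changed genes, this comparison found 173 of them and called 14 genes that did not change, and DESeq2 found 186 and called 49. Among the 30 pairs of replicates of one condition, counts differed by more than counting error in every pair, with chi-square values per degree of freedom between 12.8 and 148, so that no 2 replicates of a condition held the same library. The gene lists were those used for lean mice. The camera test put 11 to 13 of the 16 lists past an adjusted p of 0.05 in the comparisons of lean with DIO mice, and 4 to 16 when same-numbered lean and DIO mice were exchanged. The lists are therefore given by median log2 fold change and by their mean in each mouse.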

To gain a more comprehensive understanding of fracture healing in DIO mice, we performed RNA-seq using the healing calli of DIO mice at the same timepoints we used with the lean mice. We analyzed the overall pattern of gene expression over the time-course of healing in both lean and DIO groups by applying a generalized linear model fitted with a negative binomial distribution, followed by linear regression to model gene expression over the healing time-course (**Table S9**). 

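For each gene, a quadratic curve over d3, d5, d7 and d10 was fitted to the 24 libraries of lean and DIO mice, and the 3 terms for the difference between lean and DIO mice were tested together by edgeR's quasi-likelihood method over 17057 genes. The curves differed in 1386 genes (8.13%) at an adjusted p under 0.05, and in 4308 at an unadjusted p under 0.05. Linear regression on CPM, in 2 steps with an unadjusted p under 0.05 in the second, gave 3278 genes, and DESeq2 gave 2486. Leaving out 1 replicate number on every day in both diets moved the count most, with 0 to 756 genes in the 3 fits. On simulated counts with 200 changed genes, the test found 195 of those that differed on every day, 170 of those that differed on d3 and d5, and 0 of those that differed on d7 only.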

We identified 3909 genes that exhibited significantly different expression patterns over the course of healing in lean vs. DIO mice (**Table S9**). 

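Of the 49 leukocyte genes, 44 (89.8%) were among the genes with a difference between lean and DIO mice over d3 to d10, as were 34 of 38 interferon response genes, 19 of 36 T and NK cell genes, 13 of 30 B cell genes, 18 of 40 monocyte and macrophage genes and 12 of 27 dendritic cell and MHC class II genes. Two-sided Fisher's exact tests against all genes tested, adjusted over the 16 lists, gave p = 1.2e-41 for leukocyte, p = 2.5e-32 for interferon response and p = 1.5e-11 for T and NK cell genes, with genes as the units, which are not independent replicates. Of the 50 neutrophil and inflammatory genes, 4 (8.00%) were among them, a share like that of all genes (two-sided Fisher's exact test, adjusted p = 1). Lists of other tissues were also among them, with 30 of 43 chondrocyte and cartilage genes and 12 of 29 proteoglycan synthesis genes, against 3 of 39 ossification and mineralization genes. With 1 replicate number left out on every day in both diets, the share of leukocyte genes lay between 0 and 57.1% in the 3 fits.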

Gene ontology (GO) analysis demonstrated that these genes are primarily enriched in pathways involved in immune response and leukocyte activation (**Figure 5E**; **Table S10**). These data indicate that the pattern of immune response in DIO mice during the healing course deviates from the normal pattern in lean mice. 

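On d3, 0 of the 15772 genes differed between lean and DIO mice at an adjusted p under 0.05, and 2374 had an unadjusted p under 0.05. DESeq2 in place of edgeR moved this count most, to 753 genes, 136 higher and 617 lower in DIO mice. Of the 49 leukocyte genes, 48 had a lower mean in DIO mice, with a median log2 fold change of -0.74, and the list's mean log2 CPM was 6.30 ± 0.36 (SD, n = 3) in DIO and 7.06 ± 0.32 (SD, n = 3) in lean mice, without overlap (two-sided exact permutation test, p = 0.1). Median log2 fold changes were -0.98 for neutrophil and inflammatory, -1.31 for T and NK cell and -2.19 for B cell genes, each without overlap (two-sided exact permutation tests, p = 0.1 for each). They were -0.19 for monocyte and macrophage, -0.35 for dendritic cell and MHC class II and -0.65 for interferon response genes, with overlap (two-sided exact permutation tests, p = 0.4, p = 0.2 and p = 0.2). A list of 28 erythroid genes was also lower in DIO mice on d3, with a difference of -1.97 log2 CPM on average and without overlap. S100a9 (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721) had 1080 ± 223 CPM (SD, n = 3) in DIO and 6040 ± 2880 in lean mice, a log2 fold change of -2.49 (standard error 0.34, edgeR adjusted p = 0.0787). Lcn2 fell by 2.18 on the log2 scale (edgeR adjusted p = 0.0787), Retnlg by 2.87 (edgeR adjusted p = 0.0787) and Cd4 by 2.08 (edgeR adjusted p = 0.0787). Of the leukocyte genes, Rac2, 4.08% of whose transcript is shared with Thada, fell by 1.61 (edgeR adjusted p = 0.093), Arhgdib, overlapped by Pde6h on the opposite strand, by 1.32 (edgeR adjusted p = 0.0979), and Gmfg, which shares 12.9% of its transcript with Gmfg-ps, by 1.34 (edgeR adjusted p = 0.102). On d7, 366 of 15753 genes differed, 221 higher and 145 lower in DIO mice. Leukocyte genes had a median log2 fold change of -0.75, with 48 of 49 lower and 4 past the threshold. Their mean log2 CPM was 5.69 ± 0.54 (SD, n = 3) in DIO and 6.50 ± 0.17 (SD, n = 3) in lean mice (two-sided exact permutation test, p = 0.1). Cd48, which overlaps Gm37010 on the same strand, fell by 0.98 (standard error 0.18, edgeR adjusted p = 0.028), Btk, overlapped by Gm15154 on the opposite strand, by 1.05 (standard error 0.21, edgeR adjusted p = 0.0404), and Ptprc by 0.97 (standard error 0.20, edgeR adjusted p = 0.0418). Medians were -0.76 for monocyte and macrophage, -1.01 for dendritic cell and MHC class II, -1.13 for T and NK cell, -1.40 for B cell and -1.06 for interferon response genes, each without overlap (two-sided exact permutation tests, p = 0.1 for each). Neutrophil and inflammatory genes, at -0.10, overlapped (two-sided exact permutation test, p = 0.8). The largest decreases on d7 past the threshold with at least 1 CPM were those of Igll1 (log2 fold change -3.17), Nyap2 (-2.91) and the pseudogene BC064078 (-2.80). Over d3, d5 and d7 together, the mean of the leukocyte list in DIO mice differed from that in lean mice by -0.83 log2 CPM (two-sided exact permutation test within days, chosen after the values of each day were seen, p = 0.00025, the smallest that its 8000 splits allow). Leaving out each mouse in turn kept this difference between -0.91 and -0.74.

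**Figure D2:**
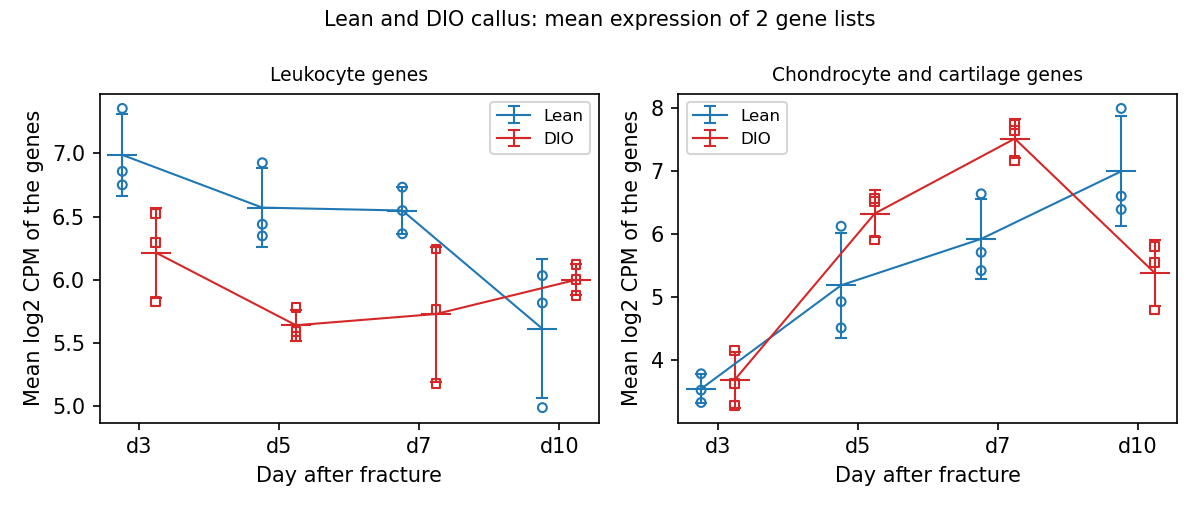
Mean log2 CPM of the leukocyte list and of the chondrocyte and cartilage list in each lean (blue circles) and DIO (red squares) mouse by day after fracture, with the mean of 3 mice (horizontal bars) and SD (error bars). Leukocyte genes are lower in DIO mice on d3, d5 and d7 without overlap; chondrocyte and cartilage genes are higher without overlap on d7 and lower without overlap on d10.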

Comparison of individual days indicated that DIO mice exhibited defective immune responses and reduced activation of several immune system components between days 3 and 7 post-fracture (**Figures S15-17**; **Tables S11**-**16**). 

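On d5, 170 of 15722 genes differed between lean and DIO mice, 21 higher and 149 lower in DIO mice. Of the 49 leukocyte genes, 48 had a lower mean in DIO mice and 15 passed the threshold, against 0 on d3 and 4 on d7. Interferon response genes past the threshold numbered 0 of 38 on d3, 24 on d5 and 13 on d7. The median log2 fold change on d5 was -0.96 for leukocyte genes, and the list's mean log2 CPM was 5.68 ± 0.12 (SD, n = 3) in DIO and 6.61 ± 0.31 (SD, n = 3) in lean mice, without overlap (two-sided exact permutation test, p = 0.1). Medians were -1.34 for interferon response, -0.74 for monocyte and macrophage, -1.11 for dendritic cell and MHC class II, -1.75 for T and NK cell and -1.90 for B cell genes, each without overlap (two-sided exact permutation tests, p = 0.1 for each), and -1.08 for neutrophil and inflammatory genes, with overlap (two-sided exact permutation test, p = 0.2). The Reactome pathway in place of the B cell list had a median of 0.0082. Cybb (ENSMUSG00000015340, chromosome X from 9435252 to 9487771) had 45.7 ± 7.06 CPM (SD, n = 3) in DIO and 150 ± 47.8 in lean mice, a log2 fold change of -1.72 (standard error 0.23, edgeR adjusted p = 0.0342). Fcer1g had one of -0.89 (standard error 0.12, edgeR adjusted p = 0.0378), Tnfaip8l2 one of -1.16 (standard error 0.17, edgeR adjusted p = 0.04), and Ptprc one of -0.96 (standard error 0.15, edgeR adjusted p = 0.0432). Cd4 fell by 1.52 (standard error 0.14, edgeR adjusted p = 0.0199), Ccl5 by 1.77 (standard error 0.25, edgeR adjusted p = 0.0384), and Igtp, which overlaps Irgm2 on the same strand, by 1.37 (standard error 0.12, edgeR adjusted p = 0.0199). The largest decreases past the threshold were those of Serpina3f (3.37 on the log2 scale), which shares 27.7% of its transcript with Serpina3i, of Ifi206 (2.91), which shares 20.0% with Gm18752, and of Cd226 (2.76). Same-numbered lean and DIO mice of d5 correlated at -0.25 in their deviations. With the replicate number in the fit, 0 genes differed, while the medians were -0.94 for leukocyte, -1.38 for interferon response and -1.67 for T and NK cell genes. The number pairs no mice by design, and its terms leave fewer degrees of freedom in a fit of 6 libraries. How much of the drop to 0 comes from this cannot be told. The difference between lean and DIO mice was itself compared between days over the 24 libraries of d3 to d10. From d3 to d5 it changed in 0 of 17057 genes, with 736 at an unadjusted p under 0.05, and by a median of -0.21 over leukocyte genes. From d5 to d7 it changed in 1 gene, Oscar, named after its values were seen, with 647 at an unadjusted p under 0.05, and by a median of 0.19 over leukocyte genes.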

Importantly, the most significant changes in the expression of genes involved in immune response and leucocyte activation between lean and DIO mice were observed on d5 (**Figure S16**, **Tables S13**, **14**). 

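On d5, 39 of 40 chondrocyte and cartilage genes had a higher mean in DIO mice, 1 of them past the threshold, with a median log2 fold change of 0.92. The list's mean log2 CPM of 6.94 ± 0.34 (SD, n = 3) in DIO mice overlapped that of 5.76 ± 0.87 (SD, n = 3) in lean mice (two-sided exact permutation test, p = 0.2). On d7, 41 of 43 were higher in DIO mice and 17 passed the threshold, with a median of 1.48, and the means of 7.48 ± 0.31 (SD, n = 3) in DIO and 5.88 ± 0.65 (SD, n = 3) in lean mice lay apart (two-sided exact permutation test, p = 0.1). The Reactome pathway in place of the chondrocyte list had a median of 0.12 on d7, the alternative farthest from this value. Over both days, the mean of the list was 1.37 log2 CPM higher in DIO mice (two-sided exact permutation test within days, p = 0.01, over 400 splits, also chosen after the values were seen), and between 1.21 and 1.61 with each mouse left out in turn. Of 29 proteoglycan synthesis genes, 24 were higher in DIO mice on d5 (median 0.27) and 23 on d7 (median 0.49). Their mean log2 CPM was 5.68 ± 0.062 in DIO and 5.29 ± 0.28 in lean mice (SD, n = 3) on d5, and 5.75 ± 0.022 and 5.22 ± 0.21 on d7, without overlap on either day (two-sided exact permutation tests, p = 0.1 for each). With the replicate number in the fit of d5, the medians were 1.09 for chondrocyte and 0.28 for proteoglycan genes. On d7, Ucma (ENSMUSG00000026668, chromosome 2 from 4976122 to 4985748) had 208 ± 48.2 CPM (SD, n = 3) in DIO and 9.29 ± 4.41 in lean mice, a log2 fold change of 4.48 (standard error 0.34, edgeR adjusted p = 0.0018). Scrg1 had one of 2.71 (standard error 0.28, edgeR adjusted p = 0.0047), and Epyc, overlapped by Gm10754 on the opposite strand over 41.0% of its transcript, one of 3.65 (standard error 0.50, edgeR adjusted p = 0.0138). Of the proteoglycan synthesis genes, Papss2 (ENSMUSG00000024899, chromosome 19 from 32595790 to 32667187) rose from 65.5 ± 32.4 CPM in lean to 272 ± 28.3 in DIO mice (SD, n = 3; log2 fold change 2.05, standard error 0.30, edgeR adjusted p = 0.0158), Chst11, which overlaps 2 genes on the opposite strand, by 1.24 on the log2 scale (edgeR adjusted p = 0.0152), and Slc26a2, 1.83% of whose transcript is shared with Gm25072, by 1.87 (edgeR adjusted p = 0.0241). On d5, Csgalnact1, which overlaps 3 genes on the opposite strand, rose by 0.67 (standard error 0.11, edgeR adjusted p = 0.0432), Ugdh by 0.81 (standard error 0.17, edgeR adjusted p = 0.068) and Chsy1, 2.61% of whose transcript is shared with Gm26827, by 0.72 (standard error 0.18, edgeR adjusted p = 0.0924). The largest increases past the threshold with at least 1 CPM were, on d5, those of Gdf5 (2.16), Gpr39 (1.99, 44.7% of its transcript shared with Lypd1 on the opposite strand) and Ak4 (1.66, 15.4% shared with Ak3l2-ps), and on d7, besides Ucma, those of Magel2 (4.28) and Orm2 (4.28). The difference between lean and DIO mice in chondrocyte and cartilage genes changed by a median of 0.54 from d3 to d5, with 38 of 43 genes higher, and by 0.55 from d5 to d7, with 37 of 43 higher.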

On the other hand, DIO mice showed accelerated chondrocyte differentiation, cartilage development, and upregulated proteoglycan biosynthesis on days 5 and 7 (**Figures S16, 17**; **Tables S13**-**16**).

**Figure 5:**
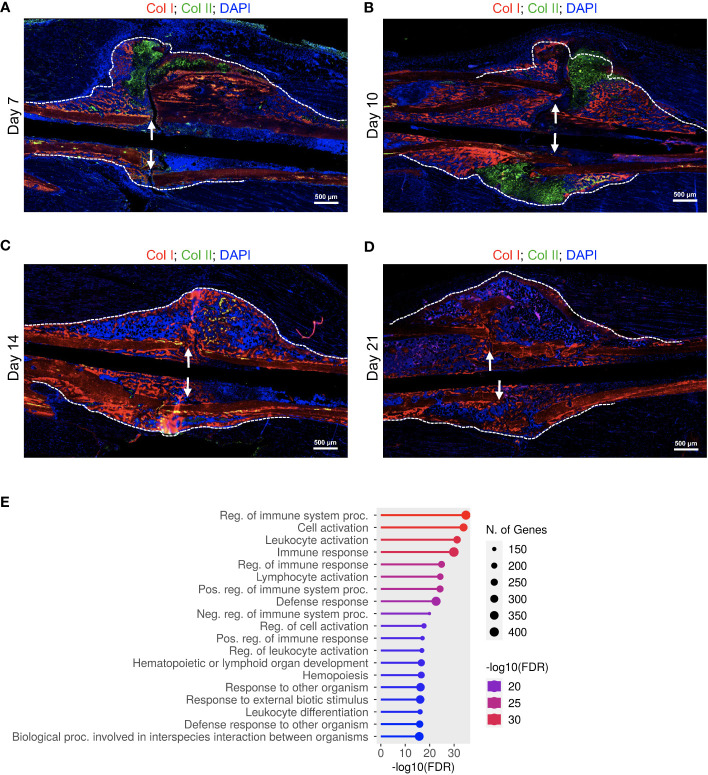
Delayed fracture healing in DIO mice is accompanied by a defective immune response. **(A-D)** IF co-staining of Col I (red) and Col II (green) in callus tissues harvested at the indicated timepoints. Col II is a chondrocyte marker, while the red staining in the callus marks the newly formed bone. DAPI stains nuclei (blue). The scale bar = 500 μm. All images are representative of 5 callus tissues (see also **Figure S14** and (3)). **(E)** GO analysis of genes that showed significantly different time-course expression between lean and DIO mice (**Table S10**). RNA-seq was performed on 3 mice at each timepoint.

Consistent with our published data (3) and histological analysis (**Figures 1A-C**, **5A-C**, **S1A-C, S14A-C**), DIO mice exhibited accelerated/premature resorption of the soft callus as evidenced by significantly reduced expression of genes involved in chondrocyte differentiation, cartilage development, and production of cartilage extracellular matrix relative to lean mice on day 10 (**Figure S18**; **Tables S17**, **18**). 

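On d10, 0 of the 15341 genes differed between lean and DIO mice at an adjusted p under 0.05, and 1082 had an unadjusted p under 0.05. DESeq2 in place of edgeR counted 56 genes, 8 higher and 48 lower in DIO mice. Of the 41 chondrocyte and cartilage genes, 39 had a lower mean in DIO mice, with a median log2 fold change of -1.74. The mean log2 CPM of the list was 5.65 ± 0.55 (SD, n = 3) in DIO and 7.25 ± 0.86 (SD, n = 3) in lean mice, without overlap (two-sided exact permutation test, p = 0.1). Proteoglycan synthesis genes had a median of -0.25, with 25 of 29 lower, and means of 4.93 ± 0.056 in DIO and 5.27 ± 0.30 in lean mice (SD, n = 3) that lay apart (two-sided exact permutation test, p = 0.1). A list of 40 skeletal muscle genes was higher in DIO mice on d10, by 1.77 log2 CPM on average and without overlap. Clec3a (ENSMUSG00000008874, chromosome 8 from 114418086 to 114425846) had 6.13 ± 1.99 CPM (SD, n = 3) in DIO and 44.7 ± 28.9 in lean mice, a log2 fold change of -2.86 (standard error 0.48, edgeR adjusted p = 0.686). Col10a1, overlapped by Nt5dc1 on the opposite strand, had 1290 ± 431 and 6150 ± 4210 CPM (log2 fold change -2.26, standard error 0.49, edgeR adjusted p = 0.686), and Col9a1 126 ± 76.8 and 847 ± 668 CPM (log2 fold change -2.75, standard error 0.65, edgeR adjusted p = 0.686), each without overlap. From the reduced expression of cartilage genes relative to lean mice on d10, the paper concludes that resorption of the soft callus was accelerated or premature in DIO mice. It also refers to its histology and to earlier published data for this conclusion.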

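Acan (ENSMUSG00000030607, chromosome 7 from 79053483 to 79115099) had 179 to 251 CPM in lean mice on d3 (n = 3), 640 ± 447 CPM (SD, n = 3) on d5, 871 ± 582 on d7 and 2860 ± 3070 on d10, so that its highest mean was on d10. In DIO mice it had 309 ± 152 CPM (SD, n = 3) on d3, 1470 ± 326 on d5, 3090 ± 788 on d7, 323 ± 155 on d10, 43.8 ± 30.2 on d14 and 22.8 ± 23.8 on d21, with the highest mean on d7. Col2a1 (ENSMUSG00000022483, chromosome 15 from 97975602 to 98004695) had 131 ± 27.5, 2910 ± 2690, 5060 ± 4090 and 21000 ± 22500 CPM (SD, n = 3) in lean mice on d3, d5, d7 and d10. In DIO mice it had 196 ± 184, 7780 ± 2630, 19500 ± 8930 and 2400 ± 1450 CPM (SD, n = 3) on these days, 307 ± 260 on d14 and 227 ± 250 on d21, with the highest mean on d7. On d7, Acan was higher in every DIO mouse than in every lean mouse (two-sided exact permutation test, p = 0.1; log2 fold change 1.83, edgeR adjusted p = 0.0614), and the values of Col2a1 overlapped (two-sided exact permutation test, p = 0.2; log2 fold change 1.95, edgeR adjusted p = 0.121). In lean mice, the means on d10 included 1 mouse with 6410 CPM for Acan and 46900 CPM for Col2a1, and the values of d7 and d10 overlapped (two-sided exact permutation tests, p = 0.3 for each gene). With each mouse left out in turn, with RLE size factors and with CPM without normalization factors, the highest mean of both genes stayed on d10 in lean and on d7 in DIO mice.

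**Figure D3:**
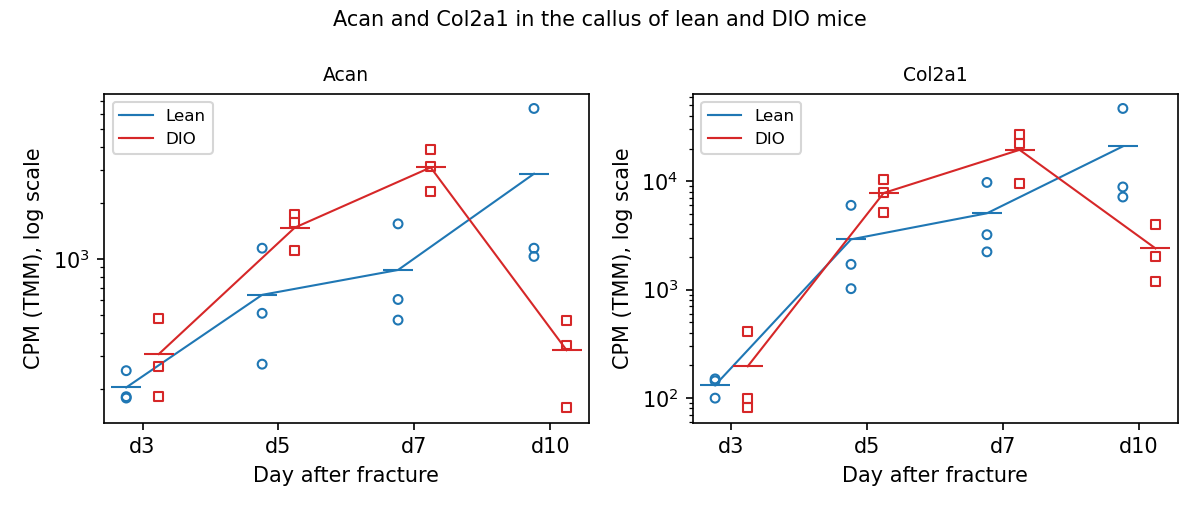
CPM of Acan and Col2a1 on a log scale in each lean (blue circles) and DIO (red squares) mouse by day after fracture, with the means of 3 mice joined by lines. Both genes have their highest mean on d7 in DIO mice and on d10 in lean mice.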

Analysis of the chondrocyte markers Aggrecan (Acan) and collagen, Type II, alpha 1 (Col2a1) demonstrated that the expression of both genes peaked earlier in the callus of DIO mice (**Figure S18C**), confirming accelerated formation of the soft callus in DIO mice. 

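From d7 to d10, Acan in DIO mice fell by 3.26 on the log2 scale (standard error 0.68, edgeR adjusted p = 0.00379) and Col2a1 by 3.02 (standard error 0.84, edgeR adjusted p = 0.0229). Both were lower in every DIO mouse on d10 than in every DIO mouse on d7 (two-sided exact permutation tests, p = 0.1 for each), and their means on d10 were 10.5% and 12.3% of those on d7. In DIO mice, 2212 of 16995 genes changed between these days, 1021 higher and 1191 lower on d10, and 33 of 43 chondrocyte and cartilage genes were lower past the threshold, with a median log2 fold change of -2.26. Csgalnact1 fell by 2.80 on the log2 scale (standard error 0.20, edgeR adjusted p = 4.4e-07). The change of the difference between lean and DIO mice from d7 to d10, tested itself over 17057 genes, passed the threshold in 865 genes, 290 higher and 575 lower. It was -4.97 on the log2 scale for Acan (standard error 0.91, edgeR adjusted p = 0.00487) and -5.07 for Col2a1 (standard error 1.14, edgeR adjusted p = 0.0143). Over 43 chondrocyte and cartilage genes its median was -3.23, and 32 of them passed the threshold, all lower. On d10 itself, Acan was lower in DIO than in lean mice, with a log2 fold change of -3.13 (standard error 0.75, edgeR adjusted p = 0.686), as was Col2a1, with one of -3.11 (standard error 0.78, edgeR adjusted p = 0.686), each without overlap. The first lean mouse of d10 had 6410 CPM for Acan and 46900 CPM for Col2a1. The other lean mice of d10 had 1030 to 1140 and 7150 to 8850 CPM. The size of these differences, and of their change from d7, therefore rests in part on that mouse.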

On d10, when the expression of both Acan and Col2a1 peaked in the lean callus, the mRNAs of both genes declined sharply in the DIO callus, further confirming our published data (3) and histological analysis (**Figures 1A-C**, **5A-C**; **S1A-C, S14A-C**) showing comparatively earlier resorption of the soft callus in DIO mice.

Importantly, the early resorption of the soft callus in DIO mice was accompanied by reduced bone morphogenesis, which occurred as early as d10 (**Figure S18B**; **Table S18**). 

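The 39 ossification and mineralization genes showed no shared direction on d10, with 18 higher and 21 lower in DIO mice and a median log2 fold change of -0.055. Their mean log2 CPM was 8.48 ± 0.017 (SD, n = 3) in DIO and 8.58 ± 0.15 (SD, n = 3) in lean mice, with overlap (two-sided exact permutation test, p = 0.4). The Reactome pathway in place of the ossification list had a median of -0.44, the alternative farthest from the list's median. Omd (ENSMUSG00000048368, chromosome 13 from 49582462 to 49592822), which Cenpp overlaps on the opposite strand and which shares 8.09% of its transcript with Cpox, had 37.1 ± 6.19 CPM (SD, n = 3) in DIO and 62.5 ± 6.03 in lean mice (log2 fold change -0.75, standard error 0.17, edgeR adjusted p = 0.686). Smpd3 (ENSMUSG00000031906, chromosome 8 from 106252548 to 106337988), which shares 4.80% of its transcript with Prmt7, had 351 ± 37.8 and 798 ± 480 CPM (log2 fold change -1.19, standard error 0.37, edgeR adjusted p = 0.686). For both genes, every DIO mouse was lower than every lean mouse. Osteoclast and resorption genes had a median of 0.072, with 14 of 24 higher in DIO mice, and their means overlapped (two-sided exact permutation test, p = 0.8). On d7, both lists were lower in DIO mice without overlap (two-sided exact permutation tests, p = 0.1 for each). Ossification and mineralization genes then had a median log2 fold change of -0.37, with 31 of 39 lower and 5 past the threshold. The Reactome pathway in their place had one of 0.54. Osteoclast and resorption genes had one of -0.77, with 22 of 23 lower and 9 past the threshold.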

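Of 26 adipocyte genes, 22 had a higher mean in DIO than in lean mice on d10 and 0 passed the threshold, with a median log2 fold change of 1.07. The list's mean log2 CPM was 4.76 ± 0.38 (SD, n = 3) in DIO and 3.54 ± 0.84 (SD, n = 3) in lean mice, without overlap (two-sided exact permutation test, p = 0.1). The Reactome pathway in place of the adipocyte list had a median of -0.025. Retn (ENSMUSG00000012705, chromosome 8 from 3655770 to 3660110) had 2.91 ± 1.55 CPM (SD, n = 3) in DIO and 0.394 ± 0.280 in lean mice, a log2 fold change of 2.84 (standard error 0.65, edgeR adjusted p = 0.686). Cidec (ENSMUSG00000030278, chromosome 6 from 113424634 to 113435760) had 13.9 ± 12.0 and 1.06 ± 1.34 CPM (log2 fold change 3.68, standard error 1.04, edgeR adjusted p = 0.686), and Adipoq (ENSMUSG00000022878, chromosome 16 from 23146536 to 23158028) 28.3 ± 14.4 and 6.77 ± 4.81 CPM (log2 fold change 2.06, standard error 0.64, edgeR adjusted p = 0.686), each without overlap.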

The calli of DIO mice exhibited abnormally upregulated differentiation of fat cells on d10 (**Figure S18B**; **Table S19**), consistent with published data showing increased adipogenic commitment of mesenchymal stromal cells in DIO mice (23). Intriguingly, the calli of DIO mice showed clear and extensive inhibition of translation and ribosome biosynthesis on d14 (**Figure S19**; **Tables S20**, **21**). While lean mice showed substantial upregulation in the expression of genes involved in immune response between days 14 and 21 (**Figures 1E, F**, **S7A-C**; **Tables S6**, **S7**), DIO mice showed significant reduction in the immune response on d21 relative to lean mice (**Figure S20**. **Tables S22**, **23**). Furthermore, while genes involved in ossification and mineralization peaked on d14 in the callus of the lean mice (**Figures S7A, B**; **Table S7**), these genes showed delayed expression in the callus of the DIO mice (**Figure S20**; **Tables S22**, **23**). Taken together, the RNA-seq data corroborated the results of the IF staining and histological analyses and revealed additional defects in the healing callus of DIO mice, including defective immune responses during the early inflammatory phase as well as during the second infiltration wave of immune cells between days 14 and 21.

### Cell-type-specific changes in the myeloid response in the fracture callus of DIO mice

To get more cell-specific details on the dysregulated pattern of immune response in DIO mice that we identified using RNA-seq data, we directly compared the proportions of myeloid cell types (examined in **Figures 2**, **3**) in the calli of lean and DIO mice on days 5 and 21. The largest population of immune cells in the callus, PMNs and myeloid cell precursors, was reduced ~30% in the d5 callus of DIO mice relative to lean mice (**Figures 6A, B**), a reduction that ablated the small increase observed in this population in the d5 callus of lean animals relative to bone and BM (**Figure 2B**). On d21, the proportion of PMNs and myeloid cell precursors was statistically higher in DIO mice, although the proportions in both lean and DIO remained lower than those found on d5 (**Figures 6A, B**). On d5, the proportion of total monocytes was also lower in DIO mice (**Figure S21A**), and this was accounted for by a drop in both classical (**Figure 6C**) and non-classical (**Figure 6D**) monocyte populations, with only minor differences in the monocyte proportions between lean and DIO calli on d21 (**Figures 6C, D**, **S21A**). Conversely, there was an increase in the proportion of activated monocytes in the d5 callus of DIO mice relative to lean mice as indicated by an increase in the proportion of monocytes expressing the costimulatory molecule GITRL (**Figure 6E**) and in the level of surface expression of MHC-II (**Figure 6F**). However, the number of monocytes expressing the co-stimulatory molecule CD86 was decreased in the DIO callus relative to the lean callus at this timepoint (**Figure S21B**), while the proportion of monocytes expressing MHC-II was comparable in the lean and DIO calli (**Figure S21C**), a finding that complicates any conclusions regarding the activation status of monocytes in DIO relative to lean mice.

**Figure 6:**
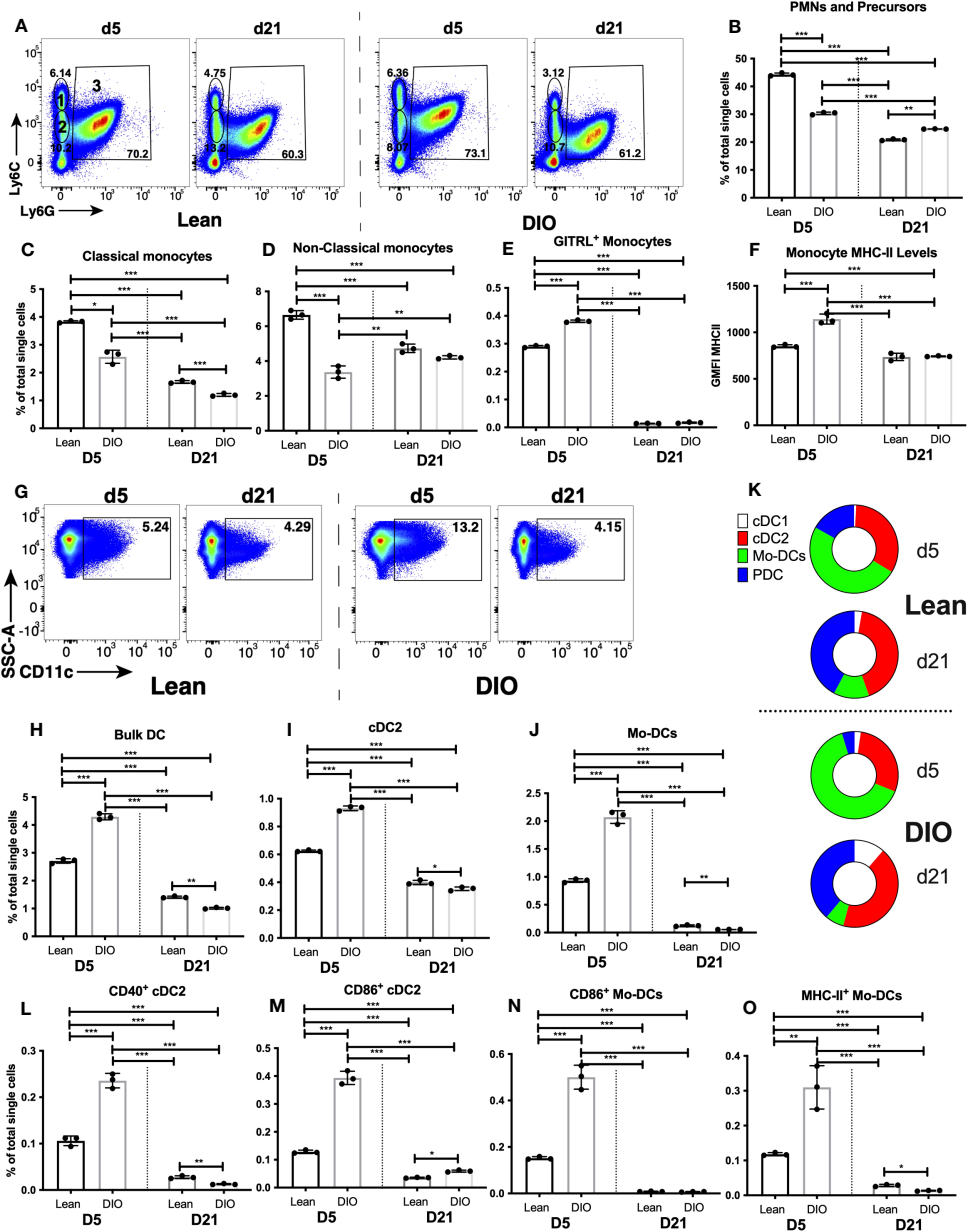
DIO mice exhibit dysregulated innate immune responses during the early inflammatory phase of fracture healing. Single cell populations liberated from marrow, bone or callus on day 5 (D5) or D21 post-fracture were analyzed by FC using the gating strategies outlined in **Table S8** and shown in **Figure 2A** and **(A)** (PMNs, classical and non-classical monocytes) and **Figure 3A** and **(G)** (DC). Quantification of **(B)** PMNs and PMN precursors, **(C)** classical monocytes, **(D)** non-classical monocytes, **(H)** Bulk DC, **(I)** cDC2, and **(J)** Mo-DCs as a proportion of total single cells in each population. **(K)** Quantification of DC subpopulations (cDC1, cDC2, pDC and Mo-DC) as a proportion of the total bulk DC populations. Activation of monocytes was assessed by measuring the proportion of singlets expressing the costimulatory molecule GITRL **(E)** or cell surface levels of MHC Class II **(F)**. Activation of DCs was assessed by measuring the proportion of singlets expressing the costimulatory molecules CD40 **(L)**, CD86 **(M, N)** or MHC Class II **(O)**. N = 3 for all tissues. For callus analysis, 5 calli were pooled in each replicate. The bar graphs present average ± SEM. (*) *P* < 0.05, (**) *P* < 0.01, and (***) *P* < 0.001 using one-way ANOVA followed by Tukey’s *post hoc* test.

The F4/80^+^ macrophage population was not altered in DIO mice (on either d5 or d21) relative to lean mice (**Figure S21D**). The proportion of macrophages that became activated on d5 was greater in DIO mice than in lean mice, as measured by an increase in the cell surface levels of MHC-II (**Figure S21E**), and an increase in the proportion of MHC-II^+^ (**Figure S21F**), CD40^+^ (**Figure S21G**), CD80^+^ (**Figure S21H**), CD86^+^ (**Figure S21I**) and GITRL^+^ (**Figure S21J**) macrophages. Any activation of these cells had returned to background levels by d21 in both lean and DIO mice (**Figures 2I-K**, **S21E-J**).

DC were among the most highly modulated cell populations in the callus of lean mice on d5 (**Figure 3B**), and the proportion of bulk DC in the DIO callus at this timepoint was increased ~58% over that in lean mice, returning to baseline by d21 (**Figures 6G, H**). Of the DC subpopulations, the proportions of PDC (**Figure S22A**) and cDC1 (**Figure S22B**) in the DIO callus were comparable to those in the lean callus on d5 and d21. Interestingly, on d5, there was a ~60% increase in the proportion of cDC2 (**Figure 6I**) and a ~120% increase in the proportion of Mo-DC (**Figure 6J**) in DIO callus relative to lean callus. This created a stoichiometry of DC subpopulations (i.e., the % of each subpopulation relative to total DC not to total single cells) that was substantially different between lean and DIO calli on d5, with the most noticeable difference being the expansion of the Mo-DC subpopulation in the DIO callus to constitute ~64% of the total DC (**Figure 6K**). The increase in the proportions of cDC2 and Mo-DC in the DIO callus as compared to lean callus on d5 (**Figures 6I, J**) was accompanied by a greater activated proportion of each of the two subpopulations, as measured by an increase in the proportion of cells expressing CD40 (**Figure 6L**), CD86 (**Figures 6M, N**) and MHC-II (**Figure 6O**) (data not shown for other markers). The % of MHC-II^+^ and CD40^+^ PDC and the expression level of MHC-II on PDC were comparable in the lean and DIO calli (**Figures S22C-E**). By d21, the increase in DC response observed on d5 in DIO callus had normalized, and the proportions of almost all DC and activated DC subsets in the DIO calli were either similar to or lower than their proportions in the lean calli (**Figures 6H-O**; **S22A-E**). Notably, the stoichiometry of the DC subpopulations was substantially different between d5 and d21 in both lean and DIO mice: on d5, Mo-DC was the major DC subpopulation in both lean and DIO calli, while on d21, Mo-DC shrank in both lean and DIO calli to become a minor subpopulation, resulting in an increase in the % of all other subpopulations, especially PDC which, together with cDC2, were the major DC subpopulations on d21 (**Figure 6K**). In summary, during the inflammatory phase, while there is a reduction in PMNs and monocytes in the DIO callus relative to lean callus, there is an increase in the proportions of activated macrophages as well as an increase in the DC response, primarily cDC2 and Mo-DC. Consistent with this, RT-qPCR analysis detected a significant increase in the expression of Cxcl16 in the DIO callus relative to the lean callus on d5, but not at any later timepoint (**Figure S22F**).

### Reduction of the lymphoid response in the fracture callus of DIO mice

As we observed substantial changes in innate myeloid cell populations in the callus of DIO mice, we hypothesized that there would be likely changes in the lymphoid responses that are primed and shaped by the early myeloid cell responses. Therefore, we examined the proportion of NK cells, NK T cells, T cells and B cells in the DIO vs. Lean callus on days 5 and 21. The proportions of almost all the analyzed lymphoid cell populations on d5 in the DIO mice were similar to those in the lean mice, except for the innate B1b B cells whose proportion increased in the DIO callus over the lean callus at this timepoint (**Figures 7A-E**, **S23A, B**). On the other hand, many differences were observed between lean and DIO calli in the lymphoid populations on d21. The proportion of NK cells was significantly lower in DIO mice than in lean mice, and, unlike in the lean mice, the proportion of this population did not increase on d21 relative to d5 in the DIO mice (**Figure 7A**). There was no significant difference in the NK T cell population in the DIO callus vs lean callus (**Figure S23A**). In the T-cell compartment, relative to the lean mice, DIO mice showed a lower proportion of CD4^+^ (**Figure 7B**), but similar proportions of CD8^+^ T cells (**Figure 7C**) and CD4^-^CD8^-^ T cells (**Figure S23B**). No discernable difference was observed between lean and DIO calli in the proportion of the bulk B cells (**Figure 7D**). However, we did observe an alteration in the constituents of the B cell population. The proportion of the innate B1b B cells were reduced in the DIO callus as compared to the lean callus at this timepoint (**Figure 7E**). We also observed that, in the lean callus, the majority of B cells expressed high levels of CD45R (B220), indicative of a mature status (**Figures 7F, G**). In contrast, in the DIO callus, the proportion of mature cells was reduced and replaced by immature B cells expressing intermediate levels of CD45R, which likely represent Pro B cells that are not fully functional (**Figures 7F, H**). Therefore, in the DIO callus there is an enhanced early d5 B1b B cell response, but deficits in the NK, CD4+ T, B1b B cell, and mature B cell responses on d21, indicating that the adaptive immune response observed on d21 in lean mice (**Figure 4**) is defective in DIO mice. RT-qPCR results were in total agreement with this conclusion and showed significantly reduced expression of Ccl5, Ifng, and TNF on d21 in the callus of DIO mice as compared to the callus of lean mice (**Figures S23C-E**).

**Figure 7:**
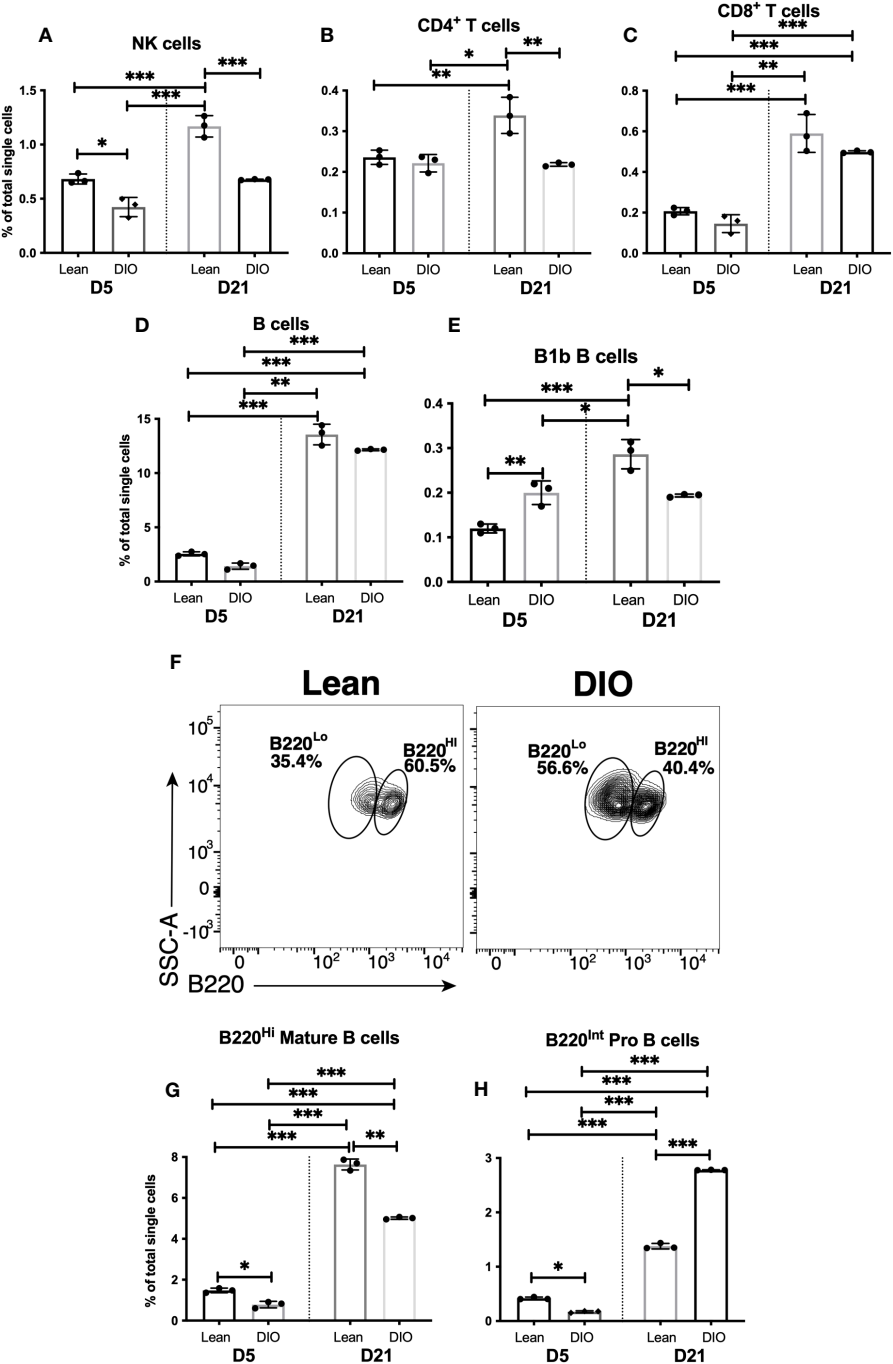
The adaptive immune response is blunted in the callus of DIO mice. Single cell populations liberated from fracture callus on day 5 (D5) or D21 post-fracture were analyzed by FC using the gating strategies outlined in **Table S8** and **Figures 4 A, D, G** Quantification of **(A)** NK cells, **(B)** CD4^+^ T cells, **(C)** CD8^+^ T cells, **(D)** B cells, and **(E)** B1b B cells as a proportion of total single cells. **(F)** Staining with B220 to reveal subpopulations of mature (B220^Hi^) and immature (B220^Lo^) B cells. Quantification of **(G)** mature and **(H)** immature B cells as a proportion of total single cells. N = 3 for all tissues. For callus analysis, 5 calli were pooled in each replicate. The bar graphs present average ± SEM. (*) *P* < 0.05, (**) *P* < 0.01, and (***) *P* < 0.001 using one-way ANOVA followed by Tukey’s *post hoc* test.

## Discussion

Non-unions and impaired fracture healing afflict millions in the US every year, which necessitates surgical interventions for hundreds of thousands of these patients and thereby imposes a huge burden on the health care system (2). The rate of non-union development during fracture healing increases significantly with certain comorbidities, including metabolic diseases such as type 2 diabetes (T2D) (52); accordingly, the growing incidence of obesity/T2D makes impaired fracture healing an increasing concern (53, 54). Importantly, obese and T2D patients exhibit systemic, as well as tissue-specific, alterations in the response and functions of immune cells (55). Based on these facts, along with published reports on the central roles of different immune cells in the fracture healing process (2), immunomodulatory agents have emerged as an attractive therapeutic approach to address impaired healing (2). However, efforts aimed at defining novel targets for immuno-therapeutic interventions have been hindered by limited information and fragmented knowledge regarding the repertoire of immune cells that populate the callus during different phases of healing. Here, we comprehensively define the composition of immune cells that populate the normal callus at 2 different timepoints, representing 2 phases during which extensive immune-cell infiltration into the healing callus was observed, and we show how these immune cell populations differ from those found in bone and BM. Furthermore, we provide a comprehensive comparison between the stoichiometry of immune cells in the callus of lean vs DIO mice at the same 2 timepoints, which will aid in the identification of new therapeutic targets for immunomodulatory agents.

The immune system is generally thought to have evolved to protect against pathogen challenge, but the positioning of immune cells in every tissue, along with the ability to recruit immune cells rapidly from the circulation, allows it to play a pivotal role in maintenance of tissue health. Bone is a unique tissue as it constitutes an osteoimmune system: bone acts as a locomotor organ and a reservoir of minerals, and, simultaneously, the host organ for the BM where hematopoietic stem cells reside (56). The field of osteoimmunology continues to uncover new dimensions of the reciprocal interaction between bone and the immune system (2, 57). Maintenance of normal bone homeostasis and regeneration requires proper function of bone cells that include osteoblasts, osteocytes, and osteoclasts. The actions of these cells are regulated by immune cells and can be negatively impacted by aberrant inflammatory or immune-cell milieu that is associated with specific pathological conditions (57). From the data we show here, it is clear that there are numerous complex steps through which immune components aid in bone regeneration. Our initial RNA-seq time course revealed that there are two major waves of immune and inflammatory activity in the healing callus, with a previously appreciated peak of activity on d5, and an additional, previously unidentified peak on d21 (**Figures 1E; F**, **S2-7**). The RNA-seq analysis gave a high-level view of immune activation, illustrating enhanced expression of genes associated with immune response, immune system process, defense response, and response to other organisms. Our subsequent FC analysis complemented the RNA-seq results and revealed that, perhaps as one might expect, the processes involved on d5 and d21 are modulated by activation and expansion/recruitment of different immune cell types (**Figures 2**-**4**; **S8-S13**). Taken together, our data reveal the dynamic nature of the repertoires of immune cells that populate the callus during different phases of healing, consistent with the complex cellular makeup of the callus and the underlying biological processes that constantly change from one healing phase to another. Our data additionally identified immune-cell populations that are specifically enriched/activated in the callus as compared to unfractured bone/BM (**Figures 2**-**4**; **S8-S13**).

A typical immune response to a pathogen is thought to involve initial recruitment of PMNs, followed by monocyte recruitment and the concurrent migration of tissue resident DC away from the site of insult to secondary lymphoid organs, where activation of T and B lymphocytes occurs. Some aspects of the lymphocyte response can occur early, such as activation of B1b B cells and NK cells which, although lymphocytes, can be activated much earlier and by a wider range of stimuli than conventional T and B cells (58, 59). We did observe an early enrichment of B1b B cells (**Figure 4I**), but not NK cells (**Figure 4B**), in the healing hematoma of d5 over their normal proportions in BM or unfractured bone, suggesting a specific role of B1b cells in an early innate-like response. Except for B1b B cells, this early expansion of immune-cell populations beyond their homeostatic levels in BM/Bone was restricted primarily to cells of the myeloid lineage, which are not antigen-specific and are specialized to recognize, and be activated by, the release of Danger Associated Molecule Patterns (DAMPs) from damaged cells like those present post-fracture (60, 61)). Cells identified as PMNs and myeloid cell precursors were the major immune cell population in the d5 callus and were enriched over their normal levels in bone or BM (**Figure 2B**), consistent with published data reporting that PMNs, as well as PMN release of neutrophil extracellular traps, enhance fracture healing via a mechanism that is still being elucidated (4–6, 27, 62). Neutrophils play roles in fibrin thrombus formation during the early inflammatory phase (28), contribute to removal of tissue debris during later stages of inflammation (4, 63), and secret cytokines that recruit monocytes to the fracture callus (1, 5, 6). Our data show that by d21 PMNs were present at much lower levels than those found in bone or BM (**Figure 2B**), likely because the presence of reactive oxygen species at this stage of healing is less required than in the early healing phases. Notably, this reduced abundance of PMNs underscores the unique microenvironment of the BM that exists in the callus of d21 compared to that of the BM in unfractured bone.

Several publications reported important roles for monocytes or macrophages in the fracture healing (2, 8, 10–13). Monocytes can differentiate into either M1 or M2 macrophages (64). M1 inflammatory macrophage secret cytokines that recruit more monocytes and contribute to removal of necrotic cells and fibrin thrombus (10). On the other hand, M2 macrophages play anti-inflammatory roles during the later stages of the inflammatory response and secret proteins that promote osteogenesis and angiogenesis (2, 12, 13). We observed a comparable abundance of monocytes and macrophages in callus, bone, and BM (**Figures 2H**; **S8A**), but elevated level of macrophage activation in the callus vs other tissues, (**Figures 2I-K**; **S9B, C**) consistent with a role for macrophages in fracture repair. A recent study examining macrophages, defined as CD45^+^, CD11b^+^, CD11c^Int/-^, and CD68^+^, has described a large infiltration of macrophages to the hematoma at d3 post fracture, just prior to the d5 time point we have examined (7). However, we believe our observation of a similar abundance of monocytes and macrophages in the callus, bone, and BM support a different interpretation of the cells present in the callus in light of the added complexity of our FC analysis. Specifically, we have examined DC and DC subpopulations, including mo-DC, cDC1 and cDC2, in the healing callus (see below), an approach that has yet to be employed by other researchers in the field.

The myeloid cell compartment is derived from one of the most plastic developmental programs in the body. A common myeloid progenitor (CMP) can produce all the myeloid lineages and can also produce cells that combine the characteristics of multiple downstream cell types. One such cell type is the granulocytic myeloid derived suppressor cell, which expresses a set of cell surface proteins that combine the markers of typical monocytes and neutrophils (65), i.e., these cells could readily be mistaken for either neutrophils or monocytes, depending on the depth of the analysis conducted. Another cell type of this kind is Mo-DC, which differentiate from monocyte precursors into CD11c^+^ DC and can activate T cell populations locally. Unless examined in the context of molecules expressed specifically by DC, these cells could readily be identified as monocytes or macrophages; therefore, we believe that the increased monocyte/macrophage response reported previously is likely to have included a component of Mo-DC response. Indeed, the use of staining for CD68, a lysosomal protein macrosialin, in a recent study (7) does not distinguish macrophages and monocytes. In addition, the exclusion of CD11c^Hi^, but not CD11c^Int^, cells from the macrophage gate means that Mo-DCs are included in the macrophage population, so our data are likely consistent with those observed by Bucher et al. (7). As future technological advances enable further differentiation of discrete cell types, it is likely that the classifications of myeloid cells we are currently using will be surpassed in favor of others with greater specificity and functional differentiation. For now, however, we are confident to state that the Mo-DC response (**Figure 3J**), combined with a smaller magnitude response by cDC2 (**Figure 3F**), indicate a substantial recruitment or proliferation of these cells in the callus.

Mo-DC in the callus could play a role in activation of locally resident T cell populations, but Mo-DC are also known to produce large quantities of TNF and reactive nitrogen species, each of which could play an important role in the early inflammatory response after fracture. Multiple cell types do express MHC Class II in the healing callus (**Figures 2C, K**, **3G, K**), but the specialized phenotype of DC renders them substantially more effective at initiating either a memory or a primary T cell response (35). Therefore, these cells likely play a requisite role in initiation of the T cell response known to be required for efficient fracture healing (14–16, 49). Although the MHC-II levels on Mo-DC are upregulated (**Figure S12C**), these expression levels pale in comparison to the upregulation of MHC-II on the surface of cDC2 (**Figure S11A**), which represents the highest level of any cell analyzed in bone, BM or d5 callus (not shown). It is possible that these cells also activate T cell populations locally, although the most accepted role for DC is to internalize antigen at a site of insult, and then traffic to secondary lymphoid organs where naïve T cells populations are activated. Examining DC migration from an internal organ to secondary lymphoid organs is technically challenging, so our study is currently unable to conclude that this occurs, or if it is an important factor in fracture healing. Notably, both the proportion and activation of both Mo-DC and cDC2 returned to near-background levels by d21 (**Figures 3F–M**), when initiation of the adaptive immune response is no longer required. The large difference in the stoichiometry of DC subpopulations between d5 and d21 (**Figure 6K**), especially the extensive shrinkage of Mo-DC on d21 vs d5, indicates that the type of DC response required during the initial inflammatory phase is substantially different than that required during the late phases of healing.

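Lck (ENSMUSG00000000409, chromosome 4 from 129548344 to 129573641, with the microRNA gene Mir8119 on the same strand) had 5.26 ± 3.01 CPM (SD, n = 3) in the lean callus on d5, from 63 to 145 counts per mouse. It had 4.38 ± 3.32 CPM on d3, 6.39 ± 0.752 on d7 and 3.86 ± 2.05 on d10 (SD, n = 3). Between d3 and d5 it rose by 0.27 on the log2 scale (standard error 0.58, edgeR adjusted p = 0.881), with overlap between the days (two-sided exact permutation test, p = 0.6). Cd3e (ENSMUSG00000032093, chromosome 9 from 44998740 to 45009627) had 1.05 ± 0.332 CPM (SD, n = 3) in the lean callus on d5, from 14 to 24 counts per mouse, and 0.432 ± 0.465 on d3, where 2 of 3 mice had 3 counts, the floor of detection used here. It had 1.45 ± 0.457 CPM on d7 and 0.772 ± 0.999 on d10 (SD, n = 3). From d3 to d5 Cd3e rose by 1.22 on the log2 scale (standard error 0.86, edgeR adjusted p = 0.558; two-sided exact permutation test, p = 0.3). In DIO mice on d5, Lck had 1.44 ± 0.736 CPM and Cd3e 0.210 ± 0.227 (SD, n = 3), each lower than in every lean mouse of that day (two-sided exact permutation tests, p = 0.1 for each).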

Our RNA-seq analysis did indicate expression of genes involved in T cell activation during the early wave of immune activity on d5 (e.g., lymphocyte protein tyrosine kinase [Lck] and CD3 antigen, epsilon polypeptide [Cd3e]) (**Figures S24A, B**). At this timepoint, the numbers and proportions of classical CD4^+^ and CD8^+^ T cell populations, NK cells, and B cells mirrored their normal abundance in bone and BM (**Figure 4**). During this phase of healing, T cells are reported to secret tumor necrosis factor (ligand) superfamily, member 11 (Tnfsf11, also known as RANKL) that promote osteoclast differentiation and activation, which in turn contribute to removal of the fibrin thrombus toward the end of the inflammatory phase (2, 66). B cells also paly roles during this phase as they suppress the proinflmatory signals (17) and secret tumor necrosis factor receptor superfamily, member 11b (Tnfrsf11b, also known as OPG) to regulate differentiation and activation of osteoclasts (18, 66). Our data show reproducible increase in the proportion of bulk T cells in d5 calls relative to BM (**Figure 4C**), which can be accounted for by expansion or recruitment of a poorly characterized CD4^-^ CD8^-^ population that has been described in BM (**Figure S13B**) (50, 51). As in the myeloid cell populations described above, this may reflect a population that is driven from precursors by local conditions. As CD4^+^ or CD8^+^ T cells of any individual specificity may number in the low hundreds per mouse (67), massive expansion of those cells is required to detect an increase in any cell population. Such expansion and migration during the early inflammatory phase, likely by the large number of DC, could account for the increased number of CD4^+^ or CD8^+^ T cells on d21 as compared to d5 (**Figures 4E, F**), the clear increase in expression of genes involved in T-cell activation (**Figures S24A, B**), and the increase in cytokines and chomkines expressed by activated T cells (**Figures S13D, E**). Alternatively, activation of local populations of cells may occur during the early inflammatory phase, with recruitment of cells primed in secondary lymphoid organs during the second phase. This could likely explain the two waves of infiltration and the proposed differential functions of T cells during the inflammatory as well as mineralization/remodelling phases (15, 16, 68)

B cells have been implicated in efficient fracture healing (16, 17). The proportion of innate B1b B cells is increased in the callus at d5 over their levels in BM or bone (**Figure 4I**). However, all other B cells follow a similar time course to other lymphocyte populations: B cell proportions are similar in callus, bone and BM on d5, but there is substantial B cell expansion/recruitment in the callus on d21 (**Figure 4**). Generally, this biphasic immune response in the callus and the differential enrichment/activation of innate vs adaptive immune cells between d5 and d21 explains the reported long-lasting effects of immune cells on the healing process that extends far beyond the initial inflammatory phase (2). On d21, B cell expansion represents the largest immune response to fracture, with a ~450% increase in the proportion of these cells in the callus over resting BM and bone (of d5) (**Figure 4H**). However, on d21, there is also a marked increase in the proportion of B cells in the unfractured bone of mice receiving fracture (**Figure 4H**), indicating a large systemic response that stands in contrast to the localized responses observed in all other immune cell types.

The systemic B cell response likely represents the transport of antigen from the fracture area to secondary lymphoid organs, where a primary or memory B cell response is initiated and spread systemically. B cell responses occur overwhelmingly in an antigen-specific manner, so it is unlikely that this large expansion of B cells occurs without recognition of a cognate antigen. However, the expansion of antigen-specific B cells would represent a very strong response to self-expressed antigen, a potential trigger to subsequent B and antibody-mediated autoimmunity. Notably, the costimulatory molecules that are often associated with full B cell activation are expressed on few B cells in the callus, so it is possible that the B cell expansion we observe following fracture occurs via a non-canonical mechanism. Therefore, further studies are required to understand how this strong, systemic B-cell response does not trigger auto-immunity. A thorough investigation of the function and specificity of B cells triggered by fracture may begin to provide clues about this process, and potential implications for lifelong health, beyond the immediate role of these cells in fracture healing.

We and others have previously described that DIO mice exhibit profound defects in fracture healing, including defective function of skeletal progenitors (24), early resorption of the soft callus, defective callus mineralization, and aberrant structure of collagen fibers (3, 23). DIO mice, as well as obese patients, are also widely accepted to exhibit a hyper-inflammatory state, with higher levels of serum cytokines mainly produced by activated myeloid cells that infiltrate the adipose tissue in high numbers in response to the hypertrophic expansion of adipose tissues (69). However, this systemic inflammatory state does not necessarily reflect the inflammatory environment in a healing tissue, and the immune-cell composition in the healing callus of the DIO mouse has never been characterized. Unlike the situation in adipose tissues, our data show that the myeloid precursor/PMN population, together with the monocyte populations, were proportionally reduced in DIO vs lean mice callus at d5, a primary timepoint of expansion/recruitment and activation of these cell types (**Figures 6A-D**). However, higher proportions of monocytes and macrophages were activated on d5 in the DIO mice than in the lean callus (**Figures 6E, F**; **S21E-J**). We did also observe a very marked increase in the proportion of DCs in the DIO callus relative to the lean callus (**Figure 6H**), and this increase was largely accounted for by recruitment/expansion of cDC2 and, particularly, Mo-DC (**Figures 6I, J**). As cDC2 and Mo-DC share CMP as a common precursor with PMNs, monocytes and macrophages, it is likely that the inflammatory environment in the callus of DIO mice biases development towards the DC lineage, resulting in more DC (**Figures 6H-J**) and less monocytes (**Figures 6C, D**). Further studies are required to elucidate this point.

The larger DC subpopulations in the DIO mice also display enhanced activation (**Figures 6L-O**), raising the possibility that this could lead to enhanced activation of the adaptive immune response in DIO mice. However, on d21, we observe lower proportions of NK cells (**Figure 7A**) and CD4^+^ T cells (**Figure 7B**) and similar proportions of CD8^+^ T cells (**Figure 7C**) and B cells (**Figure 7D**) in the DIO mice when compared to lean animals. Therefore, although there is a larger number of activated DC in the DIO callus, the imbalance we observe towards expansion of Mo-DC (**Figures 6J, K**) may prevent efficient development of a pro-healing lymphocyte response. Mo-DC appear to effectively upregulate MHC-II and costimulatory molecules in the DIO mice (**Figures 6N, O**), so this does not appear to be an obvious defect in the ability to activate naïve or memory T cells. Rather, this may represent a nuanced imprinting of adaptive immune cells after activation, perhaps achieved via the production of modulatory cytokines and other mediators by Mo-DC during activation of precursors. This is most obviously a potential outcome in the B cell compartment, in which a gross analysis shows that similar proportions of B cells exit in the callus of lean and DIO mice on both d5 and d21 (**Figure 7D**). However, closer analysis reveals that B cells in the DIO mice may be stuck at precursor stage of development, and therefore mature B cells, which aid in fracture healing, are lacking in the DIO mice (**Figures 7F–H**). This defect in the adaptive immune response alone, or combined with other alterations in the immune compartment, could account for multiple healing defects observed in DIO animals.

In conclusion, while the two waves of immune-cell infiltration into the callus have been previously reported, the results we are showing here characterize the stoichiometry and activation status of individual innate and adaptive immune-cell populations in the healing callus during each wave and identify cells that are specifically enriched in the callus as compared to unfractured bone and BM. Importantly, our data also recognize callus-specific enrichment of particular subsets of DC (Mo-DC and cDC2) during the inflammatory phase as well as a previously undescribed systemic B-cell response during the late repair and remodelling phases. Furthermore, our data underscore pronounced defetcs in the adaptive immune response during the late phases of healing in DIO mice, which migh aid in developing immunomodulatory agents to treat delayed healing and non-unions in diabetic patients.

## Materials and methods

### Animals

Lean and DIO, male C57BL/6J mice were purchased from The Jackson Laboratory (Bar Harbor, ME, USA) at the age of 18 weeks (high-fat diet feeding of DIO mice started at the age of 6 weeks). Mice were allowed to acclimate to the care facility for 2 weeks, during which DIO mice were placed on high-fat diet (60 kcal % fat; Open Source Diets, Research Diets Inc.), while the lean controls received lean diet (10 kcal % fat; Open Source Diets, Research Diets Inc.). At the end of the 2-week acclimation period, obesity was confirmed, and the body weight of DIO mice was significantly higher than that of lean mice (**Figure S25**). The animals were provided with ad libitum access to pelleted feed and water, and they were housed in a 12-hour light/dark cycle at 21.1°C to 22.8°C and 30% to 70% humidity. All animal protocols were approved by the University Committee on Animal Resources (IACUC) at the Pennsylvania State University College of Medicine. Notably, only male mice were used as female mice are more resistant to the development of obesity-associated metabolic changes (70, 71).

### Mid-diaphysis tibial fracture surgery

Open tibial fracture osteotomy was induced in the right hindlimb according to the established protocol that we described previously (3, 26). Fractures were stabilized using an intramedullary nail, and stabilization of the fracture site was confirmed by taking X-ray images post-operatively and at the harvest time using UltraFocus DXA system (Faxitron Bioptics). Harvest timepoints were decided based on studies published by us and others on the healing time course of this fracture model (3, 23, 26). Mice were kept on the corresponding lean or high-fat diet until harvest time.

### IF and histological staining

The fractured limb was harvested from the mid-femur to the tibiotalar joint to avoid disruption of the healing callus. Most of the surrounding soft tissues were removed, and the isolated tissue was fixed in 10% (v/v) neutral buffered formalin (Thermo Fisher Scientific). The intramedullary pin was removed, and the fixed tissue was then decalcified in 14% w/v EDTA tetrasodium (Thermo Fisher Scientific) and embedded in paraffin. Sagittal sections with 5-µm thicknesses spanning the center of the callus were collected. The sections were stained with Hematoxylin/Safranin-O/Fast Green or subjected to IF staining as we described previously (3, 26). Antibodies used in IF staining are listed in **Table S24**.

### RNA extraction and sequencing

Soft tissues surrounding the healing callus were completely removed, and the callus was harvested, avoiding the surrounding intact bone, and immediately snap frozen in liquid nitrogen. RNA was extracted according to the protocol we detailed previously (72). RNA-seq was performed as we described previously (26, 73) using three biological replicates (i.e., three callus tissues). Briefly, the Illumina^®^ Stranded mRNA Prep and Ligation kit (Illumina) was used to prepare cDNA libraries as follows. Oligo (dT) beads were used to purify poly(A) RNA from 200 ng total RNA, and the purified fraction was subjected to fragmentation and reverse transcription, followed by end repair, 3′ adenylation, and adaptor ligation. The unique dual index sequences (IDT^®^ for Illumina^®^ RNA UD Indexes Set A, Ligation, Illumina) were incorporated in the adaptors for multiplexed high-throughput sequencing. PCR amplification and SPRI bead purification (Beckman Coulter) were then performed. Size distribution and concentration of the final product were assessed using BioAnalyzer High Sensitivity DNA Kit (Agilent Technologies). Pooled libraries were diluted to 3 nM using 10 mM Tris-HCl (pH 8.5), denatured, loaded onto an S1 flow cell (Illumina NovaSeq 6000), and run for 2x53 cycles.

### Analysis of RNA-seq data

RNA-seq data were analyzed as we described previously (26). Briefly, Illumina bcl2fastq (released version 2.20.0.422) was used to generate De-multiplexed and adapter-trimmed sequencing reads, allowing no mismatches in the index read. Low quality sequences were trimmed/filtered using BBDuk (ourceforge.net/projects/bbmap/) and the “qtrim=lr trimq=10 maq=10” option. HISAT2 (version 2.1.0) was used to align the filtered reads to the mouse reference genome (GRCm38), applying –no-mixed and –no-discordant options. HTSeq was used to calculate read counts, and DESeq2 was used to determine differentially expressed genes.

For analysis of gene expression profile over the time course, we first applied a generalized linear model (GLM) to raw read counts fitted with a negative binomial distribution and obtained TMM (trimmed mean of M-values)-normalized read counts using an R package TCC (74). Another R package maSigPro (75) was then used to identify differentially expressed genes over the time course between the lean and DIO groups. maSigPro applies linear regression to model gene expression and selects differentially expressed genes. Using Polynomial degree=2 and Q=0.05 as significance cutoffs, we identified the differentially expressed genes between the lean and DIO groups. For GO analysis, the integrated Differential Expression and Pathway analysis (iDEP) (76) and ShinyGO (77) were used, and heatmaps were prepared using iDEP.

### RT-qPCR

cDNA was prepared using ~ 1 μg RNA and SuperScript IV Reverse Transcriptase (Thermo Fisher Scientific). qPCR was performed using TaqMan Fast Advanced Master Mix and TaqMan Gene-Expression Assays (Thermo Fisher Scientific).

### Flow cytometry analysis

The mice were sacrificed, and the healing hematoma of d5 was collected or the healing callus of d21 was shaved. The surrounding cortical bone was avoided. The contralateral, unfractured tibia was also collected from each mouse, the BM was completely flushed out, and each tissue was processed and analyzed separately. The soft tissues were completely removed from the calli and bones. The harvested tissues were minced and digested for 1 h at 37° C in a mixture of collagenase/dispase (1 µg/ml, catalog: 10269638001, Roche) and collagenase D (3 mg/ml, catalog: 11088882001, Roche). The red blood cells were then lysed using 1X RBC lysis buffer (Catalog # 00-4333-57, eBioscience) according to the manufacturer’s protocol. The cells were counted, blocked using 24G2 hybridoma and 20% serum, and stained using the antibodies described in **Table S24**. Isotype controls and fluorescence-minus-one (FMO) controls were employed. The cells were sorted using 23-color BD FACS Symphony (BD Biosciences, San Jose, CA), and the results were analyzed using FlowJo Software 10.6.2 (Treestar, Ashland, OR). The experiment was repeated for 3 biological replicates, and 5 calli were pooled for each replicate.

### Statistical analysis

ANOVA (followed by Tukey’s *post hoc* test) was used to determine statistical significance among three or more groups. Statistical analyses were performed using the GraphPad Prism software. The following symbols were used to indicate significance: (ns) *P* ≥ 0.05; (*) *P* < 0.05; (**) *P* < 0.01; (***) *P* < 0.001.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE240390 (GEO- https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240390).

## Ethics statement

The animal study was approved by University Committee on Animal Resources (IACUC) at the Pennsylvania State University College of Medicine. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

CN and RE contributed to conception and design of the study. DK and IR generated the data. All authors contributed to data analysis and interpretation. CN and RE wrote the first draft of the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Distinct defects in early innate and late adaptive immune responses typify impaired fracture healing in diet-induced obesity
**Source:** Front Immunol. 2023 Oct 3;14:1250309. doi: 10.3389/fimmu.2023.1250309
**Supplement:** Supplementary file 2

**Table S8. Phenotype of immune cells**

| **Cell Type** | **Cell Subsets** | **Phenotype** |
| --- | --- | --- |
| Immune Cells |  | CD45^+^ |
| Polymorphonuclear granulocytes (PMNs) and myeloid cell progenitors |  | CD45^+^, CD3^-^, CD19^-^, NK1.1^-^, CD11b^+^, F4/80^-^, Ly6C^+^, Ly6G^+^ |
| Macrophages |  | CD45^+^, CD3^-^, CD19^-^, NK1.1^-^, CD11b^+^, F4/80^+^, Ly6C^-^ |
| Monocytes |  | CD45^+^, CD3^-^, CD19^-^, NK1.1^-^, CD11b^+^, F4/80^-^, Ly6G^-^, Ly6C^+^ |
|  | Non-Classical Monocytes | CD45^+^, CD3^-^, CD19^-^, NK1.1^-^, CD11b^+^, F4/80^+^, Ly6G^-^, Ly6C^Lo^ |
|  | Classical Monocytes | CD45^+^, CD3^-^, CD19^-^, NK1.1^-^, CD11b^+^, F4/80^+^, Ly6G^-^, Ly6C^Hi^ |
| Bulk Dendritic cells (DC) |  | CD45^+^, CD3^-^, CD19^-^, NK1.1^-^, F4/80^-^, CD11c^+^ |
|  | Conventional DC 1 (cDC1) | CD45^+^, CD3^-^, CD19^-^, NK1.1^-^, F4/80^-^, CD11c^+^, B220^-^, Ly6C^-^, CD11b^-^, CD8α^+^ |
|  | Conventional DC 2 (cDC2) | CD45^+^, CD3^-^, CD19^-^, NK1.1^-^, F4/80^-^, CD11c^+^, B220^-^, Ly6C^-^, CD11b^+^, CD8α^-^ |
|  | Plasmacytoid DC (pDC) | CD45^+^, CD3^-^, CD19^-^, NK1.1^-^, F4/80^-^, CD11c^+^, B220^+^ |
|  | Monocyte-Derived DC (Mo-DC) | CD45^+^, CD3^-^, CD19^-^, NK1.1^-^, F4/80^-^, CD11c^+^, B220^-^, Ly6C^+^ |
| NK Cells |  | CD45^+^, CD19^-^, NK1.1^+^, CD3^-^ |
| NK T cells |  | CD45^+^, CD19^-^, NK1.1^+^, CD3^+^ |
| Bulk T cells |  | CD45^+^, CD19^-^, NK1.1^-^, CD3^+^ |
|  | CD4^+^ T cells | CD45^+^, CD19^-^, NK1.1^-^, CD3^+^, CD4^+^, CD8^-^ |
|  | CD8^+^ T cells | CD45^+^, CD19^-^, NK1.1^-^, CD3^+^, CD4^-^, CD8^+^ |
|  | CD4^-^ CD8^-^ T cells | CD45^+^, CD19^-^, NK1.1^-^, CD3^+^, CD4^-^, CD8^-^ |
| B cells |  | CD45^+^, NK1.1^-^, CD3^-^, CD19^+^ |
|  | Mature B cells | CD45^+^, NK1.1^-^, CD3^-^, CD19^+^, B220^Hi^ |
|  | Immature (Pro?) B cells | CD45^+^, NK1.1^-^, CD3^-^, CD19^+^, B220^Lo^ |

# Supplementary material for: Distinct defects in early innate and late adaptive immune responses typify impaired fracture healing in diet-induced obesity
**Source:** Front Immunol. 2023 Oct 3;14:1250309. doi: 10.3389/fimmu.2023.1250309
**Supplement:** Supplementary file 3

**Table S24. List of antibodies**

**IF staining**

| **Protein** | **Primary antibody** |
| --- | --- |
| Col I | Abcam  (biotinylated primary antibody; ab24821) |
| Col II | Abcam  (ab34712) |
| Col X | Abcam  (ab58632) |

**Flow cytometry**

| **Protein** | **Antibody** |
| --- | --- |
| CD11b | BD Pharmingen™ Alexa Fluor™ 488 Rat Anti-CD11b  557672 |
| CD40 | BD OptiBuild™ BB700 Rat Anti-Mouse CD40  742136 |
| CD4 | Brilliant Violet 421™ anti-mouse CD4 Antibody  100437 |
| GITRL | BD OptiBuild™ BV480 Rat Anti-Mouse GITR Ligand  746507 |
| CD19 | Brilliant Violet 785™ anti-mouse CD19 Antibody  115543 |
| TCR β | BD Pharmingen™ APC Hamster Anti-Mouse TCR β Chain  553174 |
| Ly6C | BD Horizon™ R718 Rat Anti-Mouse Ly-6C  566987 |
| CD11c | APC/Cyanine7 anti-mouse CD11c Antibody  117324 |
| NK-1.1 | BD Horizon™ BUV395 Mouse Anti-Mouse NK-1.1  564144 |
| CD80 | BD OptiBuild™ BUV496 Hamster Anti-Mouse CD80  741091 |
| Ly6G | BD Horizon™ BUV563 Rat Anti-Mouse Ly-6G  612921 |
| F4/80 | BD OptiBuild™ BUV737 Rat Anti-Mouse F4/80  749283 |
| MHC class II | PE anti-mouse I-A/I-E Antibody  107608 |
| CD8a | PE/Cyanine5 anti-mouse CD8a Antibody  100710 |
| CD86 | BD Pharmingen™ PE-Cy™7 Rat Anti-Mouse CD86  560582 |
| CD45R/B220 | BD Horizon™ BV711 Rat Anti-Mouse CD45R/B220  563892 |
| CD45 | BD Horizon™ BV650 Rat Anti-Mouse CD45  563410 |

# Supplementary material for: Distinct defects in early innate and late adaptive immune responses typify impaired fracture healing in diet-induced obesity
**Source:** Front Immunol. 2023 Oct 3;14:1250309. doi: 10.3389/fimmu.2023.1250309

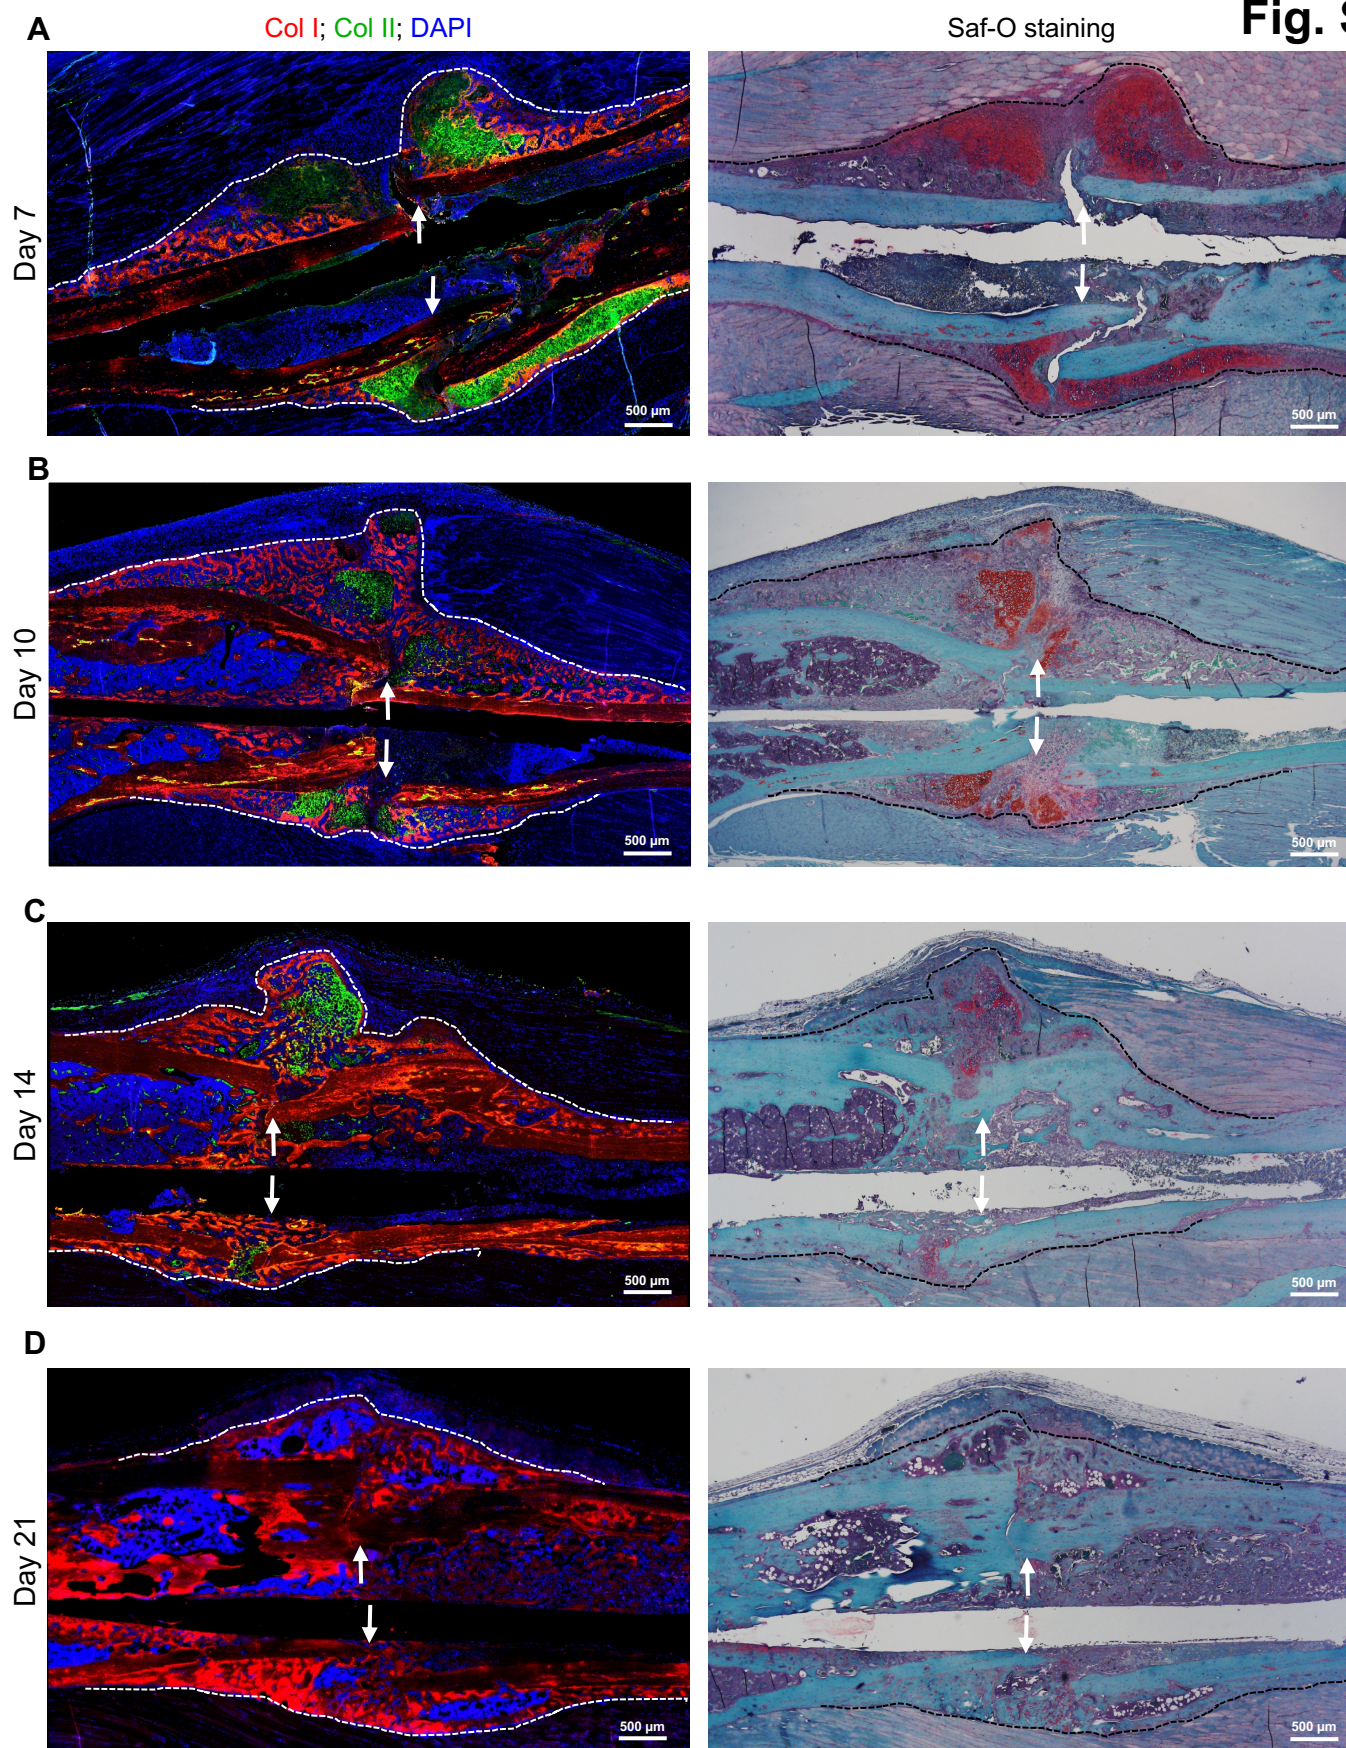

## Principal component analysis (PCA)

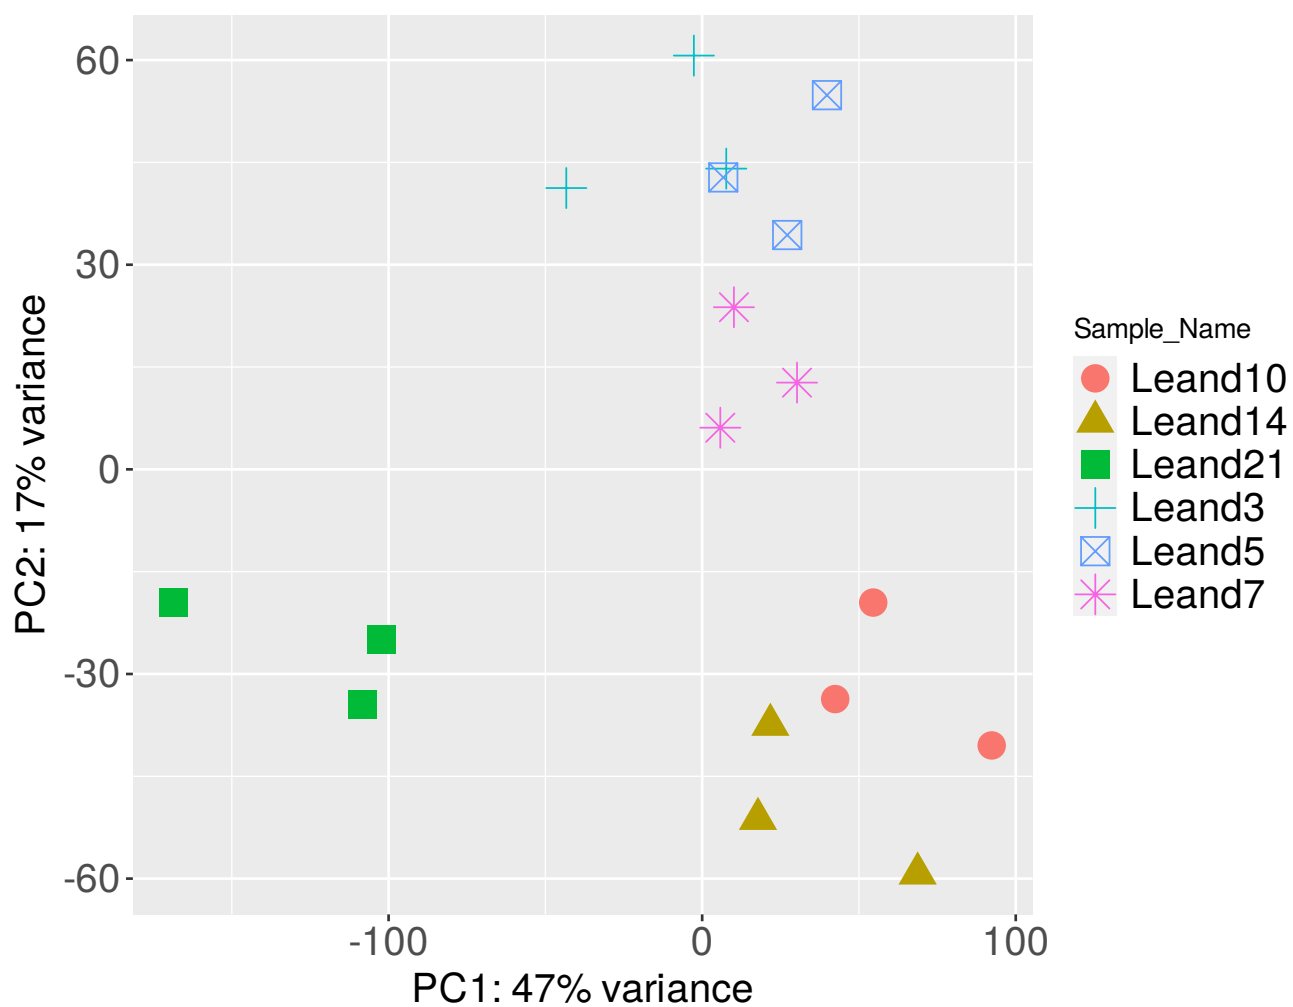

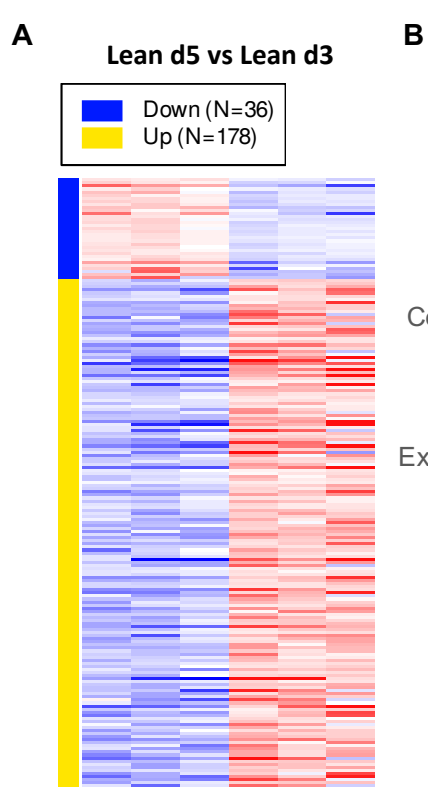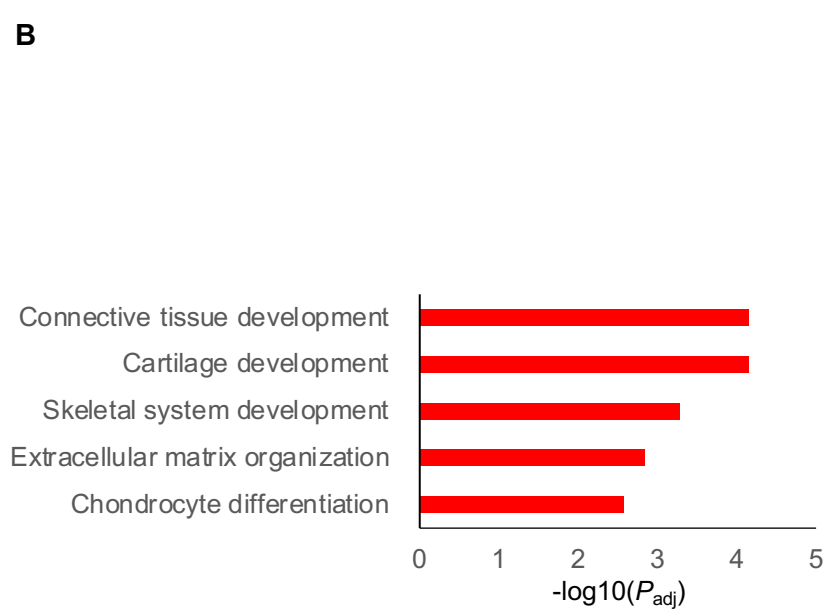

A

Lean d7 vs d3

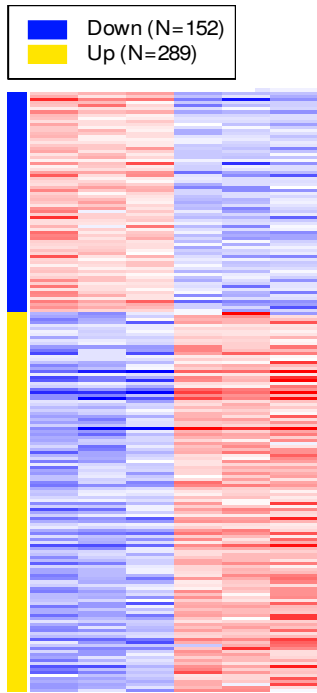

B

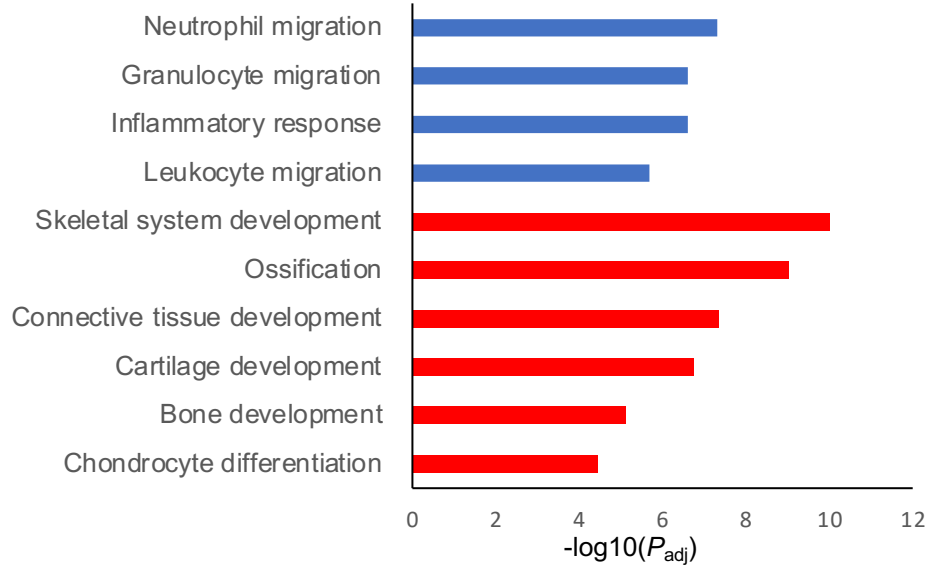

A

Lean d10 vs d7

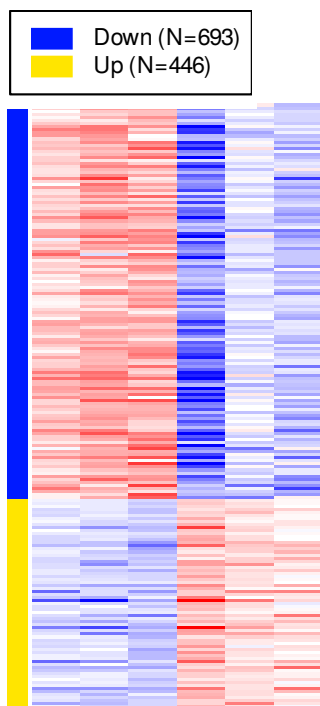

B

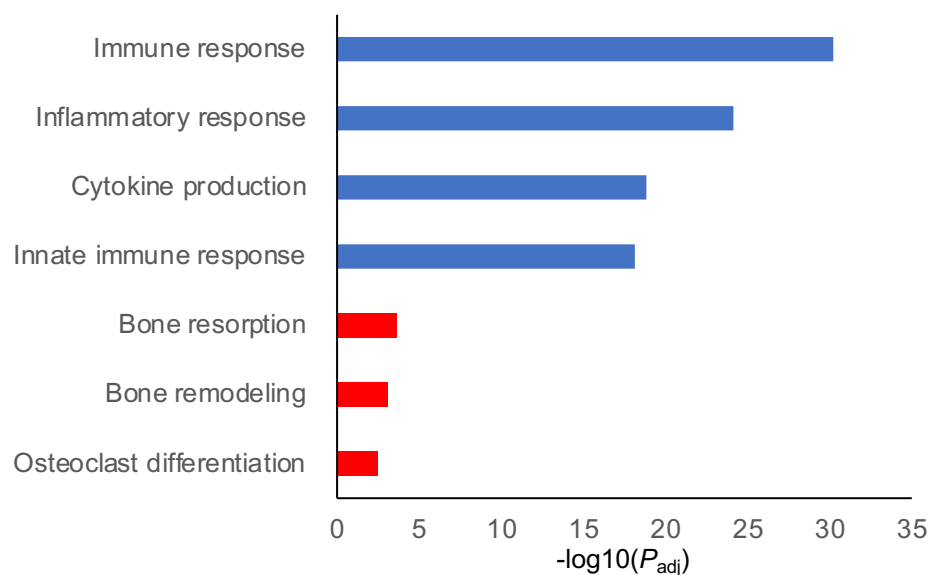

A

# Lean d14 vs d10

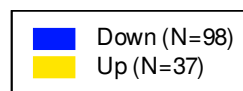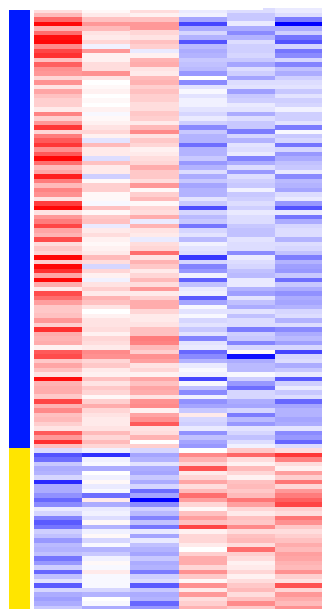

B

• Down

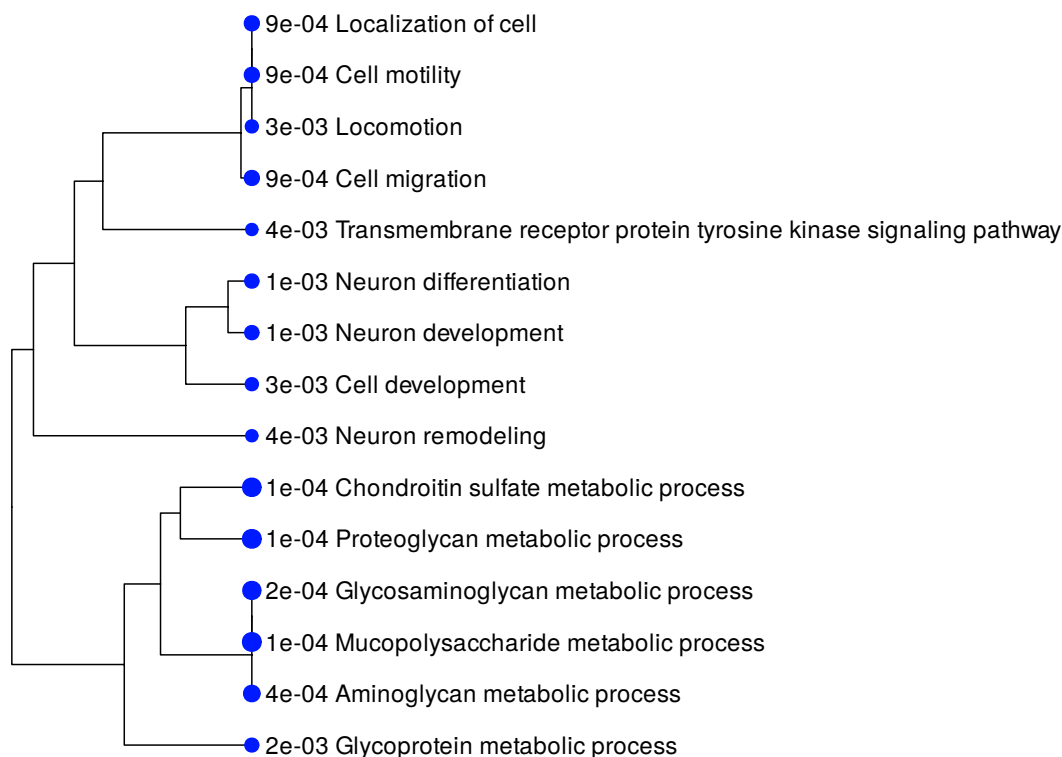

A

Lean d21 vs d14

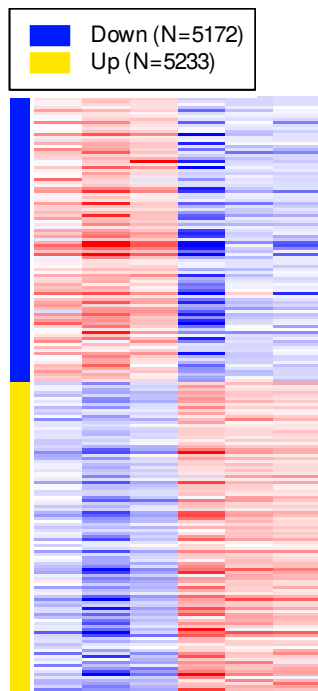

B

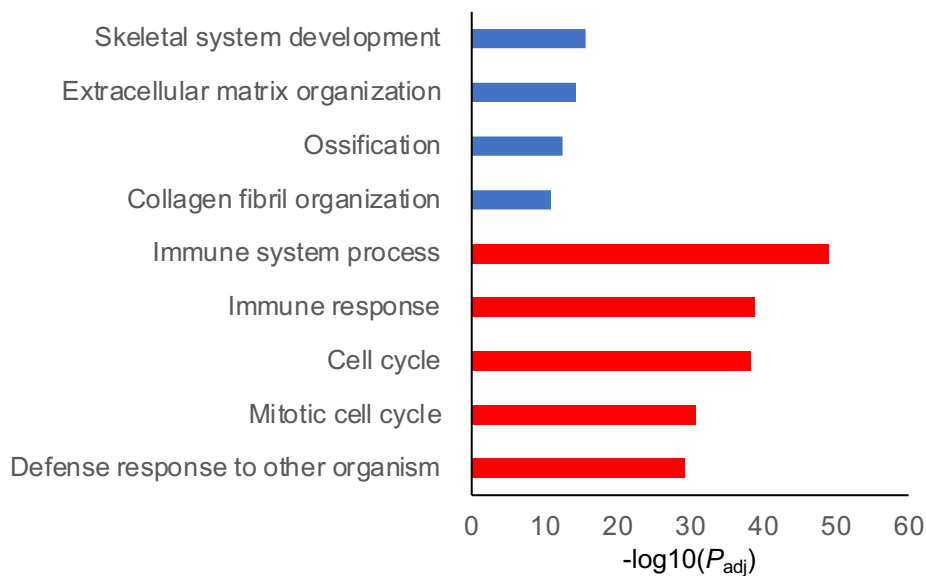

C

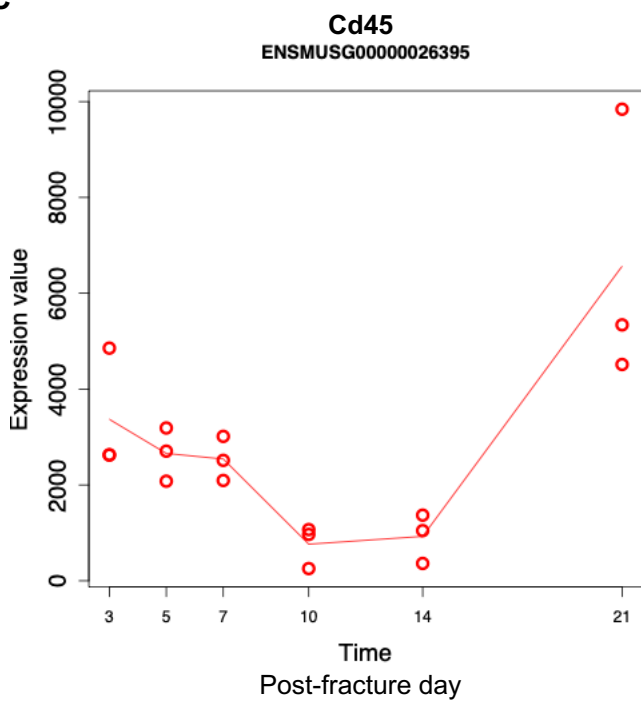

Fig. S8

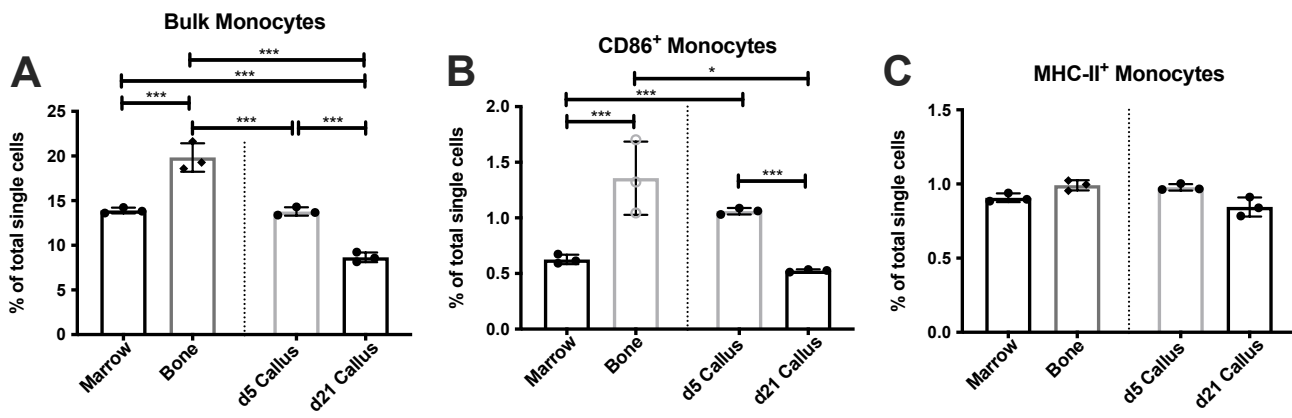

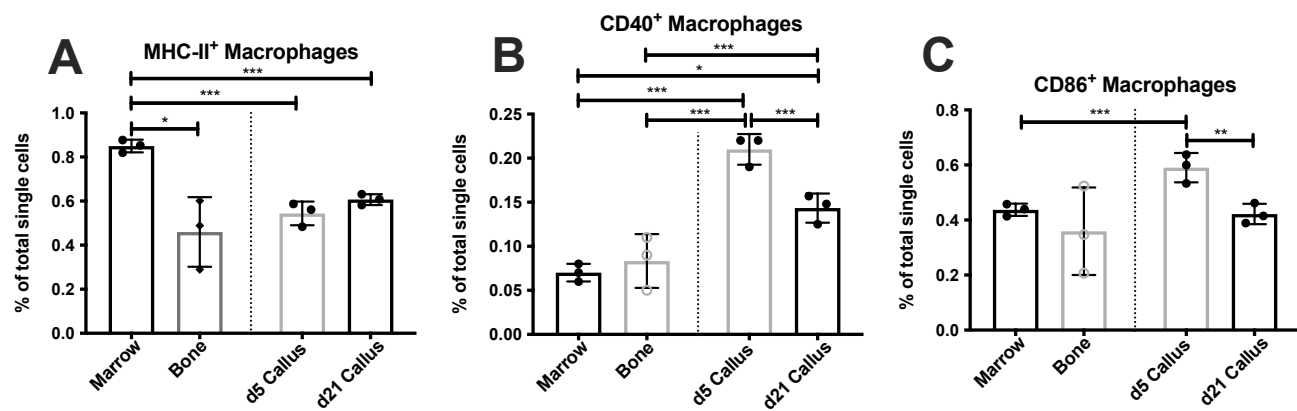

**Fig. S10**

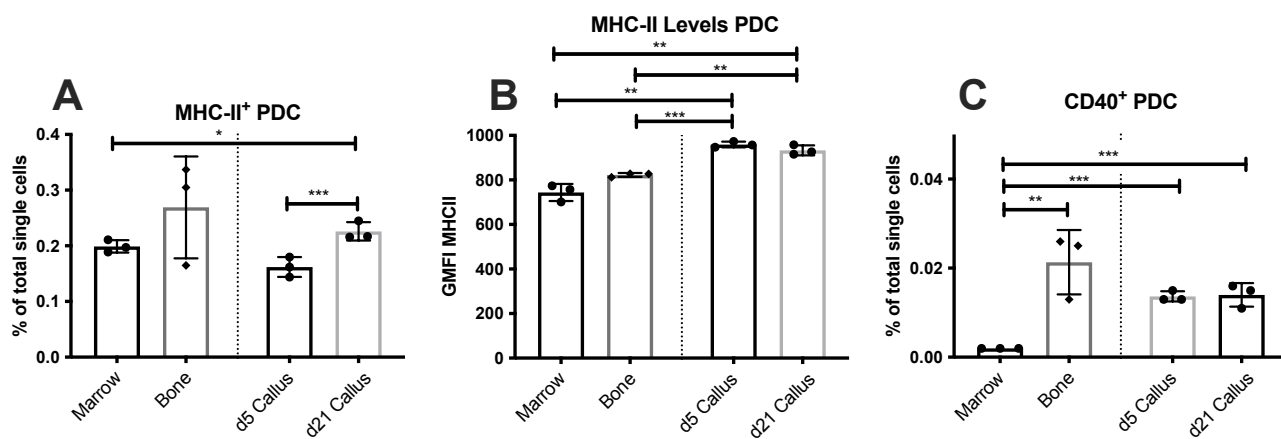

**Fig. S11**

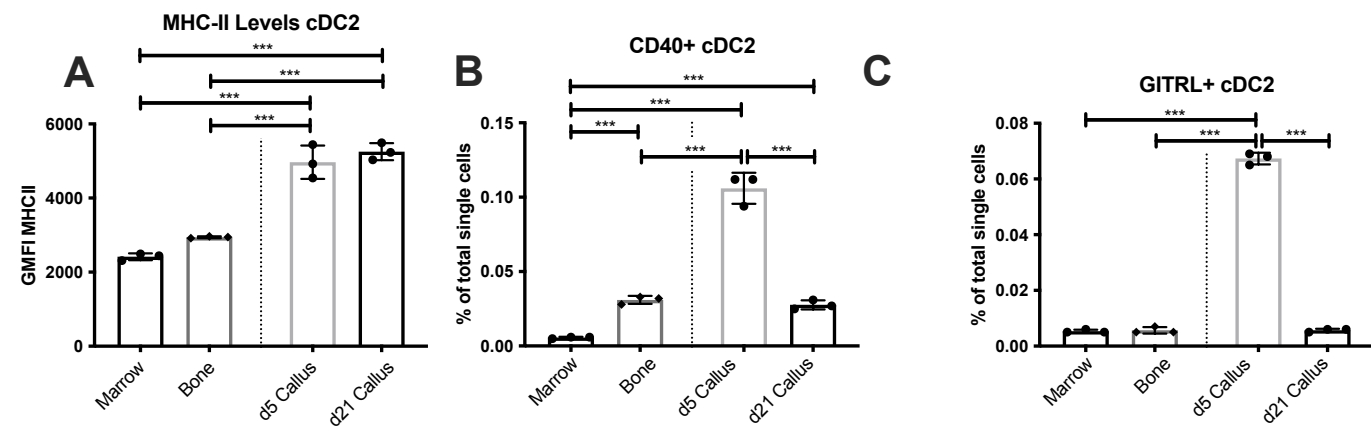

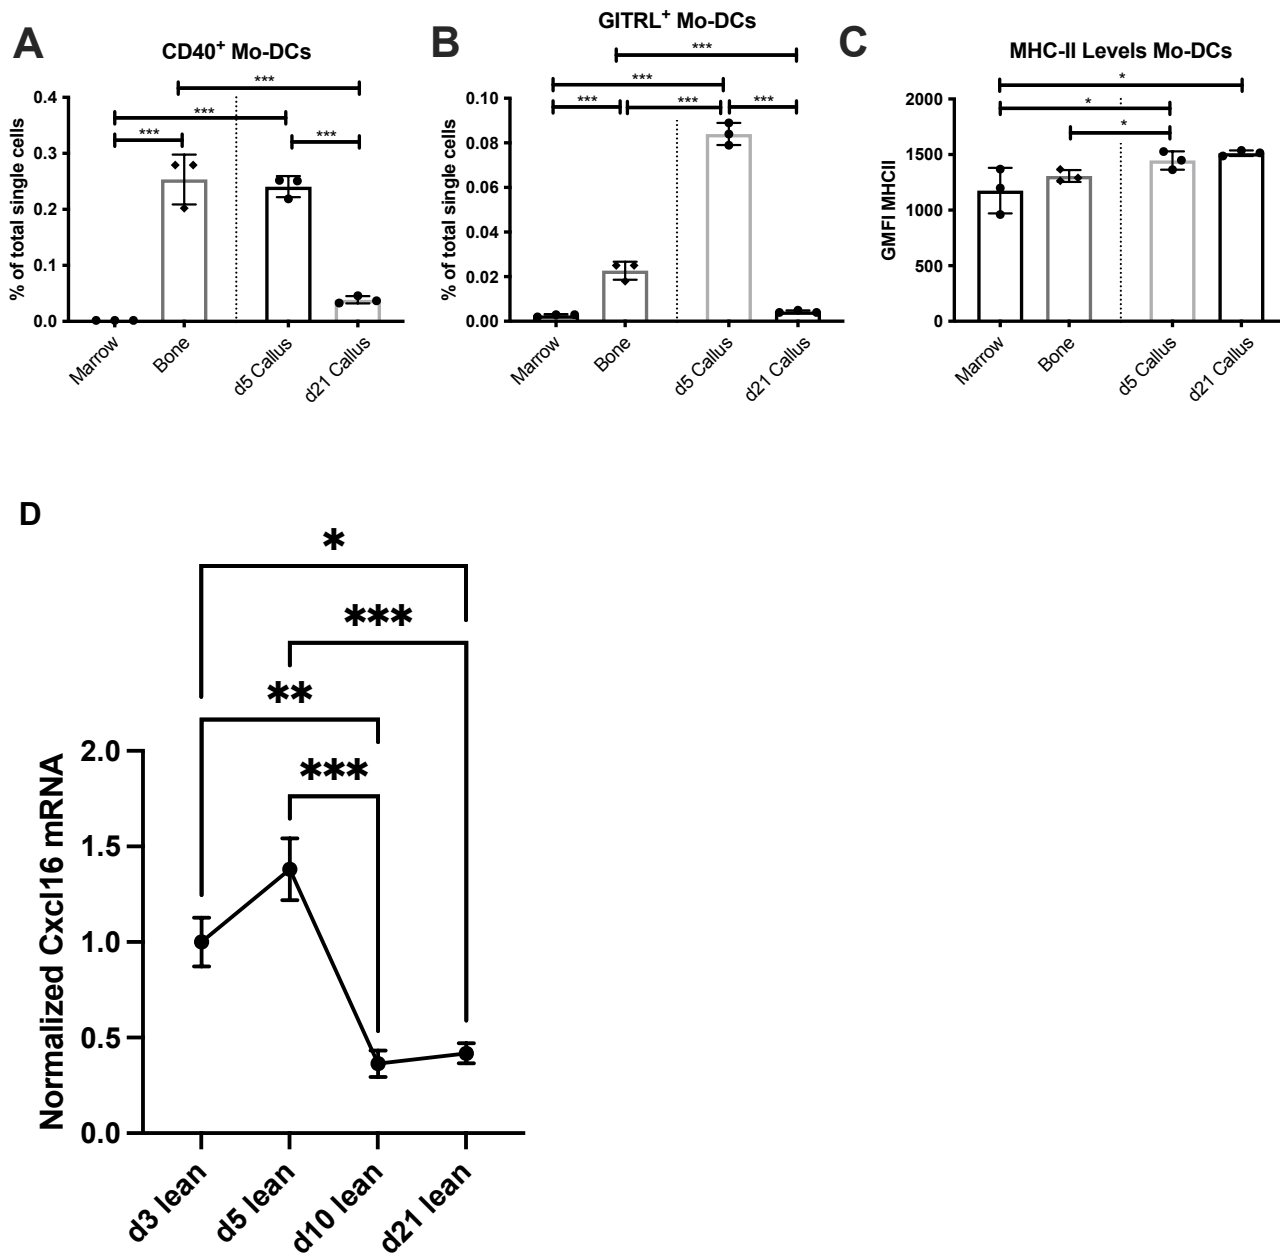

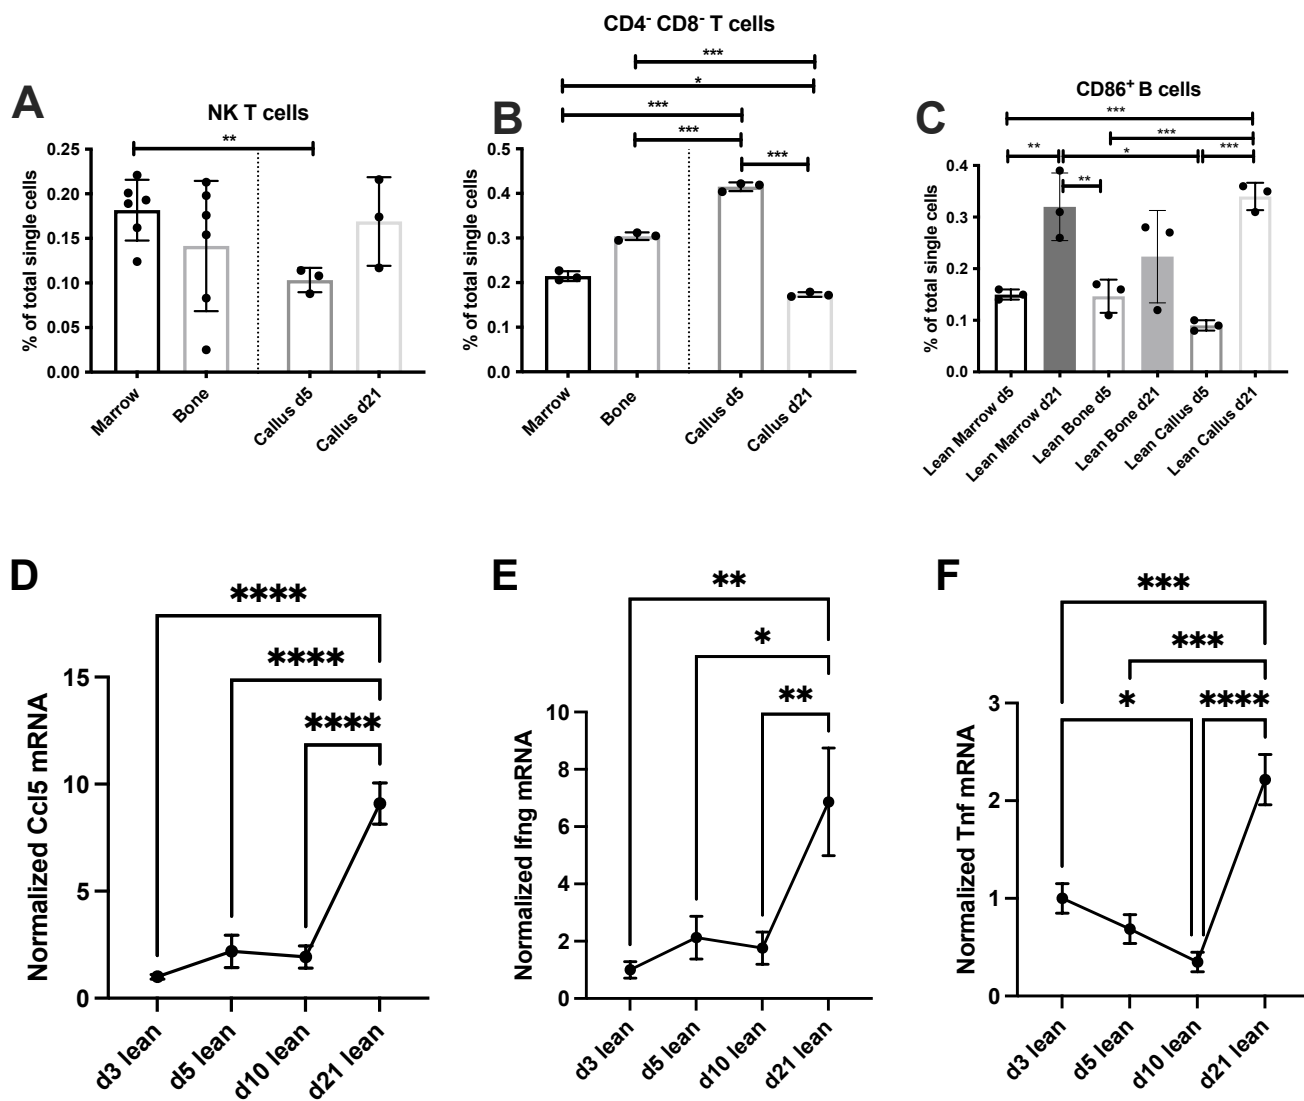

**A**

Col I; Col II; DAPI

Saf-O staining

Day 7

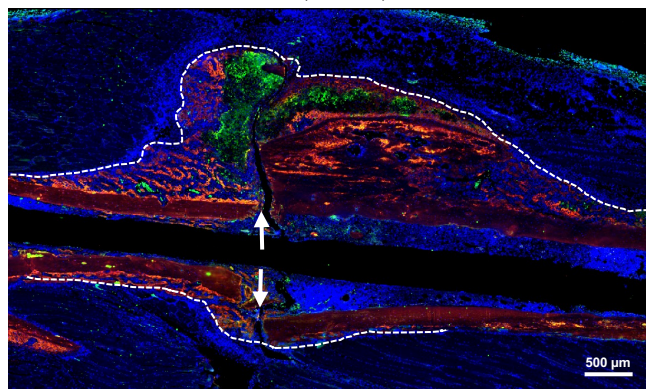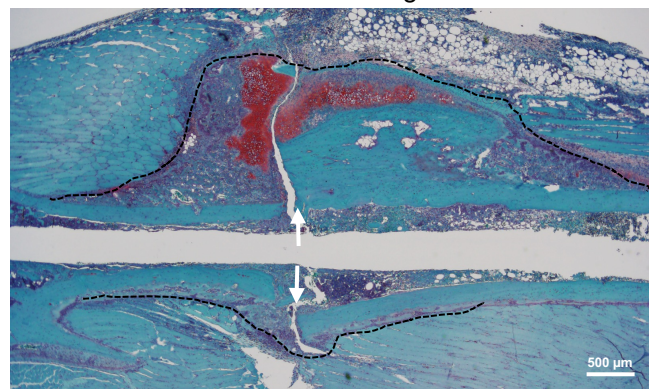

**B**

Day 10

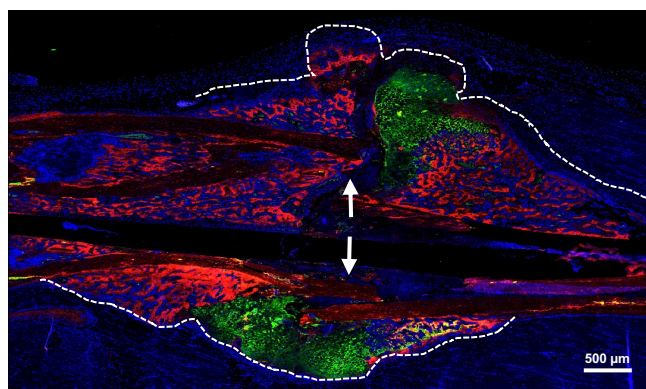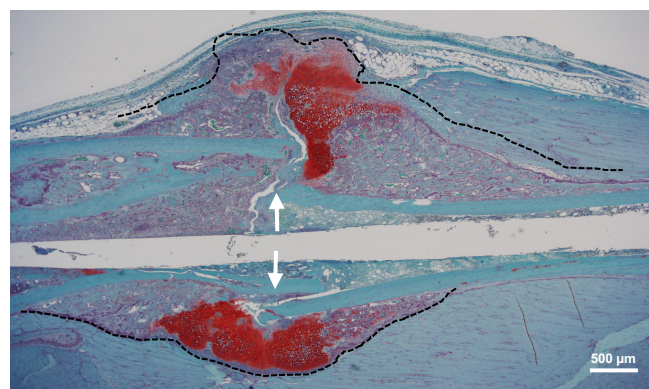

**C**

Day 14

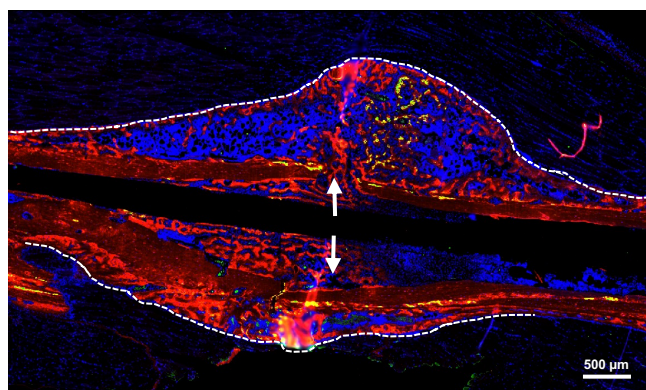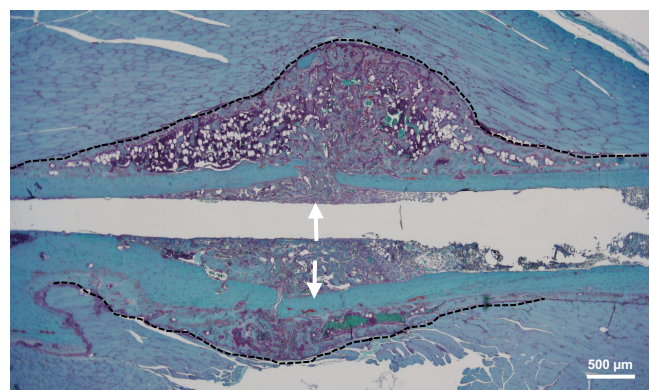

**D**

Day 21

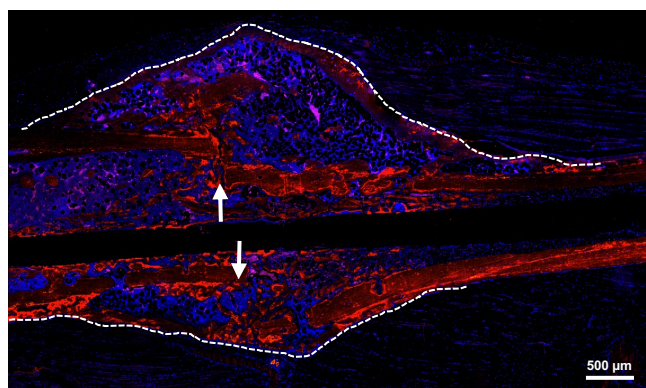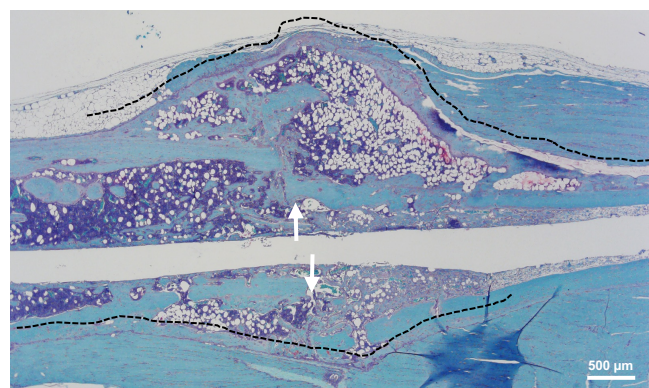

A

Day 3 DIO vs Lean (DEG2)

B

Day 3 DIO vs lean

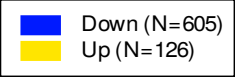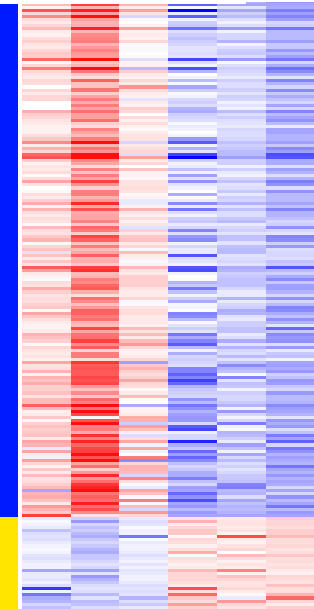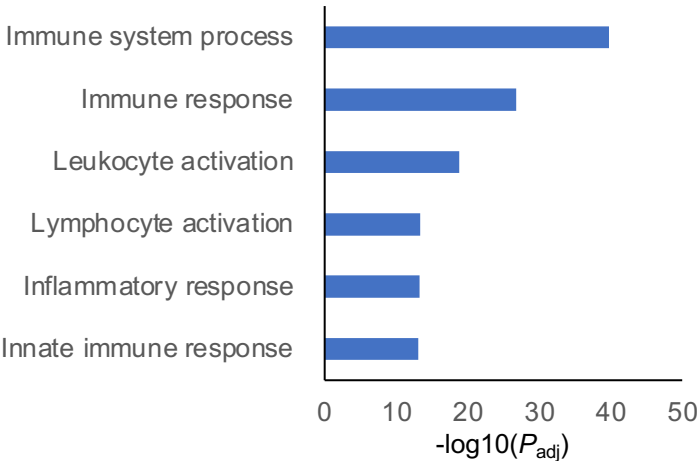

A

Day 5 DIO vs lean

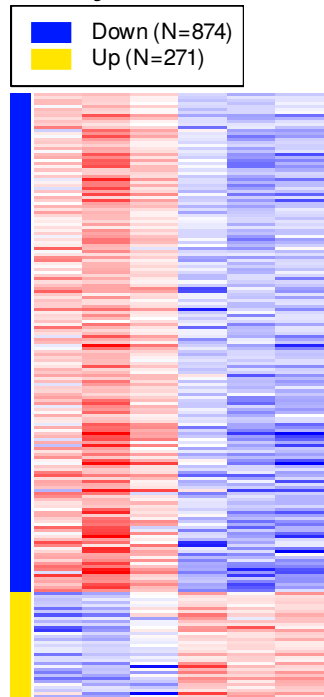

B

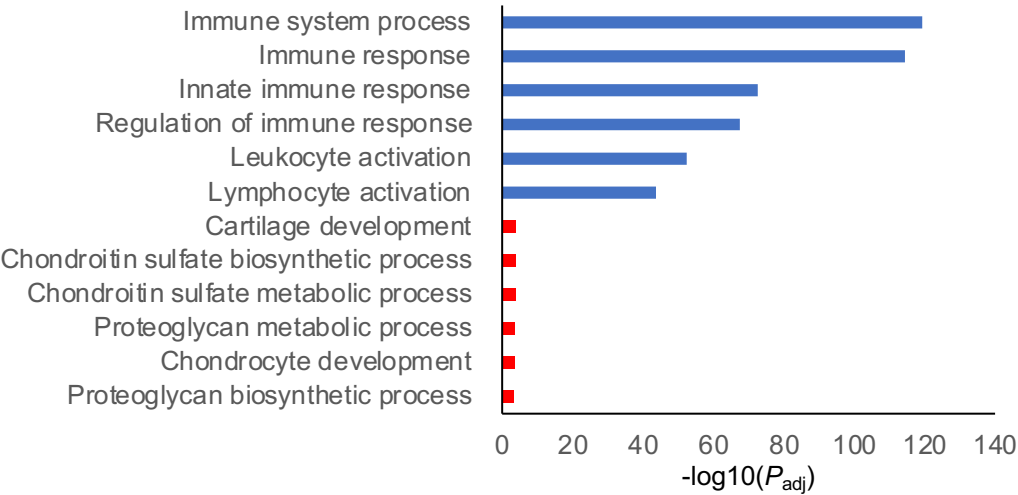

**A** **Day 7 DIO vs lean** **B**

Down (N=430)  
Up (N=506)

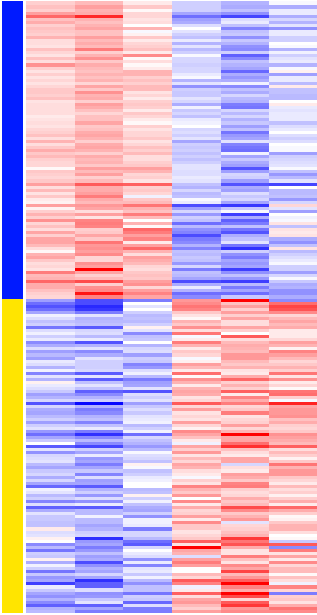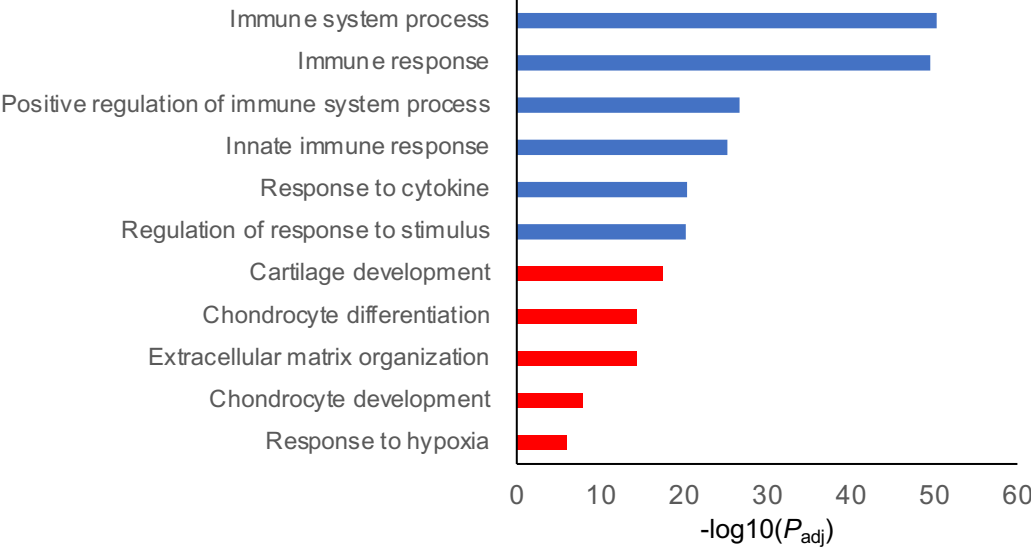

**A** Day 10 DIO vs lean

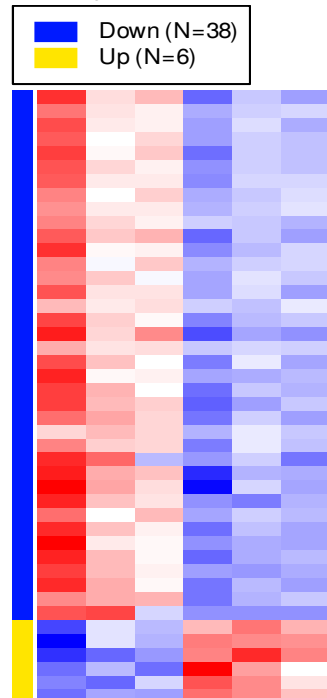

**B**

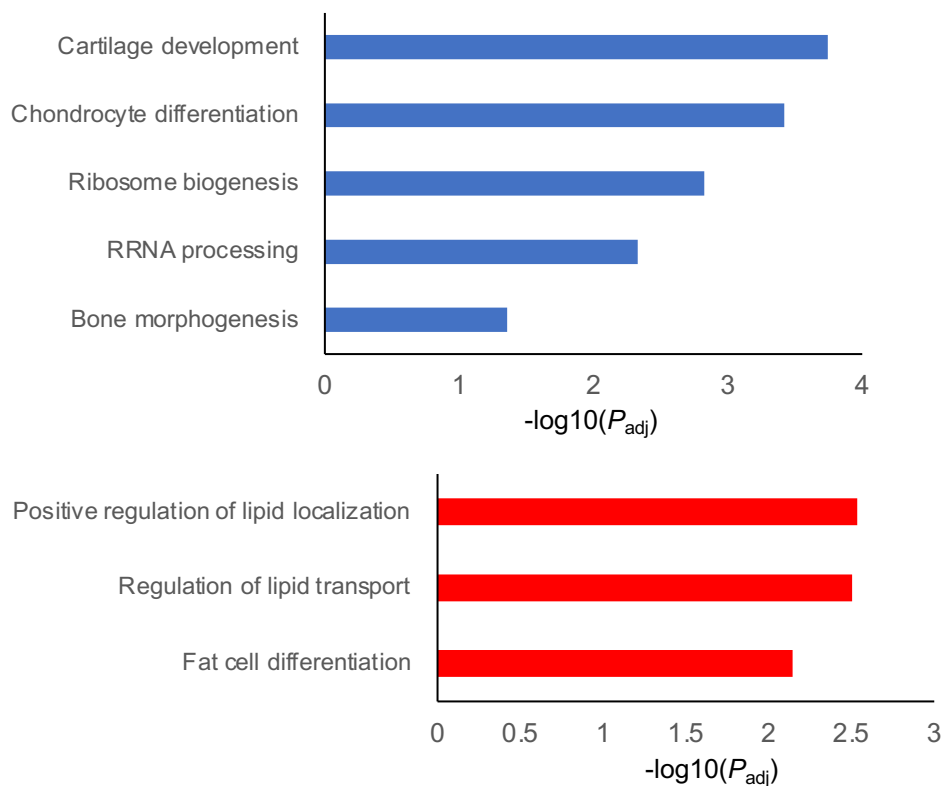

**C**

**Acan**

ENSMUSG00000030607

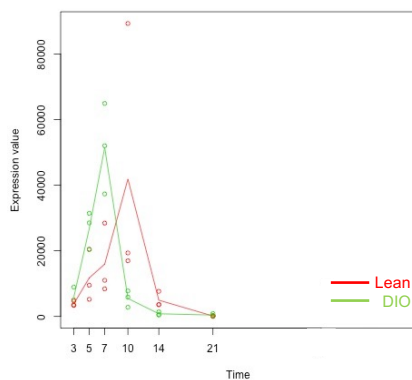

**Col2a1**

ENSMUSG00000022483

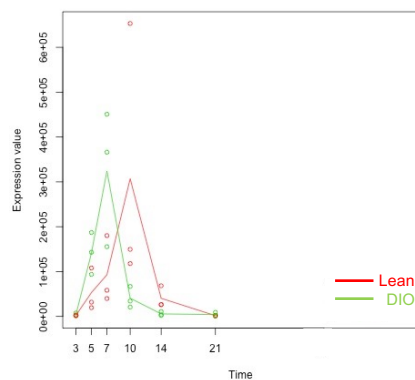

A

Day 14 DIO vs lean

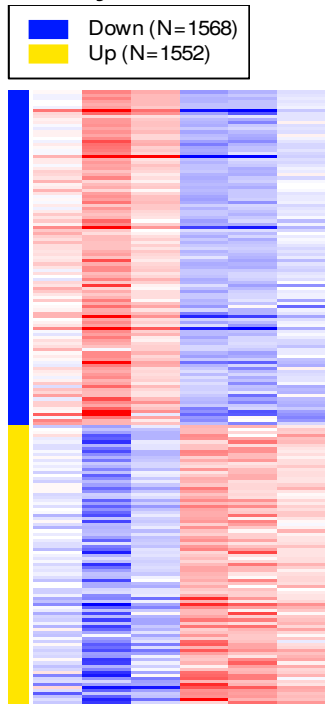

B

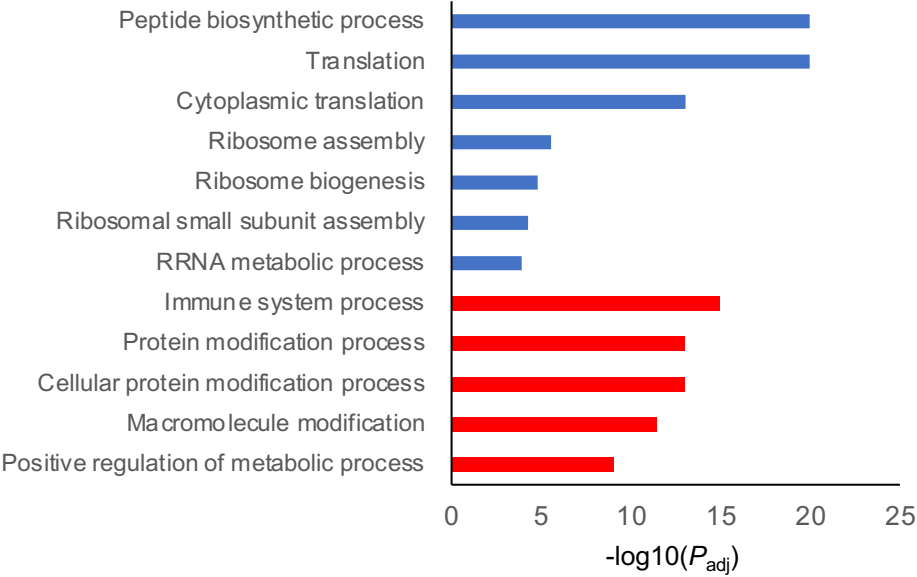

A

Day 21 DIO vs lean

Down (N=248)  
Up (N=122)

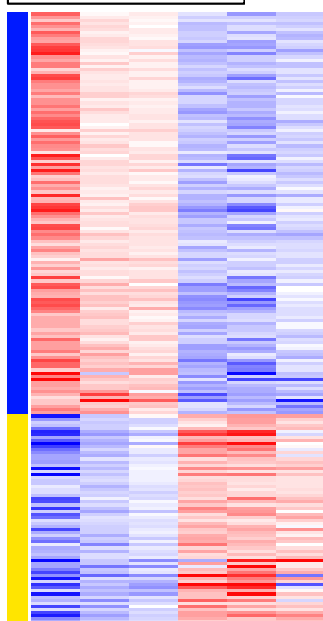

B

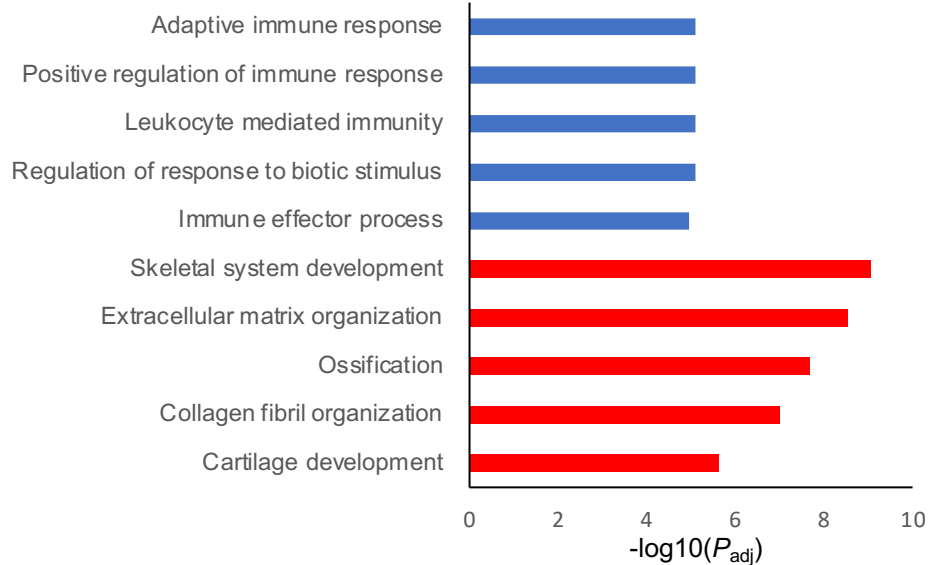

**Fig. S21**

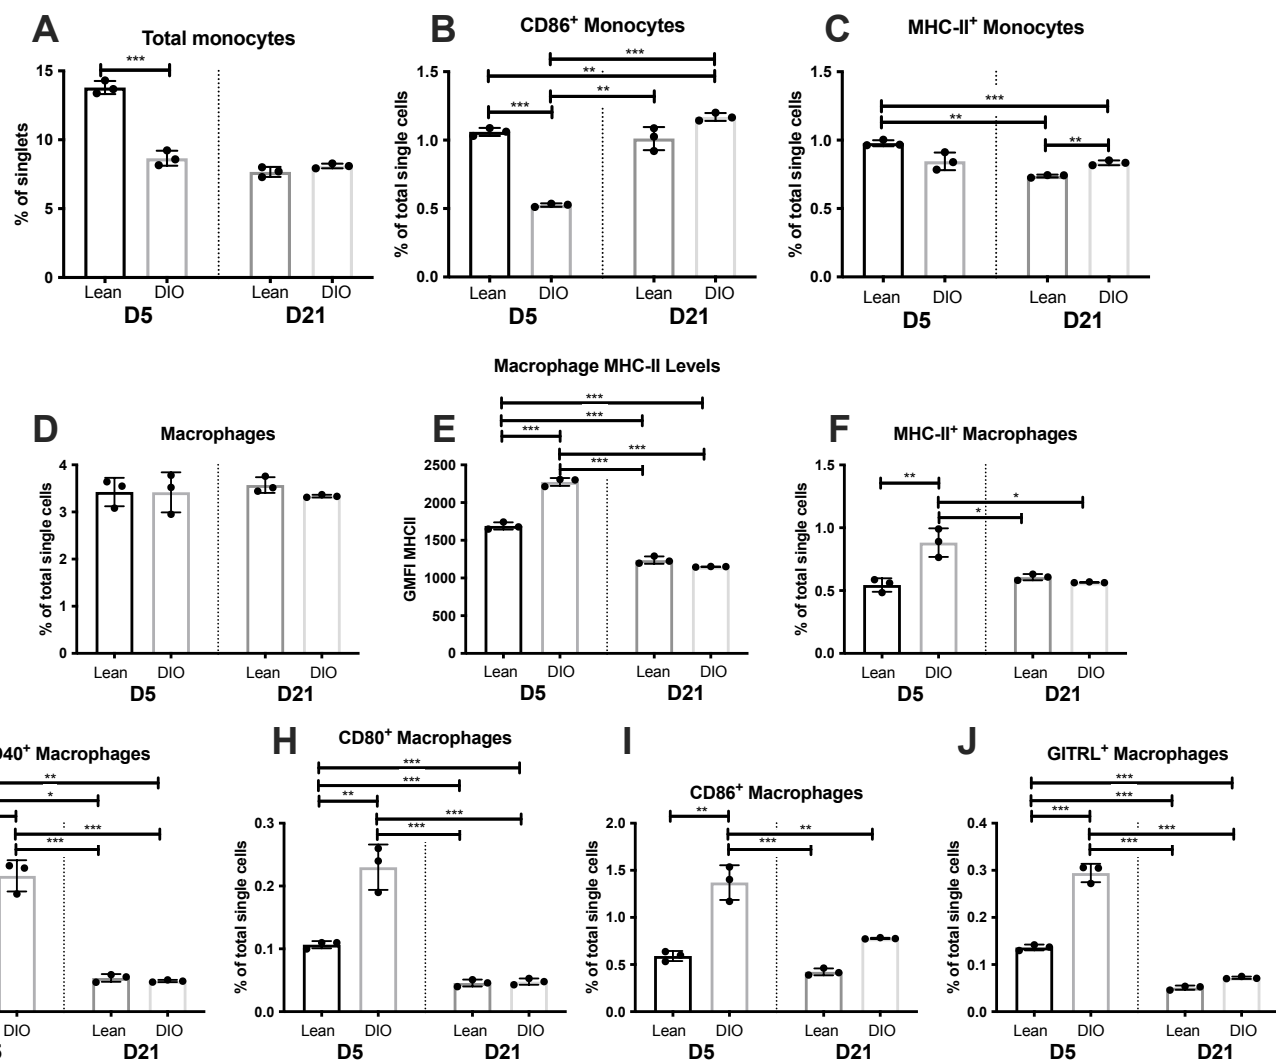

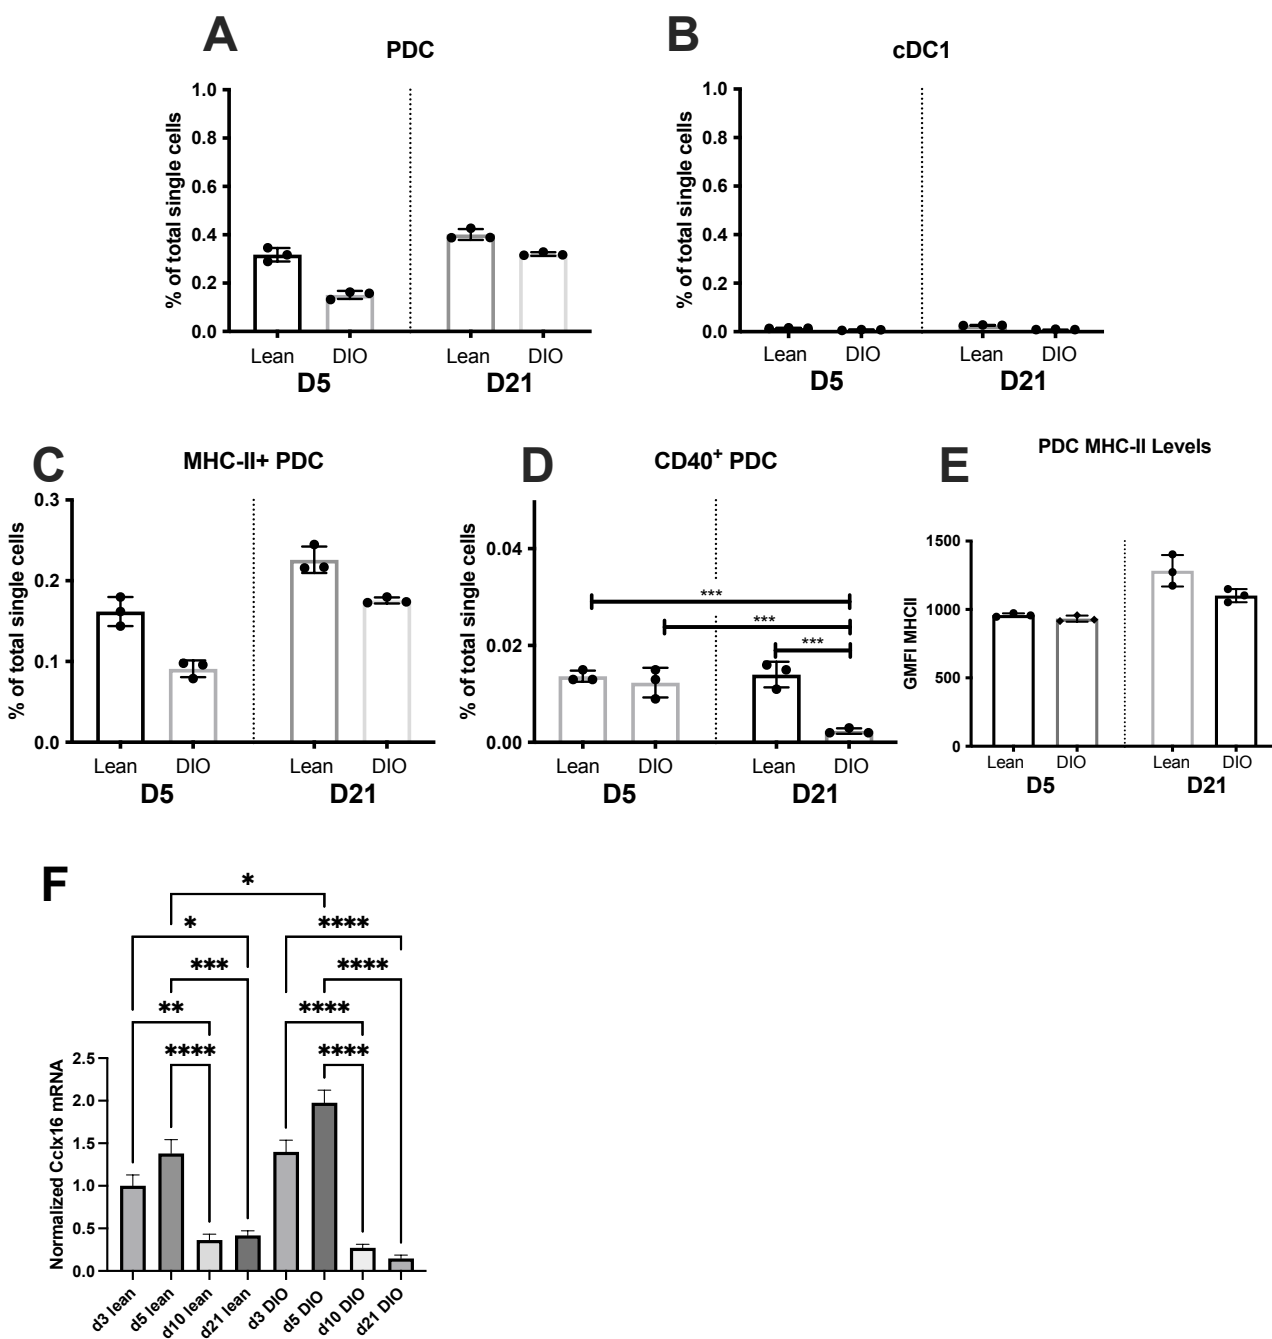

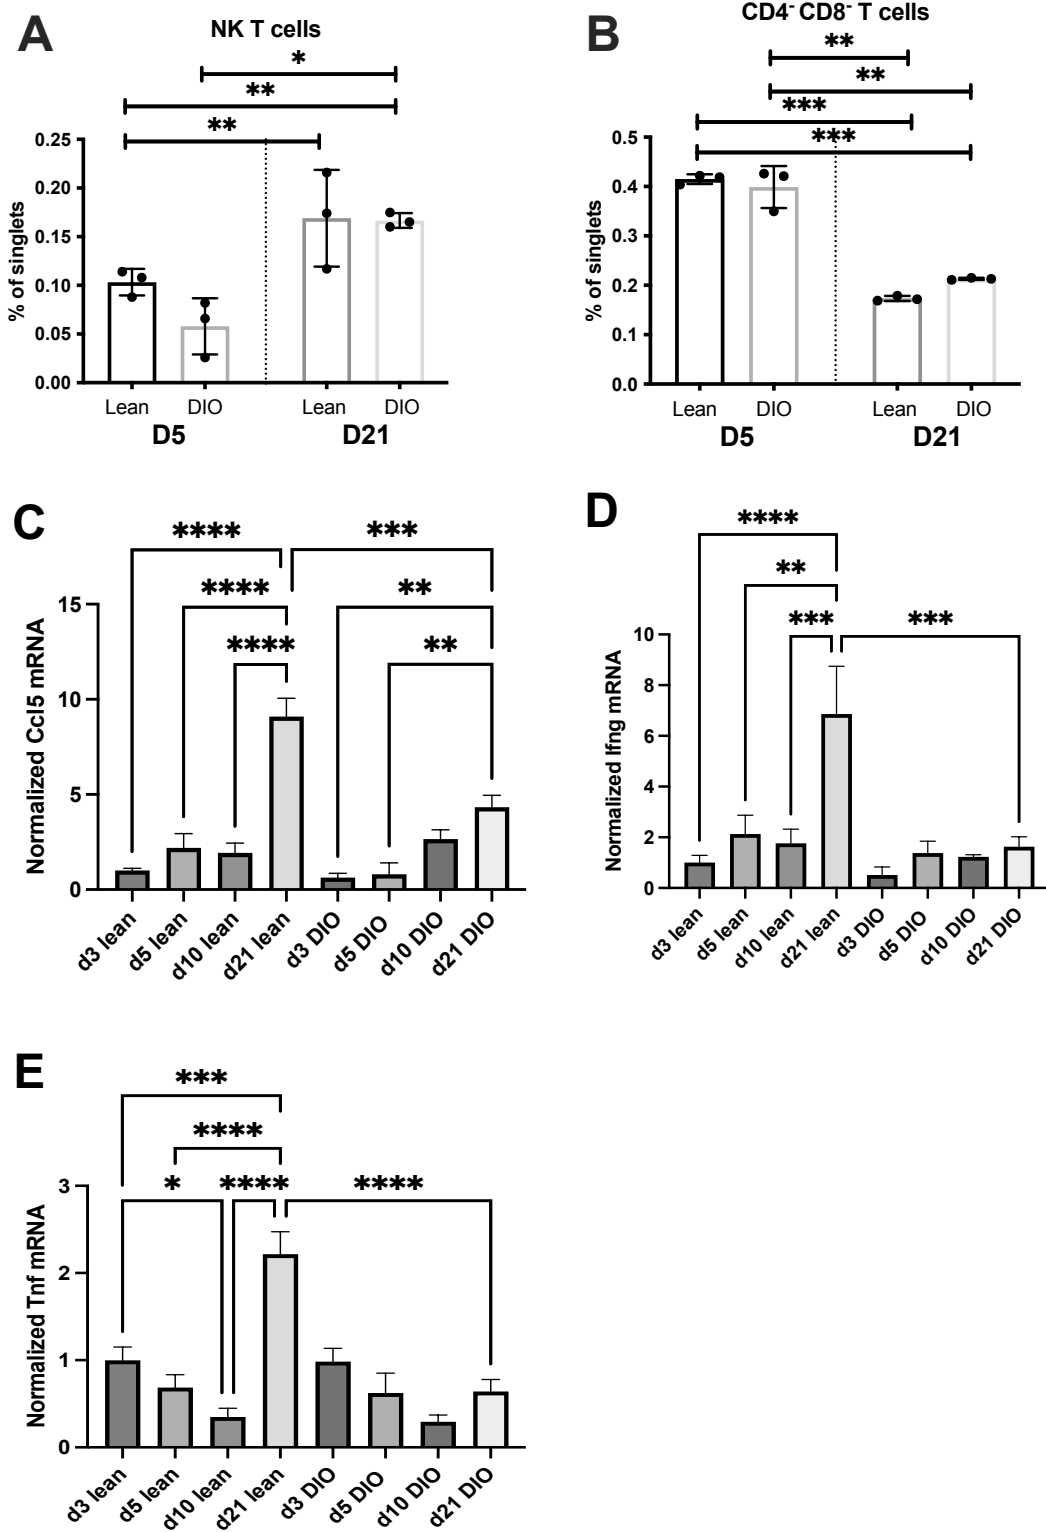

A

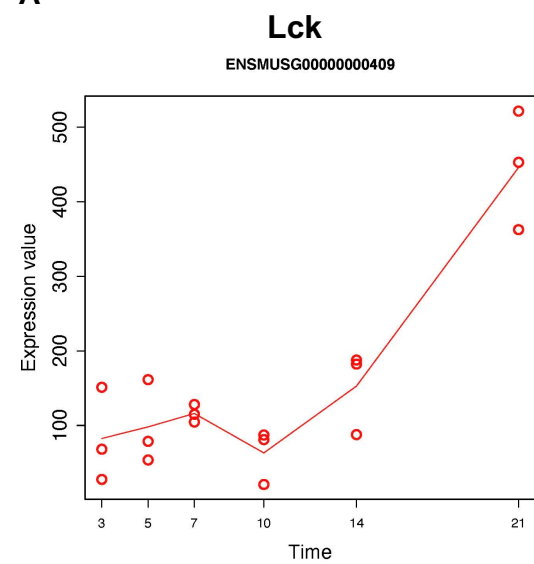

B

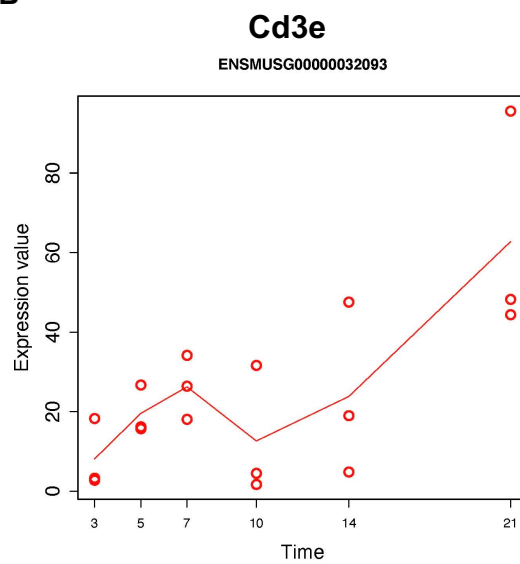

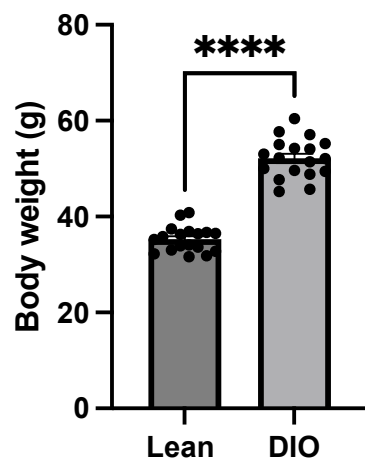

**Supplement:** Supplementary Figure 1 — (A-D, left) IF co-staining of Col I (red) and Col II (green). DAPI stains nuclei (blue). White arrows in each panel point to the fracture line. The dashed white line outlines the callus. The images show the full callus area from which panels in Figures 1A-D were cropped. The scale bar = 500 µm. (A-D, right) Safranin O/fast green (Saf-O) staining of the same sections shown in the left panels. The reddish orange staining denotes the extracellular matrix of the soft callus. The scale bar = 500 µm.

How the deposited data were processed for this re-analysis (not part of the article)

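Fracture callus of male C57BL/6J mice was analysed by RNA-seq in 30 libraries, each from 1 callus. Lean mice were sampled on d3, d5, d7 and d10 and DIO mice on d3, d5, d7, d10, d14 and d21, with 3 mice per diet and day. Lean calli of d14 and d21 were not analysed here, so no comparison between diets on those days was made. Flow cytometry, immunofluorescence, histology and RT-qPCR were not used here.

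The authors demultiplexed and adapter-trimmed the reads with bcl2fastq 2.20.0.422, trimmed and filtered them with BBDuk, and aligned them to the mouse genome GRCm38 with HISAT2 2.1.0. They counted reads per gene with HTSeq and deposited the raw counts without normalization. The HTSeq version, its strand option and the gene annotation are not given in the paper's text. The table holds 43629 genes, of which 27445 had at least 1 count and 42548 were found in the GENCODE M21 annotation by their Ensembl identifier. Total counts per library ran from 13247122 to 26365620 (median 16854427).

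Everything below was computed from these counts, in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and in Python 3.11.15 with pandas 2.3.3. Counts were scaled with TMM factors and genes were kept with filterByExpr at its default settings. Changes were tested with the two-sided quasi-likelihood F-test of edgeR, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error given with a log2 fold change is its absolute value divided by the square root of F. It is implied by the test and was not estimated separately. The authors tested single comparisons with DESeq2. The edgeR test was set as the first choice before the data were examined, with DESeq2 as an alternative, and counts from both are given in the closing section.

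Lean days were compared in 1 fit of the 12 lean libraries, DIO days in 1 fit of the 18 DIO libraries, and the diets within each day in a fit of the 6 libraries of that day. The change of the diet difference between days was tested in 1 fit of the 24 libraries of d3 to d10. The time course was tested over the same 24 libraries, with polynomials of degree 2 in the day and the 3 terms of diet tested together. The authors used maSigPro, and a linear regression in its manner was an alternative. Replicate numbers were taken from the sample labels. They number different mice, and no covariate entered the fits reported at the claims.

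For groups of genes, 16 lists were written before the data were examined, and tested with the camera test of limma at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2. The mean of a list in each library was compared between groups by two-sided exact permutation over all 20 splits of 6 libraries, for which the smallest possible p is 0.1. Principal components of the 12 lean libraries used all genes that passed the filter, as log2 CPM with a prior count of 4. For k-means clustering, with 2 clusters and 20 starts, the 3132 genes that differed between any of the lean days were used. Enrichment of gene ontology terms was not used here.

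Genes are named by a rule set before the data were examined. Every gene named by the paper is eligible. For each comparison, so are at most 3 of the largest increases and 3 of the largest decreases past the threshold, with no overlap between groups and a mean of at least 1 CPM. For each list at a claim, at most 3 genes with the smallest adjusted p are eligible. A gene outside the rule is said to be chosen after its values were seen. A gene was taken as detected in a library with at least 3 counts. Genes near this limit are dominated by counting error, and the spread between 3 mice sets the precision of the others.

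Alternatives were RLE and upper-quartile factors, DESeq2, a filter of 0.5 CPM in 1 library and no filter but 1 count. Others were the replicate number in the fit, all 30 libraries in 1 fit, a 1.5-fold threshold, and each mouse left out in turn. For gene lists they were an estimated inter-gene correlation, the fry test and 12 Reactome sets from fgsea 1.28.0. Each Reactome set is a pathway matched to a list and not a selection of the listed genes. For components they were a prior count of 0.5, the 1000 most variable genes and the variance-stabilizing transformation of DESeq2, and for clusters the 2000 most variable genes and 4 clusters. Some alternatives were chosen after seeing the data, and the closing section names these.

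The tests were tested on simulated data with 200 changed genes. With 3 libraries against 3, the edgeR test found 173 of these with 14 false calls (7.49%), and DESeq2 found 186 with 49 false calls (20.9%). The fit of 12 libraries found 165 with 6 false calls, and the change of a difference over 24 libraries 144 with 14. The time course found 195 genes changed on every day and 170 changed on d3 and d5, but 0 changed on d7 only. All 30 pairs of libraries of the same group were checked for duplicates, and their chi-square per degree of freedom ran from 12.8 to 148. Of 86 genes checked for the text, 9 overlap another gene on the same strand and 17 on the opposite strand. With BLAST 2.17.0, 24 have a near-identical stretch of at least 100 bases and 95% identity in another gene.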

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

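In this part, the 2 correlations between libraries and the test over d5 and d7 together were chosen after the results they bear on had been seen, and Oscar was named after its values were seen. The other tests were chosen before the results they measure. The gene lists for muscle and red blood cells were written before the test.

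The difference between DIO and lean mice was compared between days in one fit of the 24 libraries of d3, d5, d7 and d10, over 17057 genes. From d7 to d10 it changed in 865 genes at an adjusted p under 0.05. From d5 to d7 it changed in 1 gene, with 647 at an unadjusted p under 0.05, and from d3 to d5 in 0 genes, with 736 at an unadjusted p under 0.05. In chondrocyte and cartilage genes the median change was 0.54 from d3 to d5, 0.55 from d5 to d7 and -3.23 from d7 to d10. In leukocyte genes it was -0.21 from d3 to d5 and 1.09 from d7 to d10.

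From d7 to d10, the change was -8.35 for Ucma (standard error 1.15, edgeR adjusted p = 0.00199), -4.97 for Acan (standard error 0.91, edgeR adjusted p = 0.00487) and -5.07 for Col2a1 (standard error 1.14, edgeR adjusted p = 0.0143). It was -3.33 for Papss2 (edgeR adjusted p = 0.00269), -2.46 for Csgalnact1 (edgeR adjusted p = 0.00269) and 1.66 for Cd48 (edgeR adjusted p = 0.0143). With 1 mouse left out in each of 12 fits, Ucma stayed between -8.87 and -7.03, Papss2 between -3.80 and -2.66 and Cd48 between 1.38 and 1.86. From d5 to d7, Oscar changed by -2.35 (standard error 0.33, edgeR adjusted p = 0.00827), and between -2.52 and -2.22 with 1 mouse left out.

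The counts were set beside those of groupings in which lean and DIO mice with the same replicate number were exchanged within days. For d7 to d10, 2 of the 32 groupings, the real one included, gave at least 865 genes. For d5 to d7, 6 of 32 gave at least 1 gene. For d3 to d5 all 32 gave at least 0, as any grouping must. As many gene lists passed the threshold in 21 of 32 groupings for d3 to d5, in 29 for d5 to d7 and in 9 for d7 to d10. These groupings are not free of the effect of diet. Some keep the diets of 1 day, as does the other grouping of d7 to d10 with as many genes, which gave 930. Exchanging all 3 pairs on 1 day adds the diet differences of both days in place of subtracting them, which gave 846 genes for d3 to d5 and 1918 for d5 to d7. The shares therefore do not tell how often chance alone gives as many genes or lists, and no conclusion is drawn from them. The size of the change of a single list was not compared with other groupings.

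Technical explanations were tested for the change from d7 to d10. Thinning all 24 libraries to the smallest total gave 857 genes. Leaving out the 10 most abundant genes of each library gave 894. Neither a difference in depth nor a few abundant genes accounts for the count. With the mean of skeletal muscle genes in each library as a covariate, 24.2% as many genes passed, and with the mean of erythroid genes 10.1%. A different amount of muscle, blood or marrow in the samples may therefore contribute to the change. The covariates also differ between the groups, so that adjusting for them removes part of any difference between lean and DIO mice. More muscle, blood or marrow in the DIO samples on d10 would lower cartilage and ossification genes together. From d7 to d10, the diet difference in the list means went from 1.6 to -1.6 log2 CPM in chondrocyte and cartilage genes. In ossification genes it went from -0.475 to -0.106, although the Reactome pathway in their place had medians of 0.54 and -0.44. The hand-written lists argue against these explanations as the only cause in cartilage genes. How much of the change they account for cannot be told.

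Chondrocyte and cartilage genes on single days were tested in the same way. On d5, where the median log2 fold change between DIO and lean mice was 0.92, it was 0.91 at the smallest total and 0.91 without the 10 most abundant genes. It was 1.09 after each library's trend with GC content was removed and 1.07 after the trend with transcript length was removed. It was 1.00 with the muscle covariate and 1.19 with the erythroid covariate. On d7, where it was 1.48, the same tests gave 1.46, 1.55, 1.56, 1.66, 1.69 and 1.59. On d10, where it was -1.74, they gave -1.75, -1.53, -1.39, -1.43, -0.51 and -0.87. On d10 the decrease was smaller without the 10 most abundant genes and without the trends with GC content and transcript length, and it kept its direction in each test. On d5 and d7 none of the tested technical explanations accounts for the higher cartilage expression in DIO mice, and a difference in the timing of cartilage formation is a hypothesis. That hypothesis was found and tested on the same data. On a single day, 3 mice against 3 cannot exclude a grouping by chance. Over d5 and d7 together, the mean of the list was 1.37 log2 CPM higher in DIO mice (two-sided exact permutation test within days, p = 0.01, over 400 splits). On d10 a larger share of muscle or blood in the DIO samples remains a candidate explanation of part of the lower cartilage expression.

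A list of erythroid genes, outside those the paper discusses, was lower in DIO than in lean mice on d3. Its mean was 3.69 ± 0.30 log2 CPM (SD, n = 3) in DIO and 5.66 ± 1.40 (SD, n = 3) in lean mice, a difference of -1.97 without overlap (two-sided exact permutation test, p = 0.1). On d5 the difference was -2.02, with overlap (two-sided exact permutation test, p = 0.2). Skeletal muscle genes, also outside those discussed, were higher in DIO mice on d10, with 8.78 ± 0.19 log2 CPM (SD, n = 3) against 7.01 ± 1.70 (SD, n = 3), a difference of 1.77 without overlap (two-sided exact permutation test, p = 0.1). These were 2 of 16 comparisons of 4 lists on 4 days, and chance leaves 10% of such comparisons without overlap.

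The erythroid list bears on leukocyte genes, since blood and marrow hold both kinds of cell. Over the 30 libraries, deviations from the mean of the group correlated between the erythroid and leukocyte lists with a Pearson r of 0.826 (two-sided permutation test, p = 0.00017, adjusted p = 0.00034 over 2 relations) and a Spearman rho of 0.719 (two-sided permutation test, p = 0.00074). Without the 2 libraries farthest from the median of the erythroid list, r was 0.757. Between the muscle and chondrocyte lists r was -0.28 (two-sided permutation test, p = 0.35, adjusted p = 0.35) and rho -0.34 (p = 0.17, permutation test), and r without 2 libraries was -0.32.

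Leukocyte genes had median log2 fold changes between DIO and lean mice of -0.74 on d3, -0.96 on d5 and -0.75 on d7. At the smallest total, without the 10 most abundant genes, without the trend with GC content and without the trend with transcript length, the medians were -0.75, -0.73, -0.78 and -0.77 on d3. They were -0.95, -0.95, -0.93 and -0.94 on d5, and -0.75, -0.75, -0.77 and -0.82 on d7. With the muscle covariate they were -0.60, -0.93 and -0.78 on these days. The erythroid covariate gave -0.36 on d3, -0.48 on d5 and -0.43 on d7. Leukocyte genes stayed lower in DIO mice with this covariate, by a smaller difference on each day. A smaller amount of blood or marrow in the DIO samples is therefore a candidate explanation of part of the difference on d3, d5 and d7. On d7 the difference with the covariate was more than 50% of that without it. The data do not separate it from fewer leukocytes in the callus.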

How the results depend on the processing

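Most alternatives were set before the data were examined. The following were chosen after seeing the data: the alternatives for means pooled over days, for the mean of a gene list in each mouse, for the levels of the lists on d3, for the leukocyte share of the time course, and for the gene lists in the change of the diet difference. The exact permutation tests of pooled means were also chosen after the values of each day were seen. The cause was not tested for any change described here.

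Over all alternatives, 126 of 223 counts of changed genes stayed within 1.5 times the count reported, and 97 did not. With RLE size factors in place of TMM, all 15 counts stayed within that limit, and 90.5 to 100% of the changed genes were shared. A 1.5-fold threshold added to the adjusted p left 14 of 14 counts within it. 

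Upper-quartile factors left 13 of 15 counts within the limit. The exceptions were DIO against lean mice on d3, with 1 gene in place of 0, and the change of the diet difference from d5 to d7, with 2 genes in place of 1. These factors turned the balance of DIO d21 against d14. With TMM, 1800 genes were higher and 1535 lower on d21, and with upper-quartile factors 1422 were higher and 2298 lower. The median log2 fold change of all genes in this comparison went from -0.032 to -0.13, a shift of -0.096.

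Requiring at least 0.5 CPM in 1 library as the filter moved 1 of 15 counts, to 1 gene for DIO against lean mice on d3. Testing all genes with a count moved 7 of 15. It gave 169 genes for lean d5 against d3, 329 for DIO d14 against d10, and 3 for the change of the diet difference from d5 to d7. Between DIO and lean mice it gave 515 genes on d3, 565 on d5, 724 on d7 and 29 on d10.

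DESeq2 moved 13 of 15 counts, each upwards. Among lean days it gave 596 genes for d5 against d3, 38 for d7 against d5, 837 for d7 against d3 and 1773 for d10 against d7. Between DIO and lean mice it gave 753 on d3, 1116 on d5, 922 on d7 and 56 on d10. It gave 563 for DIO d14 against d10, 2486 for the time course, and 1, 13 and 1475 for the change of the diet difference from d3 to d5, d5 to d7 and d7 to d10. Every gene that edgeR called among lean days or between DIO and lean mice was also called by DESeq2. On simulated counts of 3 against 3, DESeq2 called 49 genes that did not change and edgeR 14.

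All 30 libraries in one fit moved 8 of 11 counts. Lean mice then had 202 genes for d5 against d3, 2 for d7 against d5, 523 for d7 against d3 and 1529 for d10 against d7. DIO against lean mice had 63 on d5, 675 on d7 and 3 on d10, and DIO d14 against d10 had 2. Of the 170 genes reported on d5, 47 were also called in this fit, and of the 366 on d7, 286.

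The replicate number added to the fit moved 7 of 15 counts. It gave 199 genes for lean d5 against d3, 451 for d7 against d3 and 1479 for d10 against d7. It gave 325 for DIO against lean mice on d3, 45 for DIO d14 against d10, and 1 for the change of the diet difference from d3 to d5. For DIO against lean mice on d5 it gave 0 genes, with 2090 at an unadjusted p under 0.05. That fit holds 6 libraries and has fewer degrees of freedom left with these terms.

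For the time course, linear regression gave 3278 genes and an adjusted p under 0.01 gave 192. Leaving out replicate number 1, 2 or 3 on all days gave 0 to 756 genes, with 1764 at an unadjusted p under 0.05 where the count was 0. The leukocyte share of the genes called then ran from 0 to 57.1%, against 89.8% reported. The result of the time course depends on having all 3 mice of each day.

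Leaving out 1 mouse of the compared groups at a time gave 9 to 129 genes for lean d5 against d3, 0 to 1 for d7 against d5, 57 to 316 for d7 against d3 and 24 to 1141 for d10 against d7. For DIO against lean mice the 6 fits gave 0 to 237 genes on d3, 0 to 935 on d5, 29 to 936 on d7 and 0 to 10 on d10. They gave 0 to 459 for DIO d14 against d10 and 1285 to 4070 for d21 against d14. DIO d10 against d7, with 1510 to 2495, stayed within the limit. The change of the diet difference had 0 to 2 genes from d3 to d5, 0 to 5 from d5 to d7 and 257 to 1660 from d7 to d10 in 12 fits each. On d5, 4 of the 6 fits gave 0 genes, with 1763 to 2776 at an unadjusted p under 0.05. On d3, 4 fits gave 0 genes, with 1462 to 2768. On d10, 5 fits gave 0 genes, with 536 to 1833. The 1 fit of DIO d14 against d10 with 0 genes had 2526.

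Tests of gene lists depended on the correlation assumed between genes. When camera estimated this correlation, 1 of the 16 lists passed an adjusted p of 0.05 for lean d5 against d3, d7 against d3 and d10 against d7. In the other 8 comparisons 0 lists passed, with 0 to 5 at an unadjusted p under 0.05. With fry, 1 list passed for lean d5 against d3, d7 against d5 and d7 against d3, and 8 for d10 against d7. In DIO against lean mice 0 passed on d3 (2 at an unadjusted p under 0.05), 4 on d5, 6 on d7 and 0 on d10 (0 at an unadjusted p under 0.05). In DIO mice, 5 passed for d14 against d10 and 3 for d21 against d14.

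The median log2 fold changes of the lists are unchanged by these tests, but most lost their call. Of 18 lists at a claim, 1 had not passed in the main test, ossification genes for DIO against lean mice on d10. The other 17 lists all lost their call with camera's estimated correlation, with camera adjusted p between 0.068 and 0.858. Their medians were, in leukocyte genes, -0.38 for lean d5 against d3, -0.79 for d10 against d7, and -0.74, -0.96 and -0.75 for DIO against lean mice on d3, d5 and d7. In chondrocyte and cartilage genes they were 1.68, 0.58, 1.99 and 1.03 for lean d5 against d3, d7 against d5, d7 against d3 and d10 against d7. They were 0.92, 1.48 and -1.74 in the same genes for DIO against lean mice on d5, d7 and d10, and -2.26 for DIO d10 against d7. In ossification genes of lean mice they were 0.52, 0.78 and 0.56 for d7 against d5, d7 against d3 and d10 against d7. In adipocyte genes on d10 the median was 1.07. With fry, 13 of these lists no longer passed, with fry adjusted p between 0.0695 and 0.928. The exceptions were leukocyte genes for lean d10 against d7 and for DIO against lean mice on d5, and chondrocyte genes for DIO against lean mice on d7 and for DIO d10 against d7.

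Reactome pathways in place of the lists turned the direction of several medians, though they are pathways and not selections of the listed genes. They gave 0.0082 for B cell genes on d5 and 0.19 and 0.54 for ossification genes on d3 and d7 in DIO against lean mice, and -0.025 for adipocyte genes on d10. In lean mice they gave 0.020 for B cell genes for d10 against d7, and -0.025 for T and NK cell genes for d5 against d3. For d7 against d5 they gave -0.046 for chondrocyte and -0.10 for ossification genes. For DIO d10 against d7 the ossification median was -0.75. With the same direction but without passing the threshold, leukocyte genes had -0.053 for lean d5 against d3, and chondrocyte genes had 0.12 for DIO against lean mice on d7 and -0.24 for DIO d10 against d7. Ossification genes passed it on d10 with -0.44.

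Leaving out 1 mouse at a time moved the medians of lists across 0 in some fits. For lean d5 against d3 they ran from -1.38 to 1.01 in B cell, from -0.066 to 0.24 in monocyte and macrophage, from -0.19 to 0.47 in ossification and from -0.017 to 0.22 in proteoglycan synthesis genes. For lean d7 against d5 they ran from -0.17 to 0.15 in leukocyte and from -0.12 to 0.14 in proteoglycan genes, and from 0.12 to 1.15, without a change of sign, in chondrocyte genes. Proteoglycan genes ran from -0.039 to 0.15 for lean d7 against d3 and from -0.052 to 0.35 for d10 against d7, and B cell genes from -0.85 to 0.13 for d10 against d7.

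Between DIO and lean mice, monocyte and macrophage genes ran from -0.63 to 0.036 on d3 and neutrophil and inflammatory genes from -0.43 to 0.11 on d7. Ossification genes ran from -0.13 to 0.26 on d3 and from -0.15 to 0.089 on d10, and osteoclast genes from -0.033 to 0.16 on d10. Leukocyte genes for DIO d10 against d7 ran from -0.10 to 0.52. In the change of the diet difference, leukocyte genes ran from -0.39 to -0.017 from d3 to d5 and from -0.12 to 0.42 from d5 to d7, and chondrocyte genes from -0.22 to 1.11 from d5 to d7. The numbers of lists past the threshold ran from 7 to 15 for DIO against lean mice on d10, from 7 to 12 for DIO d21 against d14, and from 4 to 11 and 5 to 10 for the change of the diet difference from d3 to d5 and d5 to d7.

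Of 1556 values of single genes, 1214 kept direction and side of the threshold, 270 fell below it, 69 rose above it and 3 changed direction. The 3 were Ptprc, from -0.44 to 0.037, and Lck, in 2 fits, from -0.26 to 1.03, for lean d5 against d3 with 1 mouse left out. Of 697 values of gene lists other than those at a main claim, 549 did not change, 95 no longer passed, 26 newly passed and 27 changed direction.

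The means of lists in each mouse moved by less than 1 SD in 614 of 616 values, and by more for ossification and osteoclast genes of lean d10 against d7 with CPM without factors. Of 15 levels of lists on d3, 14 moved by less than 1 SD, the exception being monocyte genes without the second mouse. All 15 alternatives for the principal components, all 6 for the clusters and all 86 for the means pooled over days kept direction and side of the threshold. The day of the highest mean of Acan and Col2a1 in lean and in DIO mice was the same in 56 of 56 values. For Ptprc, Lck and Cd3e it was the same in 82 of 84, the exceptions being Ptprc and Lck in lean mice, each with d5 as the highest day in 1 fit.

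The depth limits what can be said of genes with few counts. Cd3e in lean mice on d5 rested on 14 to 24 counts per mouse, and 2 of the 3 mice of d3 had 3, the smallest number taken as detected.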

Differences from the paper's values

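In this part no test was chosen after its result was seen. The paper's counts for single comparisons come from DESeq2, with a threshold that its text does not give. Its count for the time course comes from maSigPro, with polynomials of degree 2 and a Q of 0.05. Counts here are from edgeR. Below, the alternatives set before the data were examined under which a count fell within 1.5 times the paper's are named. For each count there were 14, and 12 for the time course.

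For lean d5 against d3, 1 gene was lower and 73 were higher, against the paper's about 36 lower and about 180 higher in Fig. S3A, read by eye. The lower count fell within the paper's with the replicate number in the fit and with all 30 libraries in one fit. The higher count did so with these 2, with all genes with a count, and without the third lean mouse of d3. No other alternative did. With DESeq2, 146 were lower and 450 higher.

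For lean d7 against d3, 58 genes were lower, against the paper's about 150 in Fig. S4A, read by eye. The count fell within the paper's with the replicate number in the fit and with all 30 libraries in one fit, and with none of the other alternatives. With DESeq2, 293 were lower.

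For lean d10 against d7, 271 genes were lower and 179 higher, against the paper's about 690 lower and about 450 higher in Fig. S5A, read by eye. Both counts fell within the paper's with the replicate number in the fit, with all 30 libraries in one fit and without the third lean mouse of d10. The lower count also did so with DESeq2, with 1000 genes, while it gave 773 higher. The other alternatives did not close the gap.

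Between DIO and lean mice on d3, 0 genes were lower and 0 higher, with 2374 at an unadjusted p under 0.05. The paper shows about 610 lower and about 130 higher in DIO mice in Fig. S15A, read by eye. With DESeq2, 617 were lower and 136 higher. With all genes with a count, the lower count alone fell within the paper's. The other alternatives left the gap open.

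On d5, 149 genes were lower and 21 higher in DIO mice, against the paper's about 870 lower and about 270 higher in Fig. S16A, read by eye. With DESeq2, 867 were lower and 249 higher. Without the third lean mouse of d5, the higher count alone fell within the paper's, and no other alternative reached it.

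On d7, 145 genes were lower and 221 higher in DIO mice, against the paper's 430 lower and 506 higher in Fig. S17A. With DESeq2, 421 were lower and 501 higher. Both counts also fell within the paper's with all genes with a count, without the third DIO mouse of d7 and with all 30 libraries in one fit, and not with the rest.

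On d10, 0 genes were lower and 0 higher in DIO mice, with 1082 at an unadjusted p under 0.05. The paper shows about 38 lower and about 6 higher in Fig. S18A, read by eye. With DESeq2, 48 were lower and 8 higher. The lower count also fell within the paper's with all genes with a count, and the higher count without the first lean mouse of d10. The remaining alternatives did not bring either count within it.

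The time course of DIO against lean mice differed in 1386 genes, against the paper's 3909, which also cover d14 and d21. Linear regression gave 3278 genes and fell within the paper's count. DESeq2 gave 2486 and, like the other 10 alternatives, did not. Of 1998 genes read from Table S9, 1816 were tested here, and 525 (28.9%) passed the threshold. With linear regression 802 did.

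Single genes were compared with the paper's Tables S1 and S11. Of these tables and of Table S9, only the first part of each was read. All 7 log2 fold changes compared, among them those of Lck, Epyc, Slfn4 and Acp5, differed from the paper's by less than the standard error. Over 1559 genes of Table S11, directions were the same for 99.9%. The paper calls 79 of these on d3 and 0 were called here, while DESeq2 called 82 of 1618, of which 78 are among the paper's 79. Over 1928 genes of Table S1, the paper calls 28 for d5 against d3 and 154 for d10 against d7, and 9 and 55 were called here. Of these, 7 and 48 are shared with the paper. The paper also calls 2 genes for d7 against d5, where 0 were called here, with 926 of all genes at an unadjusted p under 0.05. DESeq2 called both.

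In some statements on groups of genes, the direction of the median was the same as the paper's, while no gene of the list passed the threshold of edgeR. The paper states that bone morphogenesis was reduced in DIO mice on d10. Ossification and mineralization genes had a median log2 fold change of -0.055, with 18 higher and 21 lower, and the means of the list in each mouse overlapped. The Reactome pathway used in place of this list, with a median of -0.44, passed the threshold of the camera test. The paper reports significantly lower expression of cartilage genes and higher expression of fat cell genes on d10. Both directions were seen here, and 0 genes of either list passed the threshold of edgeR. In leukocyte genes the paper reports reduced expression on d3. The direction was the same here, with 48 of 49 genes lower, and 0 passed the threshold of edgeR.

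Among single genes, the direction differs for 1. By RT-qPCR, the paper finds more Cxcl16 in the DIO than in the lean callus on d5. By sequencing, Cxcl16 had 76.6 ± 2.83 CPM (SD, n = 3) in DIO and 104 ± 10.4 CPM (SD, n = 3) in lean mice on that day. For the same gene in lean mice, d3 had 92.6 CPM and d10 39.9 CPM. By flow cytometry on d5, the paper finds a larger proportion of dendritic cells in DIO callus and similar proportions of most lymphoid populations. Here the dendritic cell and MHC class II list had 3.26 log2 CPM in DIO and 4.22 in lean mice. The T and NK cell list had 0.00246 and 1.47. Callus RNA and proportions of cells are different measures, and they were not tested against each other.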

Other observations

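In this part, the 4 groupings tested with DESeq2 were chosen after the result was seen. The other tests of groupings were chosen before.

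For each comparison of 3 mice against 3, the count of changed genes was compared with those of other groupings of the same 6 libraries. Of the 10 ways to group them, 4 part all 3 pairs of mice with the same replicate number, and these were compared. The other 6 part only 1 pair. With 4 groupings, the share that gives as many genes cannot fall under 0.05. For lean d5 against d3, d7 against d3 and d10 against d7, 1 of the 4 groupings gave as many genes, which was the real one, and the others gave 0 genes. The same held for DIO against lean mice on d5 and on d7, and for DIO d10 against d7, d14 against d10 and d21 against d14. For lean d7 against d5 and DIO against lean mice on d3 and d10, where 0 genes had changed, 4 of 4 groupings gave as many. In these comparisons 926, 2374 and 1082 genes had an unadjusted p under 0.05.

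DESeq2 called genes between DIO and lean mice on every day, and in 1 of 4 groupings as many, the real one. The other groupings gave up to 35 genes on d3, 297 on d5, 16 on d7 and 1 on d10, against 753, 1116, 922 and 56.

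Gene lists past a camera adjusted p of 0.05 were common in other groupings. As many lists passed in 4 of 4 groupings for lean d5 against d3 and d7 against d3, and in 3 of 4 for d7 against d5 and d10 against d7. Between DIO and lean mice as many passed in 2 of 4 groupings on d3, d5 and d10 and in 1 of 4 on d7. For DIO d10 against d7, d14 against d10 and d21 against d14 it was 1 of 4 each.

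The time course of DIO against lean mice over d3 to d10 was tested with 100 drawn groupings, in which same-numbered mice were exchanged between diets within days. The real grouping, with 1386 genes, was the 1 of 100 that gave as many. Genes that differed between any of the lean days, which were clustered, were also tested with 100 drawn groupings, and again 1 of 100 gave as many as the 3132 of the real one.

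Leukocyte genes were pooled over days by exact permutation within days. Over d3, d5, d7 and d10 the difference between DIO and lean mice in the mean of the list was -0.52 log2 CPM (two-sided exact permutation test, p = 0.0092, over 160000 splits). In chondrocyte and cartilage genes the difference over all 4 days was 0.33 (two-sided exact permutation test, p = 0.37).

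On d14 and d21, only DIO libraries were analysed here. From d10 to d14, 129 of 16995 genes changed, 99 higher and 30 lower, and from d14 to d21 3335 changed, 1800 higher and 1535 lower. Leukocyte genes rose from d10 to d14, with a median log2 fold change of 0.58 and 47 of 49 higher. Their mean log2 CPM was 6.55 ± 0.13 (SD, n = 3) on d14 and 6.01 ± 0.12 (SD, n = 3) on d10, without overlap (two-sided exact permutation test, p = 0.1). From d14 to d21 their median was 0.49, with 13 genes past the threshold and without overlap. B cell genes had medians of 1.81 and 0.76 in these comparisons. The mean of T and NK cell genes rose by 0.691 log2 CPM from d10 to d14, without overlap (two-sided exact permutation test, p = 0.1). From d14 to d21 these genes had a median of 0.07, with overlap (two-sided exact permutation test, p = 0.3).

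Chondrocyte and cartilage genes fell further in DIO mice, with medians of -1.0 from d10 to d14, without overlap, and -0.65 from d14 to d21, with overlap (two-sided exact permutation test, p = 0.4). Ossification genes had -0.19 from d10 to d14, with overlap, and -0.83 from d14 to d21, with 14 genes lower past the threshold and without overlap. Before that, from d7 to d10, their median was 0.80, with 18 genes higher and 1 lower past the threshold. Ptprc rose by 1.27 from d10 to d14 (edgeR adjusted p = 0.035). Ihh changed by -3.99 in this interval (edgeR adjusted p = 0.026) and Panx3 by -2.43 from d14 to d21 (edgeR adjusted p = 0.0019). Deviations of same-numbered mice of d10 and d14 correlated at 0.13. With the replicate number in the fit 45 genes changed, and the medians were 0.59 for leukocyte, -1.04 for chondrocyte and -0.21 for ossification genes.

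Of the genes that the paper measured by RT-qPCR, Cxcl16 had means of 92.6, 104, 67.5 and 39.9 CPM in lean mice on d3, d5, d7 and d10, and 82.6, 76.6, 56.5 and 33.3 CPM in DIO mice. Ccl5 had 4.42, 9.87, 9.09 and 8.06 CPM in lean and 1.69, 2.89, 3.52 and 10.6 CPM in DIO mice. Tnf had 7.33, 4.86, 4.63 and 1.40 CPM in lean and 4.58, 2.72, 8.02 and 1.15 CPM in DIO mice. The DIO values of Tnf on d7 ran from 1.21 to 21.6 CPM (SD 11.8, n = 3), so that this mean rests on 1 mouse. Ifng was not detected at this depth in DIO mice on d3, d5 and d7, with 0 counts in each mouse, and its mean in lean mice was at most 0.315 CPM, on d7.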
